# Extracellular Vesicles from iPSC-Derived Glial Progenitor Cells Prevent Glutamate-Induced Excitotoxicity by Stabilising Calcium Oscillations and Mitochondrial Depolarisation

**DOI:** 10.3390/cells14231915

**Published:** 2025-12-02

**Authors:** Margarita Shedenkova, Anastasiia Gurianova, Irina Krasilnikova, Anastasia Sudina, Evgeny Karpulevich, Yaroslav Maksimov, Marina Samburova, Egor Guguchkin, Zlata Nefedova, Valentina Babenko, Daniil Frolov, Kirill Savostyanov, Timur Fatkhudinov, Dmitry Goldshtein, Zanda Bakaeva, Diana Salikhova

**Keywords:** extracellular vesicles, neuroprotection, glutamate, proteome, transcriptome, glial progenitor cells

## Abstract

Neurodegenerative diseases pose a significant challenge to modern medicine. Despite significant advances in neurology, current therapeutic approaches often prove insufficient to treat such disorders. This study investigates the neuroprotective effect of extracellular vesicles derived from glial derivates of human-induced pluripotent stem cells. The extracellular vesicle’s cargo was characterised by proteomic analysis. The neuroprotective effect was assessed using a model of glutamate excitotoxicity performed on a primary culture of cortical neuroglial cells. The viability of cells was estimated using the MTT test and morphometric analyses. A comprehensive methodology was applied to investigate intracellular mechanisms, integrating assessments of intracellular calcium concentrations, mitochondrial membrane potential, and targeted inhibition of the PI3K-Akt pathway. Transcriptomic analysis of neuroglial cultures was used to validate the role of obtained mechanisms of extracellular vesicle’s neuroprotective effect. The obtaining results demonstrated the improvement of neuronal survival by reducing intracellular calcium levels and stabilising mitochondrial membrane potential under glutamate-induced excitotoxicity via PI3K-Akt signalling pathway activation. Moreover, the vesicles contained proteins that contribute to preventing apoptotic processes, activating regeneration of the nervous system, and modulating calcium ion transport and are associated with redox processes. Further transcriptomic analyses of neuroglial cultures treated with EVs showed an up-regulation of genes associated with regeneration, inhibition of calcium ion transport, regulation of membrane depolarisation, and negative regulation of apoptotic pathways.

## 1. Introduction

Neurological disorders are a large group of diseases of the nervous system characterised by a variety of clinical manifestations and developmental mechanisms. According to the World Health Organization, neurological disorders are one of the most common causes of disability in the population. The increase in diseases such as Alzheimer’s disease, cerebrovascular diseases including stroke, demyelinating diseases, traumatic brain injury, and others is a major medical and social problem.

One of the most important pathogenetic mechanisms of damage to the nervous system in various neurological diseases is excitotoxicity. Research into the mechanisms of glutamate excitotoxicity is of fundamental importance for understanding the pathogenesis of such diseases and opens up new perspectives for the development of effective methods of prevention and treatment. Glutamate, the most important excitatory neurotransmitter of the brain, plays a special role in this process, whereby an excess of glutamate can lead to irreversible consequences for the neurons. In transsynaptic transmission, glutamate then activates the glutamate receptors on the postsynaptic membrane after it releases. This leads to the activation of the receptors and entry of calcium ions into the neurons, then to depolarisation of the membrane, transmission of an electrical signal from the dendrite to the soma of the neuron, and the initiation of metabolic cascades that affect intracellular homeostasis [1]. However, a high concentration of glutamate molecules in the synaptic cleft has a hyperstimulatory effect on the receptors. This promotes a more active flow of calcium ions into the neurons. High calcium concentrations disrupt mitochondrial function, stimulate the production of reactive oxygen species, inhibit protein folding, and activate endoplasmic reticulum stress, leading to the initiation of apoptotic cascades and cell death [2].

Currently, there are many drugs that affect glutamatergic transmission by inhibiting glutamate receptors (memantine, tiglutik [3,4]), by reducing the synthesis of this neurotransmitter (tiglutik), by slowing the flow of calcium and sodium ions into cells (riluzone [5]), or by promoting the synthesis of glutamate inhibitors (cholinesterase inhibitors [6]). The Food and Drug Administration (FDA) approves these drugs to treat Alzheimer’s disease, amyotrophic lateral sclerosis, and stroke, but they only have a short-term effect. Cell therapy is a universal multitarget approach that has shown high efficacy in brain pathologies in many in vivo models [7]. The beneficial effects of multipotential mesenchymal stem cell (mMSC) treatment include anti-apoptotic activity, activation of neuro- and angiogenesis, and immunomodulation, which together may have a neuroprotective effect. However, the use of cell therapy has several disadvantages, including a low percentage of cell survival [8,9], the risk of oncogenicity [10,11,12], and a high immunogenicity of the therapy, which may neutralise the positive effect of the treatment [13]. There are no approved cell drugs to treat neurological diseases, and the development of a multitarget therapy that can act simultaneously on several targets remains an urgent task for modern medicine.

Numerous experimental data suggest that paracrine activity mediates the positive therapeutic effect of multipotential stem cell (MSC) transplantation [14], and not by the replacement of lost cells [15], which is confirmed by the presence of neuroprotective factors in their secretome [16,17]. It includes proteins, signalling molecules, nucleic acids, and extracellular vesicles (EVs) that may have therapeutic effects, including neuroprotection [18]. To date, extracellular vesicles are one of the most promising tools in regenerative medicine. They represent a new class of multitarget therapeutics and show a polyvalent effect by transporting a specific cargo complex of proteins, peptides, nucleic acids, and metabolic components. In addition, extracellular vesicles have a number of advantages. They retain their content in the blood, lymph, or tissue fluid because of the bilipid layer, bind specifically to target cells via specific receptors on the membrane surface, and can cross the blood–brain barrier [19]. The properties described above determine the high therapeutic potential of extracellular vesicles as a promising group of therapeutics for the pathogenetic correction of neurodegenerative diseases and the restoration of functional activity of the nervous system. Numerous studies are limited to analysing the therapeutic effect of EVs derived from MSCs of various origins in models of neurological diseases. The most suitable source for obtaining EVs are cells of the nervous tissue, for example, neuroglia, which are a series of auxiliary cells for neurons and fulfil metabolic, structural, homeostatic, and neuroprotective functions, such as the removal of excess neurotransmitters, the formation of synapses, the maintenance of neuronal homeostasis, and the stabilisation and regulation of the blood–brain barrier. The glial cells perform these functions through direct contact with the target cells and through paracrine influence by EVs, cytokines, and other signalling molecules [20]. In a traumatic brain injury model, the therapeutic effect of extracellular vesicles derived from human glial progenitor cells (EV-GPCs) has been demonstrated, but the neuroprotection mechanisms are not well understood [21]. Therefore, the aim of this study was to investigate the mechanisms of neuroprotective effects of extracellular vesicles derived from human GPCs in a model of glutamate excitotoxicity.

## 2. Materials and Methods

### 2.1. Isolation of Glial Progenitor Cell-Derived Extracellular Vesicles (EV-GPCs)

Cultures of glial progenitor cells (GPCs), used for the EV preparation, were previously derived from a healthy donor by differentiating induced pluripotent stem cells (iPSCs) towards a glial lineage [22]. Informed consent was obtained from the patient before taking a skin biopsy. The protocol was approved by the institutional ethics committee of Research Centre for Medical Genetics (Protocol No. 2019-2/3 dated 13 October 2020). GPCs were cultured to monolayer confluence in DMEM/F12 medium (PanEco, Moscow, Russia) supplemented with 1% N2 supplement (PanEco, Moscow, Russia), 1% fetal bovine serum (FBS, Gibco, Carlsbad, CA, USA), 1 mM glutamine (PanEco, Russia), 50 U/mL penicillin/streptomycin (PanEco, Russia), 20 ng/mL EGF (PeproTech, Cranbury, NJ, USA), and 20 ng/mL CNTF (PeproTech, Cranbury, NJ, USA). To obtain the conditioned medium (CM) containing EVs, cells were washed with Hank’s solution and incubated for 24 h in serum-free culture medium. The conditioned medium was centrifuged at 10,000× *g* for 30 min to separate apoptotic bodies and then at 108,000× *g* for 1.5 h twice: first to deposition extracellular vesicles, and then to wash them free of culture medium using an Avanti JXN-30 ultracentrifuge equipped with a JA-30.50 Ti rotor (Beckman Coulter Inc., Brea, CA, USA). The resulting vesicle pellet was validated according to previously described methodologies. The prepared EV aliquots were stored at −80 °C.

### 2.2. Characteristics of the EV-GPCs

#### 2.2.1. Nanoparticle Tracking Assay

Extracellular vesicle concentration was analysed using a Nanosight LM10 HS instrument (NanoSight Ltd., Amesbury, UK) to determine particle size and number. A 2 μL aliquot of the extracellular vesicle suspension was diluted with a phosphate buffer solution (PanEco, Moscow, Russia) to a total sample volume of 2 mL (1:1000). Samples were injected into the instrument using a sterile 5 mL syringe. The recording and subsequent analysis settings were set manually according to the protocol (camera level 13, shutter speed 1232, shutter gain 219, particle detection threshold 8). Recording was performed at room temperature. Extracellular vesicles were visualised using laser light scattering, and their Brownian motion was recorded on video. Video recordings were processed using Nanoparticle Tracking Analysis software version 3.3 (NanoSight Ltd., Amesbury, UK). At least five separate videos were recorded and processed for each sample, each 60 s long. Data from multiple videos were combined to create a particle size histogram.

#### 2.2.2. Transmission Electron Microscopy

EV-GPCs were dispensed in 10 µL aliquots on nitrocellulose carbon-coated PELCO^®^ Cu grids (Ted Pella Inc., Redding, CA, USA) and incubated for 1 min. Then 10 µL of 2% uranyl acetate was applied, the grids were incubated for 15 s, and excess liquid was removed with nitrocellulose paper. The samples were examined at 80 kV using a JEM-1011 transmission electron microscope (JEOL, Akishima, Japan) equipped with an Orius™ SC1000 W camera (Gatan, Inc., Pleasanton, CA, USA).

#### 2.2.3. Western Blot Analysis

The EV-GPC aliquot was mixed with 4× Laemmli Sample Buffer (Bio-Rad, Hercules, CA, USA). Prior to gel loading, all samples were heated at 99 °C for 10 min. The gels were prepared using TGX Stain-Free FastCast Acrylamide Starter Kit, 10% (Bio-Rad, Hercules, CA, USA) in accordance with the manual. The protein transfer to nitrocellulose membranes was performed electrically using a Trans-Blot Turbo Transfer System (Bio-Rad, Hercules, CA, USA). The membranes were blocked in PBS with 5% BSA overnight. Next day, the membranes were incubated with primary antibodies diluted in 0.1% Tween-20 and 1% BSA: CD63 (1:500, AF5117, Affinity Biosciences, Cincinnati, OH, USA) and CD9 (1:500, DF6565, Affinity Biosciences, Cincinnati, OH, USA) for EV-GPC characterisation. The membranes were washed from primary antibodies and exposed to secondary antibodies, anti-rabbit IgG conjugated with Alexa Fluor 488 (1:1000, A-11008), for 60 min in the dark. The immunoblots were documented in a BioRad Chemidoc Imaging System (Bio-Rad, Hercules, CA, USA).

### 2.3. Preparation of Neuroglial Culture

Newborn Wistar rats (P1-P2) were used to obtain primary neuroglial cultures, as described previously [23]. Animals were euthanised by inhalation of a lethal dose of isoflurane (Aerrane, Baxter HealthCare Corporation, Deerfield, IL, USA), decapitated, and the brains were extracted. The cerebral cortex was isolated and cleared of the vascular lining. A suspension of cortical neuroglial cells (10^6^ cells/mL) was obtained by treating the brain tissue with papain (10 U/mL) and dissociating by pipetting with subsequent deposition (200× *g*) in Neurobasal medium (Gibco, Carlsbad, CA, USA). The cells were seeded into 48-well flat-bottom plates (2.5 × 10^5^ cells/well) (Corning Inc., Corning, NY, USA) and into Petri dishes (Ø35 mm) with a glass-bottom insert (Ø14 mm) (MatTeck, Ashland, MA, USA). The plates and Petri dishes were pre-coated with polyethylenimine (0.05 mg/mL, 60 min). After one hour, 1.5 mL of Neurobasal medium (NBM) containing 2% B-27 supplement, 1% GlutaMAX, and 1% antibiotic/antimycotic solution (all reagents from Gibco, USA) was added. Cytosine arabinoside (1 µM) was added to the medium on day 3 in vitro (DIV) to prevent excessive glial cell proliferation. Cells were incubated for 10–14 days in vitro (DIV) at 37 °C in a humidified atmosphere of 5% CO_2_/95% air. A partial culture medium change was performed every three days.

### 2.4. Immunohistochemistry of Neuroglial Culture

To obtain the immunophenotypic characterisation of the resulting primary culture, an immunocytochemical test for the neuronal marker beta-III-tubulin (TUBB3) and the astrocytic marker of glial fibrillary acidic protein (GFAP) was carried out. For immunocytochemical analysis, cells were fixed with 4% formaldehyde solution (Merck KGaA, Darmstadt, Germany) for 10 min at room temperature and permeabilised with 0.25% Triton X-100 solution (Sigma-Aldrich, St. Louis, MO, USA) for 30 min. Then they were incubated overnight at +4 °C with primary anti-TUBB3 (1:500, ab78078 Abcam, Cambridge, UK) and anti-GFAP (1:600, ab7260 Abcam). Next day cells were incubated in the dark for 60 min with anti-mouse secondary antibodies Alexa Fluor 555 (1:600) or anti-rabbit secondary antibodies Alexa Fluor 488 (1:600) (Invitrogen, Waltham, MA, USA). Nuclei were stained with a solution of DAPI (4,6-diamidino-2-phenylindole dihydrochloride (Sigma-Aldrich, USA) in 1 mg/mL in phosphate-buffered solution. Images were obtained using an inverted fluorescence microscope Leica DMi8 (Leica Biosystems, Nussloch, Germany) with a 20×/0.35 dry objective, equipped with a Leica DFC7000 T camera and Leica Microsystems Imaging Software (version Leica LAS X 5.3.1).

### 2.5. Induction of Glutamate Excitotoxicity In Vitro

The primary neuroglial cultures at 9-10 DIV were used to establish the model of glutamate excitotoxicity. The culture was washed twice with a buffer solution of the following composition: 140 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 5 mM glucose, and 20 mM HEPES (pH ~7.4), followed by the addition of a solution containing 100 µM glutamate, 140 mM NaCl, 5 mM KCl, 10 mM glycine, 2 mM CaCl_2_, 5 mM glucose, and 20 mM HEPES (pH ~7.4) and incubation was continued for 1 h. Thereafter, cells were washed twice with the buffer solution and returned to the conditioned culture medium, which had been collected beforehand. The EV-GPC preparation was added 24 h prior to model induction at a concentration of 10 µg/mL. To assess the involvement of the PI3K-Akt signalling pathway, the selective PI3Kγ subunit inhibitor AS605240 (1 µg/mL) was used, which was added together with the EV-GPCs. Memantine (100 µM)—a low-affinity, voltage-dependent, non-competitive antagonist of N-methyl-D-aspartate (NMDA) glutamate receptors—was used as a positive control and was added together with the glutamate-containing solution. Viability assessment was performed on the day following the modelling of glutamate excitotoxicity.

### 2.6. Assessment of Cell Viability Using the MTT Test and Morphometric Evaluation of Neuronal Death

Cell survival was assessed using the MTT test—a colorimetric assay for which MTT reagent (3-[4,5dimethylthiazol-2-thiazolyl]-2,5-diphenyl-tetrazolium bromide dissolved in phosphate-buffered saline (pH = 7.4) (Merck, Germany) to a concentration of 5 mg/mL was used. The resulting stock solution was added to the cell culture medium (final concentration 0.5 mg/mL) and incubated for 1.5 h at 37 °C. The culture medium was then aspirated and DMSO (Thermo Fisher Scientific, Waltham, MA, USA) was added. The staining intensity was measured using a ClarioStars multimodal plate reader (BMG Labtech, Ortenberg, Germany) at a wavelength of 520 nm with a reference wavelength of 690 nm. The obtained data were normalised, with the result in control cultures taken as 100%.

Morphometric assessment of neuronal death included the evaluation of nuclear fragmentation (apoptosis) by live cell staining for 30 min with the fluorescent dye Hoechst 33342 Ready Flow™ Reagent (Invitrogen, Waltham, MA, USA) at a concentration of 5 µg/mL and the vital dye 0.5 µM Calcein AM (percentage of live cells). The number of necrotic cells was assessed using 1 µg/mL propidium iodide (PI) with a 10 min incubation, which penetrates cells with a compromised plasma membrane. Live cell imaging of cultures was then performed using a Leica DMi8 fluorescence microscope (Germany) with a 20×/0.35 dry objective, equipped with a Leica DFC7000 T camera and Leica Microsystems Imaging Software. Image processing and analysis were performed using ImageJ software ver. 1.54g.

### 2.7. Proteomic Analysis of Extracellular Vesicles

Extracellular vesicle samples were lysed in a buffer containing 4% SDS, 50 mM TRIS-HCl (pH = 8), and protease inhibitors (Sigma-Aldrich) for 30 min at 60 °C on a thermoshaker. The samples were then sonicated (3 cycles of 10 pulses at 30% amplitude). Subsequently, protein was precipitated using chilled acetone for 14 h (sample-to-acetone ratio 1:10). After precipitation, samples were centrifuged at 4 °C, 16,000× *g* for 10 min; the pellets were washed once with chilled acetone. After centrifugation (4 °C, 16,000× *g*, 10 min), the pellets were dried in a vacuum concentrator and dissolved in a buffer (8 M urea, 2 M thiourea, 10 mM Tris-HCl (pH = 7.5)) for 20 min at 24 °C. Protein concentration in the samples was measured by the Bradford method (Bio-Rad) according to the manufacturer’s protocol. An equal amount of protein from each sample was then aliquoted for proteomic analysis. For the reduction of disulfide bonds, samples were incubated in a 5 mM DTT solution at 24 °C for 30 min, followed by alkylation by incubating samples in a 10 mM iodoacetamide solution at room temperature for 20 min in the dark. Alkylated samples were diluted with a 50 mM ammonium bicarbonate solution at a 1:4 ratio; trypsin solution was then added to the samples (0.01 µg trypsin (Promega, Madison, WI, USA; LC-MS/MS grade) per 1 µg of protein), and they were incubated at 37 °C for 12 h. After hydrolysis, the reaction was stopped by adding formic acid to a final concentration of 5% in the solution. The resulting tryptic peptides were desalted using SDB-RPS microcolumns, dried in a vacuum concentrator, and stored at −80 °C until LC-MS/MS analysis.

Peptide fractions after trypsin digestion were injected in an aqueous solution containing 3% acetonitrile and 0.1% TFA onto a column (75 µm inner diameter, 25 cm length) packed with Aeris Peptide XB-C18 2.6 µm material (Phenomenex, Torrance, CA, USA). Peptide separation was performed on an Ultimate 3000 Nano LC System (Thermo Fisher Scientific, Waltham, MA, USA) coupled to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific) via a nanoelectrospray ion source (Thermo Fisher Scientific). Peptides were loaded onto the column, thermostatted at 40 °C in buffer A (0.2% formic acid (FA) in water), and eluted with a linear (120 min) gradient of 4 > 55% buffer B (0.1% FA, 19.9% water, 80% acetonitrile) in buffer A at a flow rate of 350 nL/min. Before each new injection, the column was washed with 95% buffer B in A for 5 min and equilibrated with buffer A for 5 min. Mass spectrometric data were acquired in a data-dependent acquisition mode automatically switching between 1 MS1 scan and up to 15 MS/MS scans (topN method). The target value for MS1 scans was set to 3 × 10^6^ in the range of 300–1200 *m/z* with a maximum ion injection time of 60 ms and a resolution of 60,000. Isolation of precursor ions was performed with a 1.4 *m*/*z* window and a fixed first mass of 100.0 *m*/*z*. Precursor ions were fragmented by higher energy collisional dissociation (HCD) in the C-trap with a normalised collision energy of 28 eV. MS/MS scans were acquired with a resolution of 15,000 at *m*/*z* 400 and a target value of 1 × 10^5^ for ions in the range of 200–2000 *m/z* with a maximum ion injection time of 30 ms.

Raw mass spectrometric data from the instrument were converted into MGF (Mascot generic format) peak lists using MSConvert (ProteoWizard Software Foundation, version 3). The following parameters were used for this procedure: --mgf–filter peakPicking true. For thorough protein identification, the generated peak list was analysed using MASCOT (version 2.5.1) and X! Tandem (ALANINE (2017.02.01)) search engines against the UniProtKB database, taxon Homo sapiens. Statistical validation of identifications was performed based on a search against a decoy reversed database of protein sequences. Allowed mass deviations for the precursor and fragment ions were 20 ppm and 0.04 Da, respectively. Database search parameters were as follows: allowance for one missed cleavage site for trypsin, fixed modification—carbamidomethylation (C), and dynamic modification—oxidation (M). For X! Tandem, parameters allowing for the rapid checking of N-terminal protein residue acetylation, loss of ammonia from N-terminal glutamine residues of peptides, or loss of water from N-terminal glutamic acid residues of peptides were also selected. The resulting files were loaded into Scaffold 4 software (version 4.0.7) for validation and meta-analysis. Peptides and proteins falling within the identification array with a local FDR of 5% were considered reliably identified.

Quantitative analysis of proteins was performed based on the spectral count method (“total spectral count”) of peptide fragments identified for the corresponding proteins. The resulting protein list was analysed for cellular compartment and biological process affiliation using the String 11.0 database.

### 2.8. Measurement of [Ca^2+^]_i_ and Mitochondrial Potential (ΔΨm) in Cortical Neuroglial Cells

Fluorescence measurements were performed on an experimental setup comprising an Olympus IX-71 inverted fluorescence microscope with 20× and 40× fluorite objectives, a Sutter Lambda 10-2 illumination system with a 175 W xenon lamp (Sutter Instruments, Novato, CA, USA), and a CoolSNAP HQ2 CCD camera (Photometrics, Tucson, AZ, USA), controlled by MetaFluor software (version 1.0.93) (Universal Imaging Corp., Bedford Hills, NY, USA).

Measurements of intracellular free Ca^2+^ concentration ([Ca^2+^]ᵢ) and mitochondrial membrane potential (ΔΨm) were performed on cortical neuroglial cells (9-11 DIV) cultured on Ø35 mm culture dishes with a glass bottom (MatTeck, Ashland, MA, USA) at a density of 2.5 × 10^5^ cells/dish, as described above. EV-GPCs were added to neuronal cultures 24 h prior to fluorescence microscopy measurements at a final concentration of 10 µg/mL. [Ca^2+^]ᵢ measurements were performed using the fluorescent low-affinity Ca^2+^ indicator Fura2 in its acetoxymethyl ester (AM) form (Thermo Fisher Scientific, USA) at a concentration of 2 µM, by incubation in the culture medium for 60 min at 37 °C and 5% CO_2_. To facilitate Fura2 penetration into cells, it was added as a suspension with the non-ionic detergent Pluronic F-127 (0.02%. Sigma-Aldrich, Louis, MO, USA). Fura2 fluorescence was alternately excited at 340 ± 5 and 380 ± 5 nm and recorded at 525 ± 25 nm (500 nm dichroic mirror). For simultaneous monitoring of changes in [Ca^2+^]ᵢ and ΔΨm, cells were loaded with the potential-sensitive dye Rhodamine123 (Rh123, 2.5 µg/mL), (Thermo Fisher Scientific, USA) for 15 min at 37 °C, the fluorescence of which was excited and recorded at 485 ± 5 and 525 ± 25 nm, respectively. Measurements were performed at 24–26 °C sequentially in buffers of the following composition: normal buffer (130 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 20 mM HEPES, and 5 mM glucose (pH 7.4))—to record the fluorescence of both dyes under standard conditions; glutamate buffer (130 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 20 mM HEPES, 5 mM glucose, 100 µM glutamate, and 10 µM glycine (pH 7.4))—for 15 min; nominally Ca^2+^-free buffer (130 mM NaCl, 5 mM KCl, 2 mM MgCl_2_, 20 mM HEPES, 5 mM glucose, 10 µM glycine, and 100 µM EGTA (pH 7.4))—for 30 min to record the recovery of [Ca^2+^]ᵢ and ΔΨm by the cells; nominally Ca^2+^-free buffer with the addition of 1 µM protonophore carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP)—for 5 min to assess the maximum Rh123 signal during mitochondrial depolarisation and the amount of Ca^2+^ accumulated by mitochondria. At the end of the experiment, 1 µM ionomycin ionophore (in the presence of 5 mM Ca^2+^ and without added Mg^2+^) was used to determine the maximum cytoplasmic calcium capacity. Image processing was performed using MetaFluor Analysis software (Universal Imaging Corp., Bedford Hills, NY, USA).

### 2.9. Transcriptomic Analysis (mRNA Sequencing)

To investigate the intracellular pathways activated in the presence of the EV-GPC preparation (two experimental groups: IC—intact culture, EV—culture with EV-GPC addition), total RNA analysis was performed via transcriptomic analysis. For this, total RNA was collected from cortical neuron cultures 4 h after EV-GPC addition using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Samples were stored and transported at −80 °C.

The next stage of the experiment was the transcriptomic analysis of neuroglial cultures after glutamate exposure. For this, cultures were treated with EV-GPC preparations 24 h prior to model induction. The following day, glutamate and memantine were added to the cultures as indicated in the methodology above. Thus, the experiment included 4 groups: IC—intact culture without glutamate addition, GL—cultures incubated with glutamate, GL_EV—cultures pre-incubated with EV-GPCs and then incubated with glutamate 24 h later, GL_MEM—cultures incubated with glutamate and memantine. Upon completion of the experiment, cultures were incubated for 4 h in culture medium, after which total RNA was collected as described above.

The obtained total RNA samples were treated with the Turbo DNA-Free Kit (Thermo Fisher Scientific) in a 50 µL volume and then purified using Agencourt RNAClean XP (Beckman Coulter Inc., Brea, CA, USA) according to the manufacturer’s instructions. Total RNA quantity was measured using the Quant-iT Ribogreen RNA assay kit (Thermo Fisher Scientific), and the quality of the isolated RNA was checked on an Agilent Bioanalyzer using Agilent RNA 6000 Pico Chips (Agilent Technologies, Santa Clara, CA, USA).

For transcriptomic library preparation, 250 ng of total RNA was used as the starting material. RNA libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module and the KAPA RNA HyperPrep Kit (Roche, Basel, Switzerland) according to the manufacturer’s protocol. RNA was then purified using the RNA Clean XP kit (Beckman Coulter, Brea, CA, USA) and the libraries were given a final cleanup using Agencourt AMPure XP magnetic beads (Beckman Coulter, Brea, USA). Library size distribution and quality were assessed using the Agilent High Sensitivity DNA kit (Agilent Technologies, USA), and library concentration was determined using the Quant-iT DNA Assay Kit, High Sensitivity (Thermo Fisher Scientific, USA). Thereafter, libraries were pooled in equimolar amounts and diluted to a final concentration of 750 pM. Sequencing of the prepared libraries was performed on a NextSeq 1000 platform (Illumina, San Diego, CA, USA) using the NextSeq 1000/2000 P2 Reagents kit (200 Cycles) v3, supplemented with 2% Phix (Illumina, San Diego, CA, USA) as an internal control.

Primary quality control of reads was performed using the FastQC utility [24]. Removal of low-quality read regions and technical adapters was performed using the Trimmomatic utility [25]; reads were additionally processed with the Cutadapt utility with the parameter --nextseq-trim 20. For quantitative assessment of gene expression levels, the Salmon utility [26] (mapping-based mode) was used. The complete transcript set for the R. norvegicus genome version rn6 from the ENSEMBL database (version 106) was used as the reference transcriptome. When building the reference transcriptome index, the genome nucleotide sequence was used as a decoy sequence to avoid erroneous read assignment to transcripts. Gene expression levels were calculated based on the expression values of individual transcripts of these genes using the R package tximport (ver. 1.37.2) [27].

Visualisation of sample clustering by principal component analysis (PCA) was performed using the R package PCAtools (ver. 2.21.0). The R package edgeR (ver. 3.22) [28] was used to assess differential gene expression between groups, and the glmLRT was chosen as the statistical test. An FDR < 0.05 was considered the criterion for statistically significant changes in gene expression between groups.

### 2.10. Statistical Analysis

All experiments were performed in duplicate at least 4 times on cultures of unrelated cells. Results of the MTT test and morphometric analysis were processed using the Shapiro–Wilk test and the Kruskal–Wallis test with Dunn’s post hoc test, as the data deviated from a normal distribution. Results of calcium and ΔΨm imaging analysis were processed according to the methodology described previously, and statistical analysis was performed using the non-parametric Student’s *t*-test followed by the Mann–Whitney test [23]. Data are presented as violin and box plots indicating medians and interquartile ranges. Differences were considered statistically significant at a confidence level of *p* ≤ 0.05. Statistical data processing was performed using Excel and Prism 10.

## 3. Results

### 3.1. Neuroglial Culture Characteristics

On day 10 in vitro (DIV 10), a mature mixed neuroglial culture, predominantly composed of cortical neurons, had been established. Neurons were morphologically distinguishable from glial cells by their spherical soma and extensive neurites and were immunopositive for the neuronal marker beta-III-tubulin. Glial cells, immunopositive for the astrocytic marker GFAP, exhibited an irregular morphology with processes (Figure 1). This culture type was subsequently utilised for inducing glutamate excitotoxicity and for subsequent measurements of intracellular calcium levels ([Ca^2+^]_i_), mitochondrial membrane potential (Ψm), and transcriptomic analysis.

### 3.2. EV Characteristics

The nanoparticle tracking assay for concentration and size distribution measurements, and transmission electron microscopy for morphological assessment of EV-GPCs were used. Most of the particles fell within a range of 80–300 nm, with four peaks at 120 nm, 158 nm, 191 nm, and 259 nm (Figure 2B). Concentrations of particles produced by GPCs varied slightly—from 4.51 × 10^11^ to 8.37 × 10^11^ particles per ml isolate. As revealed by transmission electron microscopy, most particles in the isolates had cup-shaped morphology characteristic of EVs, opposed to a minor portion of smooth-surfaced, smaller-sized objects of spherical shape (Figure 2A). EV-GPCs were stained for tetraspanins CD9 and CD63, which are specific for extracellular vesicles (Figure 2C).

### 3.3. Proteomic Analysis of EVs

To assess the protein composition of EVs of glial progenitor cells, a proteomic analysis was performed; 1357 EV-GPC proteins were identified and classified according to molecular function, intracellular compartments, biological process, and signalling pathways [29,30,31]. A complete list of detected proteins is available in Supplementary Materials.

#### 3.3.1. Belonging of Proteins to Intracellular Compartments

After localisation (categories of cellular components), 60% of the identified proteins belong to the groups “vesicles” and “extracellular vesicles”, indicating that a preparation enriched with extracellular vesicles was obtained. In this category, proteins belonging to the “secretory granules” (17% of the identified proteins) and “secretory vesicles” (17%) compartments were identified, which may be associated with specialised proteins for extracellular export (Figure 3A). And 69%, 13%, and 3% of the identified proteins belonged to the groups “membrane”, “membrane protein complex”, and “vesicle coat”, respectively. The identified proteins were probably localised in the membranes of the vesicles themselves. Additionally, 56.5% of the proteins were found in the category “cytosol”, indicating that these proteins were localised in the vesicle lumina. In addition, 53%, 15%, and 5% of the identified proteins were assigned to the categories “extracellular region”, “focal adhesion”, and “extracellular matrix”, respectively. Most likely, the proteins of these groups were exposed on the outer surface of the vesicles and were therefore the first to bind to the receptors on the membranes and transmit a signal to the target cells. In addition, 8%, 6.5%, and 3% of the proteins were assigned to the categories “lumen of secretory granules”, “Golgi membrane”, and “late endosome”, respectively. “Late endosome” (especially various Rab family proteins such as Rab7, Rab6a, Rab5 [32], and others) regulated the formation and distribution of intracellular membrane compartments, suggesting pathways of extracellular vesicle formation and intracellular migration through the Golgi apparatus and the late endosomal compartment. It was also found that 7% of the identified proteins belonged to the category “Ribosome”, suggesting the presence of ribosomal proteins in the obtained preparation.

#### 3.3.2. Participation of Cargo Proteins in Biological Processes

According to the categories of biological processes, 60% of the analysed proteins were involved in metabolic processes, 38% in developmental processes, 27.5% in processes of the immune system, 25% in the formation of cellular components, and 9% in cellular communication. Among the identified proteins belonging to the “immune system processes” group, proteins related to lymphocyte migration were found, such as Serine/threonine-protein kinase 10, *STK10*, also known as LOK, and proteins [33] that have an anti-inflammatory effect, such as TOLLIP, an inhibitor of Toll-like receptors [34], CD59 Molecule, also known as MACIF, an inhibitor of the complement system [35], and MDA-9/syntenin, which also has an anti-inflammatory effect [36]. In addition, many proteins of the integrin family have been found in the vesicles, such as proteins of genes *ITGA3*, *ITGB1* [37], and others, which regulate the permeability of blood vessels and the attraction of leukocytes, which may indicate their involvement in the control of inflammatory processes by regulating the infiltration of blood cells into brain tissue. The protein MVP (major vault protein) has also been found to help reduce inflammatory processes by suppressing the proliferative activity of macrophages in models of atherosclerosis and osteoporosis [38]. In addition, a protein with anti-inflammatory properties, annexin A2 [39], has been found to be a modulator of autophagy in cells and to maintain the integrity of blood vessels, thereby reducing leukocyte infiltration (Figure 3C). Furthermore, the detected proteins were distributed among the BP groups “oxidation-reduction processes” (8% of the identified proteins) and “response to decreased oxygen levels” (6%). Among these proteins responsible for maintaining the redox balance of the intracellular environment and activating the response to hypoxia are Ferritin with all its subunits [40], various peroxiredoxins (peroxiredoxin 1, peroxiredoxin 6, peroxiredoxin 4, and others [41]), which are responsible for the oxidation/reduction of lipids and proteins, and the protein Hypoxia Up-Regulated 1 [42] (known as *ORP150*), which is the main activator of the response pathway to decrease oxygen levels. In addition, 9% of the identified proteins were assigned to the “negative regulation of cell death” group, while 4% of the proteins were assigned to the “negative regulation of neuron death” group. These included proteins that directly negatively regulate cell death (e.g., all subunits of the 14-3-3 protein, which is a direct inhibitor of the proapoptotic protein Bad [43]); and indirectly, e.g., the protein of gene *DDB1* [44], which is involved in DNA repair, endoplasmin; which is involved in the transfer of misfolded proteins to the ERAD complex [45]; the 60 kDa heat shock protein [46], which is responsible for the correct assembly of unfolded polypeptides formed under stress conditions in the mitochondrial matrix; and others. In addition, 2.5% of the identified proteins were classified in the BP category “NIK-Nf-kappaB signalling”. These included the following proteins: subunits of the Nf-kappaB complex and activators of NIK-Nf-kappaB signalling (e.g., DEAD-Box Helicase 1 [47]). These data suggest that extracellular vesicle proteins activate cell survival pathways and stabilise intracellular homeostasis.

In addition, 8% of the proteins were assigned to both the BP category “neuronal differentiation” and the category “positive regulation of cellular differentiation”. And 4% of the proteins were assigned to the groups “positive regulation of neuronal differentiation” and “positive regulation of nervous system development”, including, for example, the protein MMP-14 [48], which is involved in the migration of neural stem cells, as well as PEDF [49] and Copine 1 [50], which are involved in the proliferation and differentiation of neuronal progenitor cells. A small proportion of the proteins belonged to the BP “positive regulation of neurogenesis” (5%), including proteins such as Drebrin or the protein of gene *DOCK10* [51,52], which are responsible for the development and stability of the dendritic tree and dendritic spines, as well as proteins such as Attractin, which plays a crucial role in the myelination of the central nervous system [53], and Plexin-B2 or MANF [54,55], which are responsible for the regeneration and development of the nervous system. An additional 4% of the proteins were assigned to the BP “axon development” and 1% to the BP “axon elongation”, including the following proteins: Dynamin-2 [56], Neuropilin-1 [57], and others, which may indicate that extracellular vesicles also contribute to neuroplasticity development and neural tissue regeneration. Additionally, 3% of the proteins were categorised as “positive growth regulation”, and 2% of the proteins were identified as proteins in the “vascular development” and “positive regulation of angiogenesis” categories, including proteins such as Myeloid-derived growth factor or Endoglin [58,59], and Lactadherin or Heparan sulphate proteoglycan 2 proteins [60], which are involved in vascular growth, migration, and proliferation of endothelial cells, suggesting that vesicles may be involved in the activation and regulation of vascular growth in damaged tissue (Figure 3C).

#### 3.3.3. Molecular Functions of EV-GPC Cargo Proteins

The main category was “protein binding” (about 68% of identified vesicle proteins), which included categories such as “cell adhesion protein binding” (14%), “ubiquitin-like protein ligase binding” and “ubiquitin protein ligase binding” (4% both), “protease binding” and “chaperone binding” (1.5% both), “ubiquitin binding” and “tau protein binding” (1% both). Proteins with various activities were also distinguished, such as “structural molecule activity” (10%), “oxidoreductase activity” (6%) (e.g., Superoxide dismutase 2 [61], Glutathione peroxidase 4, and peroxidase 8 [62]), “antioxidant activity” (1.5%) (the already mentioned peroxiredoxins, as well as Thioredoxin), and “peroxidase activity” (1%), indicating the role of extracellular vesicles in cellular communication, signal transduction, proper protein compaction, and cell survival (Figure 3B).

#### 3.3.4. Activated Signalling Pathways by Protein Cargo of EV-GPCs

Among the established KEGG signalling pathways, the “PI3K-Akt pathway” is the most interesting as it is one of the most important signalling pathways promoting neuroglial cell survival in different areas of the brain under conditions of oxygen and glucose deprivation and neurotoxicity, as confirmed by numerous studies. In addition, this signalling pathway is involved in cell cycle control, promotes proliferation, and regulates angiogenesis. Among the proteins involved in this signalling pathway, subunits of proteins of the integrin-alpha and integrin-beta receptors have been identified that activate this pathway via focal contacts, for example, via the various laminins and thrombospondins (e.g., Laminin beta-1 and Thrombospondin 1). CDC37 proteins [63], as well as both subunits of HSP90 [64], which are part of the AKT activator complex, all subunits of the Ras protein, which also activates PI3K, the Jak protein [65], which indicates a cytokine signalling pathway for PI3K-Akt activation, and the beta/gamma subunit of the G protein (Gβγ), which activates PI3K by mediating chemokine signalling [66], were also identified. Furthermore, 14-3-3 protein subunits (YWHAB, YWHAE, YWHAH, YWHAG, YWHAQ, YWHAZ) were identified by proteomic analysis. The 14-3-3 protein family mediates signalling transduction by binding to phosphoserine-containing proteins. They are adaptor proteins involved in the regulation of a variety of general and specialised signalling pathways, in particular in the positive regulation of the cell cycle and cell survival by inhibiting proapoptotic proteins (Figure 4A). Based on the KEGG data, an “axon guidance” category was identified. Identified proteins included: Plexin-A2 and Reticulon-4, also known as Nogo, which stop axon–axon interactions and promote neurite branching [67,68], or Ephrin type-B receptor 2 and Ephrin type-B receptor 3 [69], which are also involved in axon guidance via ephrin signalling. Moreover, proteins associated with the ROBO signalling pathway (the ROBO1 gene protein) were found to regulate many functions, but also axonal cone growth and navigation as well as angiogenesis [70] (Figure 4A).

The signalling pathways “MAPK signalling” (2.3% of the proteins found, in particular both subunits of the Erk protein) and “mTOR signalling” (2% of the proteins, in particular the mTOR protein itself, as well as several subunits of the Ragulator protein complex, which is an activator of mTOR), “HIF-1 signalling” (2%), “Apelin signalling” (2%), “Relaxin signalling” (2%), “AMPK signalling” (2%), neurotrophin signalling (1%), and “TGF-beta signalling” (1%). In addition, according to the KEGG data, the following groups were identified: “synaptic vesicle cycle” (1.5% of the detected proteins, such as syntaxins and synaptotagmins) and categories related to different types of synapses (“dopaminergic synapse” (about 2%), “serotonergic synapse” (about 2%), “cholinergic synapse” (about 2%), “glutamatergic synapse” (1.5%), and “GABAergic synapse” (about 1%)). Among the proteins assigned to these categories, the proteins of the Gi/o family and the PP1-1 protein, which are responsible for synaptic plasticity, should be emphasised. In addition, for the categories “glutamatergic synapse” and “GABAergic synapse”, the protein SNAT8 was identified, which is responsible for the transport of glutamine from glial cells into the neuron and is thus involved in the metabolism of glutamate and GABA (Figure 4A).

The main categories of the Reactome pathways were as follows: “metabolism” (24% of the detected proteins), “immune system” (23%), “nervous system development” (13%), “axon navigation” (about 13% of proteins), “hemostasis” (9%), “ROBO receptor signalling” (about 9% of proteins), “PIP3-activated AKT signalling” (about 4% of proteins), “neurotransmitter receptors and postsynaptic signalling” (2%), “EPH-Ephrin signalling” (2%), “VEGF signalling” (2%), “NTRKs signalling” (1.5%), “MAP2K and MAPK activation” (1%), “reactive oxygen species detoxification” (1% of proteins), and “mTORC1-mediated signalling” (1% of proteins), which is consistent with the previously obtained data from other methods of analysis (Figure 4B).

Among the groups identified using WikiPathways were “VEGFA-VEGFR2 signalling pathway” (10% of proteins), “focal adhesion: PI3K-Akt-mTOR signalling pathway” (4% of identified proteins), “PI3K-Akt signalling pathway” (3%), “MAPK signalling pathway” and “brain-derived neurotrophic factor (BDNF) signalling pathway” (2% each), “NRF2 pathway” (2%), “synaptic vesicle pathway” (1%), “PDGF pathway” (1% of proteins, in particular the PDGFRB receptor subunit for this factor), and “hepatocyte growth factor receptor signalling pathway” (1%), which is also consistent with the data on the putative mechanisms of actions of extracellular vesicles associated with neuroprotection, nervous system regeneration, and angiogenesis (Figure 4C).

### 3.4. Modelling Glutamate Excitotoxicity and the Neuroprotective Effect of Vesicles

The evaluation of neuroprotective efficacy involved survival analysis and morphometric assessment of karyonecrosis. The induction of glutamate excitotoxicity reduced the viability of cortical cells by 39.6 ± 5.93% compared with the intact control group (*p* < 0.0001). Treatment with EV-GPCs promoted a dose-dependent increase in neuronal survival. At a concentration of 1 μg/mL, the survival rate of neuroglial cells was significantly increased by 20.0 ± 2.91% (*p* = 0.0181). A dose of 3 μg/mL increased survival by 30.0 ± 2.98% (*p* = 0.0142), while a dose of 10 μg/mL restored survival to levels observed in the intact control (*p* < 0.0001). The efficacy at the highest dose was comparable to that of the positive control, memantine (*p* = 0.0001) (Figure 5B).

On morphometric analysis, the control group had 28% Calcein+ cells (Q25 = 23.28-Q75 = 30.27; n = 45,982, where n is the number of nuclei stained with Hoechst 33342), while the percentage of cells with karyonecrosis was 77% (Q25 = 74.25-Q75 = 81.45; n = 45,982), consistent with partial cell death during planting of the primary culture. Glutamate excitotoxicity increased the percentage of necrotic cells in the culture to 94% (Q25 = 90.95-Q75 = 95.41; n = 48,735; *p* < 0.0001) and decreased the percentage of viable cells to 6% (Q25 = 5.778-Q75 = 10.34; n = 48,735; *p* < 0.0001). The presence of memantine as a positive control increased the number of viable cells to 21% (Q25 = 16.76-Q75 = 24.81; n = 46,434; *p* < 0.0001) and reduced the percentage of necrotic cells to 83% (Q25 = 79.40-Q75 = 84.66; n = 46,434; *p* < 0.0001). The addition of 10 μg/mL EV-GPCs also increased the percentage of Calcein+ cells to 15% (Q25 = 10.08-Q75 = 16.19; n = 45,100; *p* = 0.0174) and decreased the percentage of necrosis in the culture to 85% (Q25 = 83.23-Q75 = 90.47; n = 45,100; *p* = 0.0005) (Figure 5A,C,D).

### 3.5. Measurement of Intracellular Ca^2+^ Concentration ([Ca^2+^]_i_) and Mitochondrial Transmembrane Potential (ΔΨm)

The addition of glutamate (Glu) at a concentration of 100 μM (15 min) significantly increased the cytoplasmic calcium level [Ca^2+^]_i_ and simultaneously caused a decrease in Ψm in all cells (619 cells for glutamate group (Glu), 621 cells for group with glutamate and EV-GPC addition) (Figure 6A,B). Figure 6C shows ratiometric fluorescence images of a Fura2-loaded cortical neuron culture demonstrating changes in Ca^2+^ levels after glutamate exposure and glutamate removal by buffer exchange with a calcium-free buffer containing EGTA (warmer colour corresponds to higher [Ca^2+^]_i_ levels). To evaluate the intracellular changes in the studied groups, various parameters were analysed as previously described [71]. Briefly, the value of changes in [Ca^2+^]_i_ and Ψm in individual cells was assessed by the change in the area under the curve (AUC) of fluorescence of the corresponding Fura2 and Rh123 dyes.

The intensity of calcium ion accumulation in the cytoplasm of the cells against the background of glutamate action, estimated by the AUC_Glu_ parameter, decreased significantly (*p* = 0.0211) from the glutamate group values of 8.515 relative units (Q25 = 3.531-Q75 = 14.66; n = 619) to 7.093 relative units (Q25 = 3.141-Q75 = 13.84; n = 621) against the background of pre-incubation of the cells with EV-GPCs (Figure 6D). The removal of glutamate in a nominally calcium-free buffer led to a decrease in [Ca^2+^]_i_ in the analysed groups. At the same time, the value of the parameter AUC_Ca2++EGTA_ decreased significantly to 2.155 relative units (Q25 = 1.038-Q75 = 4.956; n = 621) in the group with cell pre-incubation with EV-GPCs compared with the glutamate group’s 4.421 relative units (Q25 = 2.431-Q75 = 10.47; n = 619), indicating a more intense removal of Ca^2+^ ions from the cytoplasm of cortical neurons in the post-glutamate period (Figure 6E). This is consistent with a smaller increase in [Ca^2+^]_i_ after the addition of FCCP (Figure 6A). The percentage of recovery of [Ca^2+^]_i_ to baseline during this period increased significantly to 95.71% (Q25 = 90.38-Q75 = 99.05; n = 621) in the presence of EV-GPCs compared with 85.40% (Q25 = 72.67-Q75 = 92.13; n = 619) for the glutamate group (Figure 6G).

Mitochondria are the most important intracellular stores of calcium ions in neurons and astrocytes and protect the cytosol and nucleoplasm from Ca^2+^ overload [72]. Upon depolarisation of the inner mitochondrial membrane by addition of the protonophore FCCP (1 μM), electrophoretic retention of Ca^2+^ in the mitochondrial matrix ceases and Ca^2+^ is released into the cytoplasm, causing a rapid increase in [Ca^2+^]_i_ (Figure 6A). The addition of EV-GPCs resulted in less Ca^2+^ release from the mitochondria (Figure 6F). The AUC_FCCP_ value decreased significantly from 0.6466 relative units (Q25 = 0.2265-Q75 = 4.607; n = 619) in the glutamate group to 0.3072 relative units (Q25 = 0.1522-Q75 = 1.101; n = 621).

To evaluate the changes in Ψm before and after exposure, the signal intensity of the voltage-sensitive mitochondrial probe Rh123 was measured under the effect of the protonophore FCCP and glutamate. AUC_Glu_ and AUC_Ca2++EGTA_ were calculated from the fluorescence curves of the Rh123 probe for individual cells as described above. The addition of Glu (100 μM) resulted in an increase in the Rh123 signal, indicating mitochondrial depolarisation (Figure 6B). The addition of FCCP resulted in maximal signal amplification as Rh123 dye accumulated in the cytoplasm following a rapid decrease in Ψm. To determine the ability of the cells to maintain Ψm, the ratios AUC_FCCP_/AUC_Glu_ and AUC_FCCP_/AUC_Ca2++EGTA_ were measured. The higher the AUC_FCCP_ ratio in the investigated stages, the more Rh123 dye accumulated in the mitochondria, as these were less depolarised. The addition of EV-GPCs led to a significant and reliable increase in the AUC_FCCP_/AUC_Glu_ ratio to 0.6098 relative units (Q25 = 0.4687-Q75 = 0.7943; n = 621) compared with the glutamate group’s 0.5176 relative units (Q25 = 0.4091-Q75 = 0.7196; n = 619) (Figure 6H). The AUC_FCCP_/AUC_Ca2++EGTA_ ratio was also higher in the EV-GPC background: 0.419 relative units (Q25 = 0.309-Q75 = 0.587; n = 434) compared with the glutamate group’s 0.363 relative units (Q25 = 0.280-Q75 = 0.510; n = 485) (Figure 6I).

At the end of the experiment, ionomycin (Iono, 2 μM) with Ca^2+^ 5 mM was added to achieve the maximum concentration of Ca^2+^ in the cells.

### 3.6. The Role of the PI3K-Akt Pathway in Neuron Survival

As in the previous experiment, the addition of glutamate reduced the survival rate of neuroglial cultures by 39.6 ± 5.93% compared with the control group, and the addition of 10 μg/mL EV-GPCs contributed to an increase in viable neuroglial cells to control levels (*p* < 0.001). The simultaneous administration of 1 μg/mL AS605240 and glutamate had no effect on cell survival. However, the simultaneous addition of the inhibitor and the EV-GPC drug (10 μg/mL) resulted in a reliable decrease in survival to values in the group with glutamate excitotoxicity. (Figure 7A,B).

### 3.7. The Effect of EV-GPCs on the Gene Expression Profile of Neuroglial Cultures. Comparison of Gene Expression in Intact Cells with Neuronal Cultures Pretreated by EV-GPCs (IC_vs._EV)

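The libraries came from primary cortical neuroglial cultures of Wistar rat pups at 10 days in vitro. RNA was taken 4 h after EV-GPCs were added at 10 µg/mL (EV) or after no addition (intact control, IC), with 3 libraries per group. The same deposit holds 3 libraries of cultures given 3–100 kDa proteins of the conditioned medium at 15 µg/mL and 3 of cultures given the total secretome at 45 µg/mL, which the article does not report. The authors trimmed the reads, quantified them with Salmon against rat transcripts of rn6 with the genome as decoy, and summarised them per gene with tximport. The deposit does not name the unit of the values, which were taken as TPM because they sum to 1000000 in each library and are not whole numbers. They carry no read depth, so the depth behind a value is unknown and no counting interval can be given. The ribosomal protein gene Rps6 is listed at 0 in all 12 libraries, so a listed 0 was not read as absence of expression, and genes listed at 0 throughout a group are given library by library. Values of different rows with one gene name were summed, and TPM was rescaled within the comparison by the median ratio of each library to the geometric mean of the libraries. The 12752 genes with at least 1 TPM in at least 3 of the 6 libraries were tested with limma on log2(TPM + 1), with the mean-variance trend and Benjamini-Hochberg adjustment. Fold changes are given as EV minus IC on this log2 scale, which understates the change of low genes, and levels as the mean deposited TPM with its SD. Complete separation of 3 libraries from 3 has a two-sided exact permutation p of 0.1, the smallest this design allows, and chance separates 10% of genes.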

To investigate the changes in the gene expression profile of the neuroglia culture after addition of EV-GPCs, mRNA sequencing analysis was performed. 

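With an unadjusted p under 0.05 in limma and a fold change over 1.5, 275 genes differed between EV and IC, of which 199 were higher and 76 lower after EV. The libraries of the groups did not overlap for 234 of these genes, and for 5.1% of all genes tested, against the 10% that chance gives. At an FDR under 0.05, 18 genes differed in limma, 13 higher and 5 lower after EV. Of these 18, 7 were listed at 0 in every library of one group, among them all 5 lower genes, and 5 of the 18 were small RNA genes. A fit of all 12 libraries together, which shares 1 estimate of the spread, gave 57 genes at this FDR. The count rested on single libraries. Without IC replicate 1 or without any 1 of the EV replicates limma called 0 genes at this FDR, without IC replicate 3 it called 2, and without IC replicate 2 it called 20. The fits that called 0 had between 230 and 606 genes at an unadjusted p under 0.05 in limma. With all 6 libraries 361 of the 12752 genes had such a p, a smaller share than the 5.13% of unchanged genes in simulated data. Counts by unadjusted p are therefore not evidence of further changed genes. By unadjusted p and fold change the omissions left between 217 genes, without EV replicate 2, and 442, without EV replicate 1. Of the 217, 134 were higher and 83 lower after EV, and of the 442, 255 were higher and 187 lower. More genes were higher than lower in each omission, but the balance moved with single libraries. Of the 18 genes, 13 were tested in each fit without an IC library and 15 in each without an EV library, and all of these kept their direction. The 10 largest changes among the 18 genes included 5 with a group listed at 0. SNORD82 was listed at 0 in each IC library and at 46.7, 85.7 and 23.1 TPM in EV replicates 1 to 3, and SNORD89 at 0 in IC and at 12.2, 14.2 and 33.9 TPM in EV. SNORA27 was listed at 20.8, 7.91 and 10.1 TPM in IC, SNORA79 at 21.9, 6.26 and 7.06 TPM, and LOC100911994 at 5.46, 7.07 and 10.4 TPM, each with 0 in the 3 EV libraries. Among the other 5 genes, Tnfrsf12a stood at 29.3 ± 7.04 TPM (SD, n = 3) after EV and at 1.76 ± 1.17 TPM in IC, a log2 fold change of 3.50 (standard error 0.32, limma adjusted p = 0.0153). Cd44 reached 37.1 ± 13.9 TPM after EV against 2.68 ± 1.96 TPM in IC, a log2 fold change of 3.43 (standard error 0.42, limma adjusted p = 0.0469). Spp1 was at 9.33 ± 1.88 TPM after EV and at 0.700 ± 0.466 TPM in IC, with a log2 fold change of 2.63 (standard error 0.27, limma adjusted p = 0.0248). Timp1 and LOC100361811 completed the 10.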

In the IC_vs._EV comparison group, 52 differentially expressed genes (DEGs) were significantly up-regulated, while 181 DEGs were significantly down-regulated (*p* < 0.05 and |FC| < 1.5). The complete lists of DEGs, results of clustering (Supplementary Materials Figure S1), and the heatmap (Supplementary Materials Figure S2) can be found in Supplementary Materials. 

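Principal components of the 200 most variable genes on log2(TPM + 1), computed here with no covariate removed, placed 27.2% of the variance of the 6 libraries on PC1 and 23.6% on PC2. Neither component alone separated the groups. On PC1 IC replicates 1 to 3 lay at −9.49, 6.83 and −19.84, and EV replicates 1 to 3 at 15.84, 9.40 and −2.74. On PC2 the IC libraries lay at 9.11, 15.11 and −2.26 and the EV libraries at 5.33, −18.21 and −9.09. Small RNA and rRNA genes made up 49 of the 200 genes. With 500 genes PC2 separated all EV from all IC libraries and held 24.1% of the variance, beside 29.2% on PC1. With each library left out in turn, PC1 held between 31.0% and 36.3%. PC1 then separated the groups without IC replicate 2 or IC replicate 3 and PC2 without IC replicate 1, EV replicate 1 or EV replicate 3, while neither did without EV replicate 2.

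**Figure D1:**
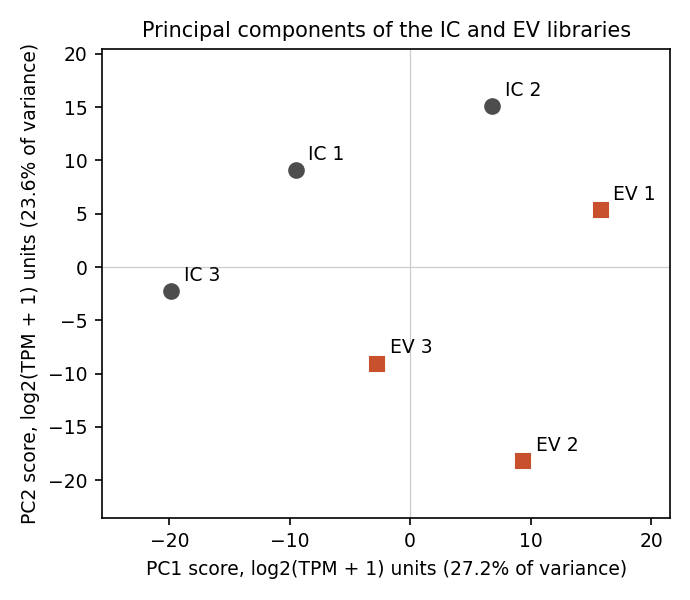
Scores of the 3 IC libraries (circles) and the 3 EV libraries (squares) on PC1 (x axis) and PC2 (y axis), in log2(TPM + 1) units. IC replicate 3 lies at −19.84 on PC1 and EV replicate 2 at −18.21 on PC2, with each library labelled by its replicate number.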

The volcano plot (Supplementary Materials Figure S3) demonstrates the differences in differential gene expression between groups and illustrates the molecular changes induced by the addition of EV-GPCs. 

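Of the 28 genes labelled in the volcano plot as lower in the control group, 28 were higher after EV in the deposited values, 26 with an unadjusted p under 0.05 in limma and a fold change over 1.5, and 10 at an FDR under 0.05. Their median log2 fold change was 2.07. All 9 genes labelled on the other side were lower after EV, 5 of them past the same p and fold change and 1, LOC100911994, at an FDR under 0.05. The gene with the lowest p was LOC100361811, at 430 ± 89.2 TPM (SD, n = 3) after EV and 51.6 ± 16.0 TPM in IC, a log2 fold change of 3.05 (standard error 0.25, limma adjusted p = 0.0153). This gene was also listed at 420 TPM in total secretome replicate 1, but at 49.8 and 47.2 TPM in the other 2 libraries of that treatment, and a mapping or batch effect on it was not tested. Fosl1 was at 5.11 ± 0.651 TPM after EV and at 0.0459 ± 0.0795 TPM in IC, a log2 fold change of 2.53 (standard error 0.22, limma adjusted p = 0.0153), with 2 IC libraries listed at 0. LOC100909521, which by its Entrez number in the article's gene table is Vgf, rose from 10.6 ± 0.425 to 48.5 ± 6.29 TPM, a log2 fold change of 2.08 (standard error 0.18, limma adjusted p = 0.0153). On the lower side, Slc9a3r1 was at 13.5 ± 0.752 TPM after EV and 26.8 ± 5.53 TPM in IC, a log2 fold change of −0.93 (standard error 0.18, limma adjusted p = 0.224). Lmcd1 was at 0.418 ± 0.391 TPM after EV and 3.20 ± 1.04 TPM in IC, a log2 fold change of −1.59 (standard error 0.32, limma adjusted p = 0.261). Tuba1c and Tagln3, labelled as lower after EV, each have 2 rows in the files. For Tuba1c 1 row was listed at 22.3, 2.88 and 18.0 TPM in IC replicates 1 to 3 and at 0 in each EV library, the other at 5.05, 16.9 and 6.28 TPM in IC and at 23.7, 15.8 and 13.7 TPM in EV, and their sum had a log2 fold change of −0.44 (limma adjusted p = 1). For Tagln3 1 row was listed at 2.22, 1.80 and 6.28 TPM in IC and at 0 in each EV library, the other changed by −0.05 and their sum by −0.11 (limma adjusted p = 1), and without EV replicate 2 the sum changed by 0.05.

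**Figure D2:**
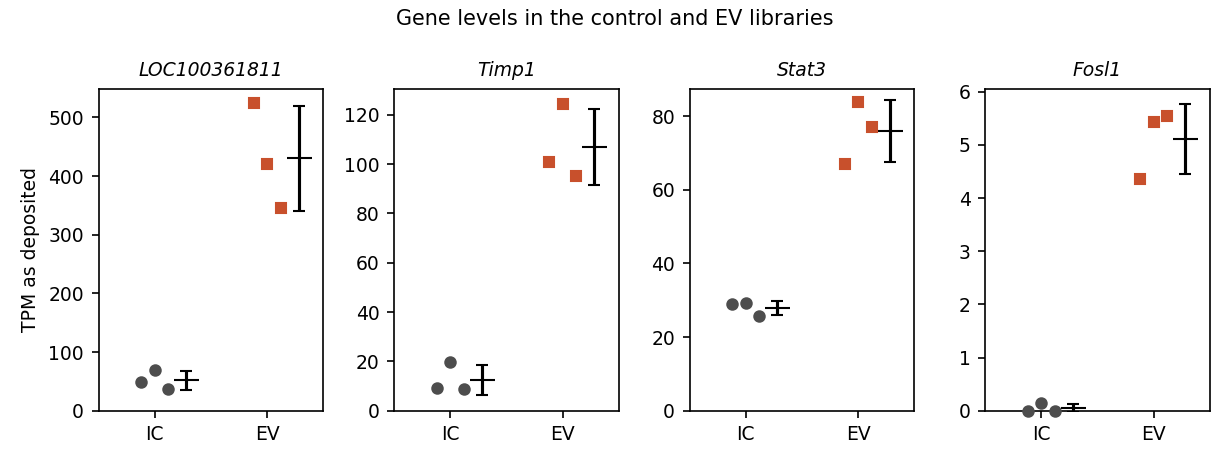
TPM as deposited (y axis, from 0, a separate scale for each gene) of LOC100361811, Timp1, Stat3 and Fosl1 in the 3 IC libraries (circles) and the 3 EV libraries (squares), with the mean and SD as a bar beside them. Timp1 lies between 8.90 and 19.7 TPM in IC and between 95.4 and 125 TPM after EV, and for each gene the 3 EV libraries lie above the 3 IC libraries.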

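The article's heatmap of selected DEGs names 45 genes, of which 42 passed the filter on low values. All 42 were higher after EV, 38 of them with an unadjusted p under 0.05 in limma and a fold change over 1.5, and for 37 the EV and IC libraries did not overlap. At an FDR under 0.05 over all genes tested 4 of them passed, and 41 did when the p-values were adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Their log2 fold changes ran from 0.54 to 3.92 with a median of 1.01. Stat3 was at 76.0 ± 8.44 TPM (SD, n = 3) after EV and at 27.9 ± 1.95 TPM in IC, a log2 fold change of 1.40 (standard error 0.13, limma adjusted p = 0.0153). Timp1 was at 107 ± 15.5 TPM after EV and at 12.6 ± 6.12 TPM in IC, a log2 fold change of 3.06 (standard error 0.29, limma adjusted p = 0.0153). Ccl2, with the largest change of the list, was listed at 4.20, 46.3 and 18.7 TPM in EV replicates 1 to 3 and at 0.378, 0 and 0 TPM in IC, a log2 fold change of 3.92 with a standard error of 0.71 that did not pass the correction (limma adjusted p = 0.183). Gfap, at 490 ± 127 TPM after EV and 192 ± 149 TPM in IC, had a log2 fold change of 1.58 (standard error 0.50, limma adjusted p = 1), and this change lay between 1.10 and 2.17 with each library left out in turn.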

The most striking DEGs are shown in Heatmap 8A.

Analysis of differentially expressed genes (DEGs) using the Gene Ontology (GO) Biological Process database revealed a significant enrichment of down-regulated DEGs in key biological pathways. 

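The part of the article's GO table that could be read lists 559 categories of the genes lower in IC and leaves out 2693. It gives the member genes of 19 of the categories shown in Figure 8B. Together these 19 categories name 102 genes, of which 96 passed the filter on low values. All 96 had a log2 fold change above 0 after EV, between 0.45 and 3.92 with a median of 0.99, and the libraries of EV and IC did not overlap for 84 of them. With an unadjusted p under 0.05 in limma and a fold change over 1.5, 86 of the 96 were higher after EV, and 8 passed an FDR under 0.05 over all genes tested. Adjusted over the list alone, 90 passed, which is not independent evidence, since the categories hold genes that the article called in these libraries. No enrichment was computed here, so these tallies describe the listed genes and not the categories as a whole.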

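Beside the heatmap, the article's table of pathway genes names 43 DEGs, of which 40 passed the filter on low values. After EV 39 of the 40 were higher than in IC, and 34 had EV and IC libraries that did not overlap. With an unadjusted p under 0.05 in limma and a fold change over 1.5, 35 were higher after EV and 0 lower. The median log2 fold change of the table's genes was 1.03. Over all genes tested, 4 of them, among which Tnfrsf12a, Stat3 and Timp1 had the lowest p, passed an FDR under 0.05 in limma. Adjusted over the list alone, 37 passed, again without being independent evidence.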

Supplementary Materials Table S1 presents the most significant DEGs belonging to the selected biological pathways (Supplementary Materials Table S1). The process categories containing the highest number of DEGs were wound healing, response to hypoxia, and the cytokine-mediated signalling pathway (Figure 8B).

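Wound healing had 22 genes in the article's table, and all 22 were higher after EV with an unadjusted p under 0.05 in limma and a fold change over 1.5, with a median log2 fold change of 1.33. Of the 20 genes of response to hypoxia, 19 were tested and higher after EV, 17 of them past this p and fold change, with a median of 0.98. In the cytokine-mediated signalling pathway 17 of 18 genes were tested, and all 17 were higher past both, with a median of 1.25. Tnfrsf12a, Timp1 and Cd44 had the lowest p in wound healing, and Fosl1, Stat3 and Cd44 in the cytokine category. In response to hypoxia these were Stat3, Fos and Tnfrsf1a. Fos was at 18.8 ± 3.26 TPM (SD, n = 3) after EV and at 3.58 ± 1.18 TPM in IC, a log2 fold change of 2.13 (standard error 0.24, limma adjusted p = 0.0403). Tnfrsf1a was at 37.4 ± 6.27 TPM after EV and at 14.9 ± 2.05 TPM in IC, a log2 fold change of 1.25 (standard error 0.17, limma adjusted p = 0.0730).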

It was found that down-regulated DEGs were reliably grouped into biological pathways responsible for changes in the cytoskeleton, extracellular matrix, and cell adhesion: extracellular matrix organisation; cell-substrate adhesion; actin filament organisation; positive regulation of cell adhesion; homotypic cell–cell adhesion, and axonogenesis (Figure 8B).

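Member genes were available for 5 of these categories, and axonogenesis was not in the part of the table that could be read. All tested genes of the 5 categories were higher after EV. The numbers with an unadjusted p under 0.05 in limma and a fold change over 1.5 were 11 of 14 for extracellular matrix organisation and 16 of 17 for cell-substrate adhesion. They were 14 of 16 for actin filament organisation, 13 of 13 for positive regulation of cell adhesion and 7 of 7 for homotypic cell–cell adhesion. Over the 44 tested genes of these categories together the median log2 fold change was 1.12, and 3 genes passed an FDR under 0.05 over all genes tested. Pdpn, which was among the 3 genes of lowest p in 4 of these categories, stood at 123 ± 21.2 TPM (SD, n = 3) after EV and 47.8 ± 9.09 TPM in IC, a log2 fold change of 1.33 (standard error 0.17, limma adjusted p = 0.0603). Cyr61 rose by 2.15 on the log2 scale in extracellular matrix organisation (standard error 0.30, limma adjusted p = 0.0743). In actin filament organisation Tagln2 rose by 1.98 (standard error 0.30, limma adjusted p = 0.0960), Cnn2 by 1.32 (standard error 0.22, limma adjusted p = 0.124) and Id1 by 1.60 (standard error 0.32, limma adjusted p = 0.257). In homotypic cell–cell adhesion Hspb1 rose by 3.03 (standard error 0.60, limma adjusted p = 0.254). Each of these 6 genes was higher in all 3 EV libraries than in any IC library, and none passed an FDR under 0.05.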

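Among signalling categories, the ERK1 and ERK2 cascade had 13 tested genes, all higher after EV, of which 12 had an unadjusted p under 0.05 in limma and a fold change over 1.5. For canonical NF-κB signal transduction this was 10 of 10 genes, for response to cAMP 6 of 7, for response to reactive oxygen species 8 of 8 and for cellular response to decreased oxygen levels 9 of 9. The 34 tested genes of these categories had a median log2 fold change of 1.06, and 5 passed an FDR under 0.05 over all genes tested. Besides genes already given, Hmox1 had one of the 3 lowest p in the NF-κB and reactive oxygen species categories, at 45.3 ± 6.06 TPM (SD, n = 3) after EV and 15.2 ± 4.14 TPM in IC, a log2 fold change of 1.52 (standard error 0.22, limma adjusted p = 0.0744). Atf3, in the ERK category, was at 3.85 ± 0.913 TPM after EV and 0.781 ± 0.224 TPM in IC, a log2 fold change of 1.43 (standard error 0.23, limma adjusted p = 0.124).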

Down-regulated DEGs were also significantly associated with alterations in canonical signalling pathways, including the ERK1 and ERK2 cascade, canonical NF-κB signal transduction, response to cAMP, response to reactive oxygen species, and cellular response to decreased oxygen levels (Figure 8B). This pattern suggests the activation of sequential signal transduction events that promote adaptive cellular responses aimed at maintaining homeostasis and ensuring cell survival under exogenous stress.

Furthermore, several DEGs were classified into categories related to regeneration and neurogenesis, such as regulation of cellular catabolic processes, regulation of neurogenesis, gliogenesis, negative regulation of apoptotic signalling, regulation of autophagy, and regeneration (Figure 8B).

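In the article's table regulation of cellular catabolic process had 14 tested genes, regulation of neurogenesis 11, gliogenesis 14, negative regulation of apoptotic signalling 11, regulation of autophagy 9 and regeneration 10. All were higher after EV. Past an unadjusted p of 0.05 in limma and a fold change of 1.5 were 11 of the catabolic genes, 11 of the neurogenesis genes, 14 of the gliogenesis genes, 11 of the apoptosis genes, 6 of the autophagy genes and 9 of the regeneration genes. Across the 41 tested genes of the 6 categories the median log2 fold change was 0.98, and 5 genes passed an FDR under 0.05 over all genes tested. Bag3, in the catabolic and autophagy categories, was at 13.8 ± 3.51 TPM (SD, n = 3) after EV and 2.62 ± 0.966 TPM in IC, a log2 fold change of 2.03 (standard error 0.26, limma adjusted p = 0.0572). Anxa2, in regulation of neurogenesis, rose by 1.78 on the log2 scale (standard error 0.32, limma adjusted p = 0.184). Egr1, in gliogenesis, rose by 0.98 (standard error 0.15, limma adjusted p = 0.0983), from 11.6 ± 1.56 TPM in IC to 23.9 ± 0.161 TPM after EV. For Ier3, in the apoptosis category, the rise was 2.38 (standard error 0.32, limma adjusted p = 0.0668), and for Plau, in regeneration, 1.91 (standard error 0.30, limma adjusted p = 0.112).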

To further elucidate the underlying mechanisms and activated intracellular cascades, down-regulated DEGs were analysed for enrichment in signalling pathways using the KEGG database [23,24,25]. This analysis identified several key pathways: the PI3K-Akt signalling pathway, focal adhesion, regulation of actin cytoskeleton, MAPK signalling pathway, NF-κB signalling pathway, Apelin signalling pathway, HIF-1 signalling pathway, and JAK-STAT signalling pathway (Figure 8C). 

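Gene lists for these pathways, written from general knowledge after the article had been read and without the deposited values, were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 21 lists tested in EV against IC. The lists were not blind, since some of their genes are named in the article's figures and tables for these libraries. In all, 12 of the 21 lists passed an adjusted p of 0.05, all 12 higher after EV. Of these 12, 8 also passed in both the self-contained rotation test fry and camera with an estimated correlation, 1, that of A1 reactive astrocyte genes, passed in fry only, and 3, those of heat shock, NRF2 and PI3K-Akt input genes, passed in neither. The list of ERK feedback genes and targets, for MAPK signalling, had 17 genes, all higher after EV, with a median log2 fold change of 0.77 (camera in limma, adjusted p = 2.49e-30). The article names 9 of the 17 from these libraries, and the other 8 were all higher with a median of 0.38. Among 12 tested STAT3 target genes, for JAK-STAT signalling, 11 were higher after EV, with a median of 1.30 (camera in limma, adjusted p = 7.98e-29), and the 8 that the article does not name had a median of 0.93. For the actin cytoskeleton, 13 of 16 targets of SRF and YAP were higher, with a median of 0.24 (camera in limma, adjusted p = 2.41e-08), and the 12 not named in the article had a median of 0.13. With each library left out in turn, the highest adjusted p of these 3 lists was 0.000217, that of the actin list. Lists for focal adhesion and Apelin signalling were not written.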

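Of 14 tested NF-κB target genes 11 were higher after EV, with a median log2 fold change of 0.19 (camera in limma, adjusted p = 4.67e-05). The adjusted p of this list was 0.571 without EV replicate 1 and 0.0868 without EV replicate 3, and 9 of its genes that the article does not name had a median of 0.05. The 22 tested HIF-1 target genes were divided, with 9 higher and 13 lower, a median of −0.03, a mean of 0.04 and no difference in the test (camera in limma, adjusted p = 0.925). For PI3K-Akt signalling, the 26 tested core components, such as the kinase subunits, had 14 genes higher and 12 lower. Their median was 0.02 and their mean −0.03, with no difference in the test (camera in limma, adjusted p = 0.506). RNA levels of these components do not measure the activity of the pathway. A separate list of receptors, ligands, matrix genes and targets of the PI3K-Akt pathway had 25 of 37 genes higher, with a median of 0.21 (camera in limma, adjusted p = 2.77e-10). This result did not hold in fry, with an adjusted p of 0.100, or with an estimated correlation, with 0.0864. The 27 genes of the list that the article does not name had a median of 0.04.

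**Figure D3:**
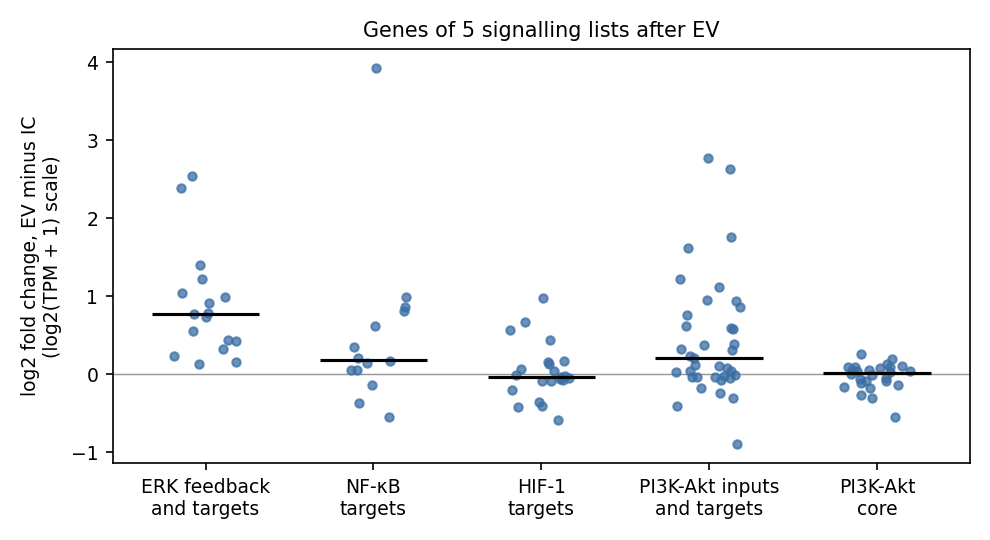
Log2 fold changes, EV minus IC, on the log2(TPM + 1) scale (y axis) of the genes of 5 lists (x axis), with one point per gene and the median as a bar. The medians are 0.77 for ERK feedback and targets, 0.19 for NF-κB targets, −0.03 for HIF-1 targets, 0.21 for PI3K-Akt inputs and targets and 0.02 for the PI3K-Akt core.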

Most notable were the PI3K-Akt, NF-κB, MAPK, and HIF-1 signalling pathways, whose activation is directly implicated in pro-survival mechanisms and the maintenance of cellular homeostasis.

Gene set enrichment analysis (GSEA) was performed to assess coordinated variations in the expression of pre-defined gene sets. This method evaluates whether defined sets of genes exhibit statistically significant, concordant differences in expression between two biological states, rather than focusing on individual genes. 

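The other lists behind the 21 tests of EV against IC came out as follows, all by camera in limma. Lists of reactive astrocyte genes were higher after EV, with a median log2 fold change of 2.48 over 8 pan-reactive genes (adjusted p = 1.06e-23), 1.16 over 6 A2 genes (adjusted p = 4.92e-15) and 0.23 over 7 A1 genes (adjusted p = 2.36e-05). The article names 7 of the 8 pan-reactive genes and 4 of the 6 A2 genes from these libraries. The 1 pan-reactive gene not named changed by −0.01, and the 2 A2 genes not named had a median of 0.86, with 1 of the 2 higher. For 6 interferon response genes the median was 1.09 (adjusted p = 2.48e-10). The article names 4 of these 6, and the other 2 had a median of −0.08, with 1 of the 2 higher. Immediate early genes of neuronal activity had a median of 0.31, with 15 of 16 genes higher (adjusted p = 2.14e-16), and 0.20 over the 11 genes not named in the article. Among 8 heat shock genes 6 were higher, with a median of 0.09 (adjusted p = 0.00177), and among 24 NRF2 and glutathione genes 15 were higher, with a median of 0.05 (adjusted p = 0.0285). Single libraries decided both. The heat shock list had an adjusted p of 0.0715 without IC replicate 1 and 0.589 without EV replicate 1. The NRF2 list had 0.123 without IC replicate 1, 0.663 without IC replicate 3, 0.157 without EV replicate 1 and 0.0760 without EV replicate 2. No difference was found for genes of the cell cycle, with a median of 0.10 (adjusted p = 0.494), of sterol synthesis, with −0.03 (adjusted p = 0.494), of endoplasmic reticulum stress, with 0.01 (adjusted p = 0.943), or of NMDA receptors, with 0.08 (adjusted p = 0.925). The cell cycle list was higher without IC replicate 2 (adjusted p = 0.00487) or EV replicate 1 (0.00346) and lower without EV replicate 2 (0.0465), and the sterol list was lower without EV replicate 3 (0.0187). The marker lists of neurons, astrocytes and oligodendrocyte lineage cells had medians of 0.01, 0.00 and −0.08 (adjusted p = 0.994, 0.494 and 0.494). The article discusses 7 calcium and glutamate genes as lowered by EV-GPCs in cultures exposed to glutamate. In these intact cultures at 4 h their median was 0.00, described and not tested as a list. Without glutamate this value does not bear on the article's statement. The marker lists of microglia, endothelial cells and fibroblasts had fewer than 3 genes past the filter and were not tested.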

Supplementary Materials Figure S4 presents the results obtained using the Hallmark gene set collection, illustrating gene sets that are activated in the control group (normalised enrichment score (NES) > 0) and in the group treated with extracellular vesicles (NES < 0), with a significance threshold of *p*-value < 0.05.

### 3.8. Assessment of Gene Expression in Neuroglial Cultures Under Glutamate-Induced Excitotoxicity

The subsequent phase of the experiment involved transcriptomic analysis of neuroglial cultures following glutamate excitotoxicity. Three comparison groups were established as follows: control group without glutamate addition versus cultures incubated with glutamate (IC_vs._GL), cultures incubated with glutamate and memantine versus cultures incubated with glutamate (GL_Mem_vs._GL), and control group without glutamate addition versus cultures incubated with glutamate and memantine (IC_vs._GL_Mem), in which subsequent differential gene expression (DEG) analysis and classification by biological processes and signalling pathways were performed.

DEG analysis in the IC_vs._GL comparison group revealed that 969 genes were significantly up-regulated, while 300 genes were significantly down-regulated (*p*-value < 0.05 and |FC| > 1.5). In the GL_Mem_vs._GL comparison group, 797 genes were identified as significantly up-regulated and 300 as down-regulated (*p*-value < 0.05 and |FC| > 1.5). No significantly differentially expressed genes were detected in the IC_vs._GL_Mem comparison group. Complete lists of DEGs and results of clustering (Supplementary Materials Figure S5) and corresponding heatmaps (Supplementary Materials Figures S6 and S7) are provided in Supplementary Materials. The volcano plots presented in Supplementary Materials Figure S8A,B illustrate the differences in gene expression between the groups, highlighting the distinct molecular alterations induced by glutamate and memantine treatment.

Analysis of differentially expressed genes (DEGs) using the Gene Ontology database revealed a significant enrichment of up-regulated genes in specific biological processes for both the “IC_vs._GL” and “GL_Mem_vs._GL” comparison groups. Subsequent analysis demonstrated that the categories of biological processes identified in the “IC_vs._GL” comparison group exhibited 80% similarity with the up-regulated pathway categories detected in the “GL_Mem_vs._GL” comparison group (Figure 9A,B). The most significant up-regulated DEGs associated with these selected biological pathways are presented in Supplementary Materials Table S2.

Among the most significantly enriched up-regulated categories, key biological pathways associated with synaptic function, axonal outgrowth, and dendritic arborisation were identified. These included axonogenesis, regulation of synapse structure or activity, dendrite development, and neurotransmitter transport.

The most highly activated biological processes can be categorised into several functional groups: regulation of neuronal synapse activity, including post-synapse organisation, positive regulation of synaptic transmission, regulation of neuronal synaptic plasticity, glutamate receptor signalling pathway, and regulation of membrane depolarisation; Maintenance of homeostasis and ion concentration regulation, encompasses regulation of metal ion transport, calcium ion transport, positive regulation of secretion by cell, intracellular calcium ion homeostasis, response to calcium ion, and positive regulation of cell-substrate adhesion; neural tissue development and neurogenesis, comprising positive regulation of nervous system development, positive regulation of neurogenesis, gliogenesis; axonal and dendritic growth pathways, including axon guidance, neuron projection extension, regulation of axonogenesis, actin filament organisation, dendritic spine development, and axo-dendritic transport.

However, DEG analysis in the GL_Mem_vs._GL comparison group revealed the activation of pathways associated with the regulation of apoptosis, which were not detected in the IC_vs._GL group (Figure 9B). Specifically, the “neuron apoptotic process” was identified, alongside genes negatively regulating apoptosis. This observation may be attributed to the partial toxic effect of glutamate supplementation and the subsequent activation of compensatory cellular mechanisms to protect against apoptotic cell death.

Furthermore, up-regulated DEGs were classified into signalling pathways using the KEGG database. Subsequent analysis revealed that the categories of signalling pathways identified in the “IC_vs._GL” comparison group exhibited 80% similarity with the pathway categories detected in the “GL_Mem_vs._GL” comparison group (Figure 10A,B). DEGs were significantly enriched in the following pathways: axon guidance, calcium signalling pathway, cAMP signalling pathway, MAPK signalling pathway, glutamatergic synapse, synaptic vesicle cycle, dopaminergic synapse, Ras signalling pathway, chemokine signalling pathway, focal adhesion, neurotrophin signalling pathway, and long-term potentiation.

Furthermore, analysis of up-regulated DEGs in the GL_Mem_vs._GL comparison group revealed significant enrichment of pathways associated with the induction of autophagy. This finding may again be attributed to the partial intracellular influx of glutamate and its subsequent toxic impact on neuronal function. Specifically, the mTOR signalling pathway and FoxO signalling pathway were identified as significantly activated (Figure 10B).

Following the analysis and classification of up-regulated DEGs in the IC_vs._GL and GL_Mem_vs._GL groups, the down-regulated DEGs were analysed. The number of down-regulated DEGs was 300 in both the IC_vs._GL and GL_Mem_vs._GL comparison groups. Subsequent analysis revealed that the categories of biological processes identified in the IC_vs._GL group exhibited 76% similarity with the pathway categories detected in the GL_Mem_vs._GL group (Figure 11A,B). Furthermore, down-regulated DEGs in the GL_Mem_vs._GL group did not show significant enrichment for any specific signalling pathways in the KEGG database analysis. The most significant down-regulated DEGs associated with the selected biological processes are presented in Supplementary Materials Table S2.

Classification of genes by biological processes using the Gene Ontology database revealed categories associated with the activation of protective cellular pathways against glutamate toxicity. These included response to hypoxia, cellular response to abiotic stimulus, cellular response to chemical stress, negative regulation of cell development, cellular response to oxidative stress, response to reactive oxygen species, and response to endoplasmic reticulum stress. The enrichment of these pathways indicates the activation of intrinsic neuronal mechanisms responsible for mounting an intracellular response to stress and the disruption of neuronal homeostasis. Additionally, pathways associated with programmed cell death were identified, including regulation of the apoptotic signalling pathway and extrinsic apoptotic signalling pathway. Furthermore, categories related to regeneration and repair were significantly enriched, such as wound healing, regeneration, and regulation of neurogenesis. The presence of these processes suggests that, under glutamate-induced toxicity, cells activate programs aimed at recovery and survival. Concurrent with the identification of wound healing processes, pathways governing cellular adhesion and reorganisation of the extracellular space in the neuroglial culture were also identified. These included regulation of cell–cell adhesion, extracellular structure organisation, and regulation of cell–substrate adhesion (Figure 11A,B). Analysis of the IC_vs._GL comparison group using the KEGG database confirmed activation of key signalling pathways, revealing a coordinated cellular response to glutamate-induced excitotoxicity. This response encompasses pathways mediating programmed cell death (apoptosis), pro-survival signalling (MAPK, PI3K-Akt, NF-kappa B, and JAK-STAT pathways), and integrated stress responses (TNF, HIF-1, FoxO, and p53 pathways). Additionally, pathways regulating cellular architecture and adhesion, including regulation of actin cytoskeleton, focal adhesion, and ErbB signalling, were significantly enriched (Figure 10C). Complementing these findings, gene set enrichment analysis (GSEA) was performed to identify functionally coordinated gene expression changes. Hallmark gene set analysis defined signatures significantly activated in the IC_vs._GL (Supplementary Materials Figure S9A) and GL_Mem_vs._GL (Supplementary Materials Figure S9B) using a significance threshold of *p*-value < 0.05 and normalised enrichment score (NES) directionality. 

### 3.9. The Effect of EV-GPCs on the Gene Expression Profile of Neuroglial Cultures Under Glutamate Exitotoxicity

Differential gene expression analysis identified 190 significantly up-regulated and 309 significantly down-regulated genes in the GL_EV_vs._GL comparison group (*p*-value < 0.05 and |FC| > 1.5). Complete DEG lists and corresponding heatmaps (Supplementary Materials Figure S10) are provided in Supplementary Materials. Supplementary Materials Figure S11 presents a volcano plot visualising the genome-wide expression differences between groups, highlighting the distinct molecular changes induced by extracellular vesicle supplementation following glutamate exposure. 

Analysis of up-regulated differentially expressed genes (DEGs) using the Gene Ontology database revealed significant enrichment in specific biological process categories. The most significant DEGs associated with these selected biological pathways are presented in Supplementary Materials Table S3. The predominant enriched categories included processes related to regeneration, extracellular matrix and cytoskeletal reorganisation, homeostasis maintenance, and cellular stress response. Regeneration-associated pathways encompassed wound healing, phosphatidylinositol 3-kinase/protein kinase B signal transduction, regeneration, tissue regeneration, regulation of wound healing, and regulation of axonogenesis. Extracellular matrix and cytoskeleton-related categories featured subprocesses, including cell–substrate adhesion, extracellular matrix organisation, actin filament organisation, and positive regulation of cell–substrate adhesion.

Furthermore, the stress response category demonstrated significant enrichment for processes, including gliogenesis, response to reactive oxygen species, cellular response to chemical stress, cellular response to oxidative stress, reactive oxygen species metabolic process, response to hydrogen peroxide, cellular response to reactive oxygen species, and response to axon injury.

The final category of identified processes involved the maintenance of intracellular homeostasis, which encompassed the following pathways: regulation of metal ion transport, positive regulation of transmembrane transport, positive regulation of secretion by cell, peptide hormone secretion, neuropeptide signalling pathway, positive regulation of ion transmembrane transporter activity, receptor recycling, and regulation of membrane depolarisation (Figure 12A).

Analysis of down-regulated pathways revealed significant enrichment of processes associated with neuronal physiology, including axonogenesis, regulation of cellular response to stress, dendrite development, regulation of synapse organisation, calcium ion transport, regulation of synapse structure or activity, axon guidance, neuron projection guidance, regulation of calcium ion transport, calcium ion transmembrane import into cytosol, negative regulation of epigenetic gene expression, neuron projection organisation, actin-mediated cell contraction, regulation of calcium ion transmembrane transport via high voltage-gated calcium channel, and axo-dendritic protein transport (Figure 12B).

For deeper functional insights, we performed KEGG pathway enrichment analysis, consistent with our previous experimental approach. Additionally, Figure 13A displays a heatmap of selected differentially expressed genes, illustrating specific expression patterns across experimental conditions. Up-regulated DEGs showed significant enrichment in several signalling pathways, including focal adhesion, PI3K-Akt signalling pathway, ECM–receptor interaction, motor proteins, phagosome, regulation of actin cytoskeleton, and glutathione metabolism (Figure 13A). Down-regulated DEGs were significantly associated with pathways, including cAMP signalling pathway, MAPK signalling pathway, calcium signalling pathway, dopaminergic synapse, cGMP-PKG signalling pathway, Ras signalling pathway, cellular senescence, Wnt signalling pathway, axon guidance, long-term potentiation, cholinergic synapse, Apelin signalling pathway, glutamatergic synapse, and GABAergic synapse (Figure 13B).

Gene set enrichment analysis (GSEA) identified coordinated gene expression patterns distinguishing the glutamate (GL) and extracellular vesicle-treated (GL_EV) groups. Supplementary Materials Figure S12 presents Hallmark gene set results, demonstrating signatures significantly activated in the extracellular vesicle-treated group (GL_EV) (NES > 0) compared with the glutamate group (GL) (NES < 0) at *p*-value < 0.05.

## 4. Discussion

Dysregulation of the glutamatergic system is a fundamental pathogenetic mechanism underlying neural tissue damage in a variety of neurological disorders. Disruption of the glutamate balance in the nervous system leads to the development of excitotoxicity and irreversible damage to neurons. Current approaches to the treatment of glutamate excitotoxicity have limited efficacy because of the complexity of the pathogenetic mechanisms of this process. To date, therapy based on extracellular vesicles (EVs) is a promising tool for regenerative medicine as it has several advantages over cell therapeutic strategies and conventional pharmacological drugs [73]. EVs are spherical membrane structures formed by invagination of the cytoplasmic membrane during exocytotic processes. The structural organisation of EVs, including a bilipid layer, ensures their long-term stability in tissue fluid and systemic blood flow. The presence of receptor proteins on the vesicle surface ensures their specific interaction with target cells, and the multicomponent composition helps to achieve a complex effect on cellular structures [74]. This work investigated the neuroprotective effect of EVs derived from glial progenitor cells in a model of glutamate excitotoxicity. EV-GPCs neutralised the effect of glutamate excitotoxicity and increased the survival of cortical neuroglial cells. This effect is probably due to the presence of proteins in EV-GPCs that inhibit the apoptotic cascade, such as the 14-3-3 protein, which is an inhibitor of the proapoptotic protein Bad, which may indicate the ability of EVs to reduce cell death. Proteins related to the development of the nervous system and regeneration have also been found to have a protective effect against toxic effects, such as the proteins PEDF and Copine 1 [75].

As a predominant in vitro model of nervous tissue, primary neuroglial cultures derived from the cortex recapitulate the interplay between neurons and glial cells. This complexity permits the assessment of integrated tissue responses to toxic stimuli, such as glutamate-induced excitotoxicity [76]. It is well-established that astrocytes are markedly less susceptible to high-dose glutamate exposure compared with neurons. Consequently, a 100 μM glutamate challenge typically results in extensive neuronal death. The toxic effect is mediated primarily by the interaction of glutamate with its cognate receptors on neuronal surfaces and, to a lesser extent, on astrocytes. During synaptic transmission, glutamate is released into the synaptic cleft and binds to specific receptors on the postsynaptic membrane. The activation of these receptors leads to an increased influx of calcium and sodium ions into the cytosol, depolarisation of the membrane, and electrical signal transmission. These processes stimulate the activation of intracellular signalling cascades that cause changes in intracellular homeostasis. Pathological accumulation of glutamate causes hyperstimulation of receptors (the phenomenon of excitotoxicity), which leads to a critical increase in intracellular Ca^2+^ and eventually to neuronal death [77]. Calcium imaging showed that pre-incubation of neuroglial cells with EV-GPCs leads to a less efficient accumulation of free calcium in the cytoplasm. Such an effect could presumably be related to a more efficient operation of the calcium exchangers that remove excess calcium from the cells into the intercellular space, as well as to a more efficient operation of the ATP-dependent pumps at the membrane of the endoplasmic reticulum and the outer membrane of the mitochondria, as both organelles can serve as calcium depots [78,79]. Next, the ability of cortical cells to restore their original level of intracellular calcium after cytoplasmic overload was analysed. It was found that neuroglial cells pre-incubated with EV-GPCs restored the original level of cytosolic calcium more effectively than the control culture, which could also be related to changes in the functioning of the calcium exchangers. According to transcriptome analysis, the addition of EV-GPCs after exposure to glutamate decreased the expression of genes related to the development of the glutamatergic synapse, such as *Plcb1*, *Prkacb*, *Cacna1c*, and *Cacna1d* [80], as well as with calcium transport in cells, reducing the expression of calcium transmembrane channel genes such as *Atp2b4*, *Atp2b1*, *Plcb1*, and *Ryr2*, which contributes to a less efficient entry of calcium ions into the cytosol of cells upon calcium overload. In addition, the incubation of cortical neuroglial cells with EV-GPCs reduced the expression of genes responsible for dendrite growth and branching, which may also contribute to the protective effect, as a reduction in the number of dendritic spines reduces the total number of synapses and thus reduces the total number of receptors that are channels for calcium entry. This is consistent with existing data showing that neuroglial cells can suppress the formation of processes and synapses under certain conditions, particularly during processes that are essential for survival. This suppression is not a general suppression of dendritic and axonal development, but a specific mechanism that priorities survival under conditions of limited resources or stress [81,82]. One of the most important consequences of cytosolic overload is the secondary accumulation of Ca^2+^ in the mitochondria, which acts as a trigger for the impairment of the electron transport chain and promotes oxidative stress, the synthesis of reactive oxygen species (ROS), and the disruption of cellular respiration. Furthermore, the increased permeability of the mitochondrial membrane contributes to the activation of cell death pathways [83]. These findings are consistent with the data obtained in the present study, as rhodamine-based imaging showed that a 15 min exposure to glutamate caused a collapse of the mitochondrial membrane potential (ΔΨm) in cortical cells. At the same time, the addition of EV-GPCs stabilised mitochondrial function during glutamate toxicity, which contributed to the neuroprotection of neuroglial cells and more effectively restored the mitochondrial potential to baseline after glutamate exposure. Proteomic analysis revealed that EV-GPCs contain proteins associated with redox processes, the response to hypoxia, and the response to reactive oxygen species. These include various peroxiredoxins involved in the Hif-1-alpha signalling pathway and the protein Hypoxia Up-Regulated 1, which responds to reduced oxygen levels in cells. These data were confirmed by transcriptomic analysis, as the addition of extracellular vesicles increased the expression of genes related to the above signalling pathways. Moreover, several proteins central to the glutathione system were detected, such as glutathione synthetase and subunits of glutathione peroxidase and reductase, which collectively facilitate glutathione synthesis and its antioxidant function in neutralising reactive oxygen species. Consistent with these findings, transcriptome analysis confirmed that vesicles stimulate the up-regulation of genes related to this antioxidant’s metabolic pathway. It is well known that reactive oxygen species, including hydrogen peroxide, are the main cause of membrane permeability disruption, leading to the breakdown of mitochondrial membrane potential [84]. Their neutralisation therefore helps to the maintenance of proper mitochondrial function. These data suggest that EVs exert their neuroprotective effect by stabilising mitochondrial function during glutamate hyperstimulation through the attenuation of oxidative stress and the removal of reactive oxygen species.

Memantine was selected as the positive control in this experiment. Memantine is an FDA-approved drug for the treatment of various neurological disorders. Its simultaneous use with glutamate increased the survival rate of neuroglial cells to the control level. The mechanism of action of memantine is based on its interaction with NMDA receptors and inhibition of calcium ion influx into the cells, which promotes neuron survival and protects them from calcium overload [85]. Comparison of EV-GPCs and memantine with the MTT assay showed that both agents increased neuronal survival to control levels during glutamate exposure. Morphometric analysis of cell death showed that both compounds also significantly increased the proportion of viable cells and significantly decreased the proportion of necrotic cells.

The mechanism of action of EVs is based on the primary interaction with the target cells and begins with attachment to the cell membrane by special receptor proteins that recognise the corresponding molecules on the vesicle surface [19]. After attachment, EVs are internalised by phagocytosis, which is characterised by a latency period of several hours, or by membrane fusion with a time interval of 1–3 h, depending on the initial concentration of extracellular vesicles in the medium, and complete accumulation after 10–12 h [86]. After internalisation, the vesicle content is released into the cytoplasm or intercellular space and signalling pathways are initiated. The content of extracellular vesicles assessed by proteomic analysis revealed proteins that can initiate signalling pathways NIK-Nf-kappaB, PI3K-Akt, MAPK, HIF-1, and Apelin, which was confirmed by transcriptomic analyses during the incubation of EV-GPCs with intact cortical neuroglial cells.

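In the intact cultures, single genes of these pathways moved as follows at 4 h. The MAPK phosphatase Dusp6 was at 18.7 ± 2.69 TPM (SD, n = 3) after EV and at 8.48 ± 0.397 TPM in IC, a log2 fold change of 1.04 (standard error 0.17, limma adjusted p = 0.135). In the NF-κB list Tnip2 rose by 0.99 on the log2 scale (standard error 0.23, limma adjusted p = 0.448) and Tlr2 by 0.86 (standard error 0.22, limma adjusted p = 0.698), the latter from 0.228 ± 0.0685 to 1.24 ± 0.0923 TPM. In the HIF-1 list Pfkfb3 was at 52.2 ± 8.15 TPM after EV and at 25.9 ± 5.32 TPM in IC, a log2 fold change of 0.98 (standard error 0.18, limma adjusted p = 0.193). Ddit4 was lower after EV, at 40.8 ± 6.93 TPM against 61.8 ± 13.6 TPM in IC, a log2 fold change of −0.59 (standard error 0.19, limma adjusted p = 1). None of these 5 genes passed the correction over all genes tested. The article starts from its proteome, in which it finds vesicle proteins able to initiate these pathways, and states that the transcriptome of the intact cultures bears this out.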

Upon glutamate excitotoxicity, the addition of EV-GPCs triggered the activation of the following signalling pathways: PI3K-Akt, focal adhesion, phagosome, and regulation of the actin cytoskeleton regulation. At the same time, the signalling pathways responsible for the formation of dopaminergic, glutamatergic, cholinergic, and GABAergic synapses, long-term potentiation, axonal growth direction, and calcium signalling were inhibited. Despite the similar efficacy of the neuroprotective effects of EV-GPCs and memantine, the signalling pathways they activated were different. The addition of memantine led to increased expression of genes associated with the following signalling pathways: axonogenesis, dendritic tree expansion, control of neurotransmitter synthesis, regulation of membrane depolarisation, and glutamatergic synapse formation, as well as MAPK signalling, neurotrophin signalling, and synaptic vesicle synthesis cycle. At the same time, memantine did not activate signalling pathways related to PI3K-Akt, regeneration, or oxidative stress response, but on the contrary stimulated the development of different types of synapses and supported neurotransmitter transmission. These processes indicate that the two drugs follow different pathways of neuroprotection. While memantine inhibits the influx of calcium ions into the cell under the influence of excess glutamate by binding to calcium transporters, EV-GPCs stimulate the pathways within cells responsible for the protective effect of glutamate by decreasing the expression of genes related to neurotransmission and increasing the expression of survival signalling pathway genes, such as PI3K-Akt. Thus, the therapeutic action of memantine is rooted in its non-competitive antagonism of NMDA receptors, which reduces pathological glutamate excitotoxicity. While effective, this approach of receptor blockade is associated with clinical side effects and may impose a physiological trade-off by impeding the essential roles of glutamate in neurotransmission. This can perturb the excitation/inhibition balance and, at high concentrations, has been linked to axonal degeneration [87,88]. EV-GPCs suggest an alternative strategy: rather than blocking synaptic receptors, the extracellular vesicle preparation we investigated activates endogenous protective signalling, including the PI3K-Akt pathway. This intracellular activation is hypothesised to stabilise neurons against glutamate toxicity while preserving synaptic homeostasis, thereby promoting neuronal longevity through a fundamentally different mechanism. Consequently, we posit that the principal advantage of the extracellular vesicle preparation over memantine lies in its ability to concurrently activate several protective pathways while preserving physiological glutamate signalling, thereby avoiding the disruption of excitation/inhibition balance.

One of the main pathways involved in the neuroprotection of cortical neurons and astrocytes is PI3K-Akt. This is one of the most extensive signalling pathways responsible for the maintenance of homeostasis, control of intracellular calcium levels, survival, growth, and development of the dendrite tree, and negative regulation of apoptosis [89,90]. There are also hypotheses that this pathway may be triggered by the binding of glutamate to its receptors on the postsynaptic membrane. Ionotropic glutamate receptors, specifically NMDA receptors, are heterotetramers typically composed of obligatory GluN1 and modulatory GluN2 (A-D) or GluN3 (A-B) subunits. Their function is critically determined by this subunit composition [91]. According to the prevailing subunit composition hypothesis, receptors containing GluN2A subunits predominantly activate neuroprotective cascades, such as those involving CREB and the PI3K-Akt pathway [92]. In contrast, those containing GluN2B subunits are linked to excitotoxicity and pro-death signalling, including PTEN-mediated dephosphorylation of Akt and Bad, a finding corroborated by C-terminal domain swap studies in mouse models [93,94]. If this hypothesis holds, the glutamate challenge in our study would be expected to simultaneously engage both pro-death (via GluN2B) and pro-survival (via GluN2A, including PI3K-Akt) pathways, a duality that aligns with our observed results. However, although activation of PI3K-Akt is a stimulus for neuron survival; nevertheless, under the severe stress of excitotoxicity, this defence is likely insufficient to suppress the dominant apoptotic program, resulting in the observed cell death.

Proteomic analysis revealed proteins that are activators of this signalling pathway: HSP90 protein subunits, Jak kinase subunits, and Cdc37 protein. Its activation during glutamate excitotoxicity may play a key role in the mechanisms of neuroprotection. In the glutamate excitotoxicity model, the addition of a selective PI3Kᵧ inhibitor—AS605240—completely neutralised the neuroprotective effect of EV-GPCs. 

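The series used here holds no libraries of cultures exposed to glutamate, and the other series that the article names was not examined, so only intact cultures can be given. Among the receptors, ligands, matrix genes and targets of the PI3K-Akt pathway, 12 of 37 tested genes were higher and 1 lower after EV with an unadjusted p under 0.05 in limma and a fold change over 1.5, and 1, Spp1, passed an FDR under 0.05 over all genes tested. The oncostatin M receptor gene Osmr was at 9.70 ± 5.73 TPM (SD, n = 3) after EV and at 0.378 ± 0.347 TPM in IC, a log2 fold change of 2.77 (standard error 0.50, limma adjusted p = 0.184). The integrin gene Itga5 was at 3.57 ± 1.51 TPM after EV and at 0.444 ± 0.267 TPM in IC, a log2 fold change of 1.62 (standard error 0.30, limma adjusted p = 0.193). Both were higher in the 3 EV libraries than in any IC library. None of the 26 tested core components of the pathway, which include Hsp90aa1, Hsp90ab1 and Cdc37, passed an unadjusted p of 0.05 with a fold change of 1.5. Pik3cg, the gene of the PI3Kγ subunit, lay between 0.221 and 0.459 TPM in the IC and EV libraries and was not tested. RNA levels of the cultures measure neither the proteins of the vesicles nor the activity of the pathway. They therefore do not bear on the article's proteome and inhibitor results.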

Transcriptomic analyses also confirmed that EV-GPCs increase the expression of genes that activate this signalling cascade in both intact cells and cells exposed to glutamate. Previously, the involvement of PI3K-Akt in the neuroprotective effect of extracellular vesicles isolated from MSCs and NSCs has been demonstrated in models of glucose deprivation, oxidative stress, and amyloid and glutamate toxicity, which is consistent with the data obtained in this study [95,96,97,98,99,100,101,102,103]. Based on converging evidence from proteomic, inhibitory, and transcriptome analyses, we propose that extracellular vesicles enhance neuronal survival by activating the PI3K-Akt pathway, an effect likely driven by specific proteins in the EV cargo. The neuroprotective role of EV-derived proteins, however, may be part of a broader mechanism. Given the diverse cargo of EVs—including proteins, peptides, and microRNAs—it is plausible that other signalling pathways are co-activated, as suggested by our proteomic data and prior work on the microRNA-dependent effects of EV-GPCs [21].

Thus, this study demonstrates that extracellular vesicles from human glial progenitor cells have a neuroprotective effect related to the regulation of intracellular homeostasis, calcium ion transport, and maintenance of mitochondrial function. Presumably, the mechanism of the neuroprotective effect is linked to the activation of the PI3K-Akt signalling pathway. However, further studies are needed to investigate the mechanisms of the neuroprotective effect of extracellular vesicles in more detail.

## 5. Conclusions

The results suggest that extracellular vesicles secreted by human GPCs may exert a neuroprotective effect in glutamate excitotoxicity. Mechanisms likely include a reduction in free cytoplasmic calcium levels and stabilisation of mitochondrial potential against a background of glutamate action due to the activation of various signalling pathways, including PI3K-Akt. The observed multitarget effect appears to be associated with EV-GPC multicomponent cargo and may be mediated by proteins involved in negative regulation of apoptotic processes, regeneration activation, calcium ion transport modulation, and regulation of membrane depolarisation.

## Figures and Tables

**Figure 1:**
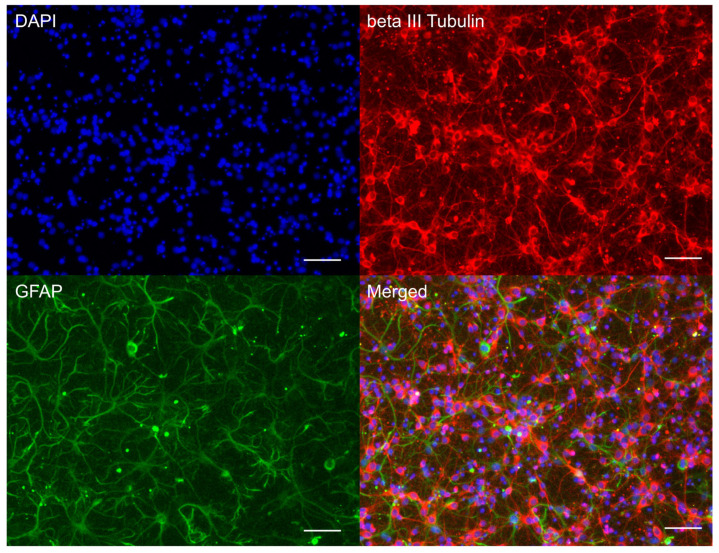
Characterisation of cultured cortical neuroglial cells. Immunophenotyping of neuroglial culture for neuronal beta-III-tubulin (red) and astroglial GFAP (green) markers. Cell nucleus stained by DAPI (blue). Scale bar: 50 µm.

**Figure 2:**
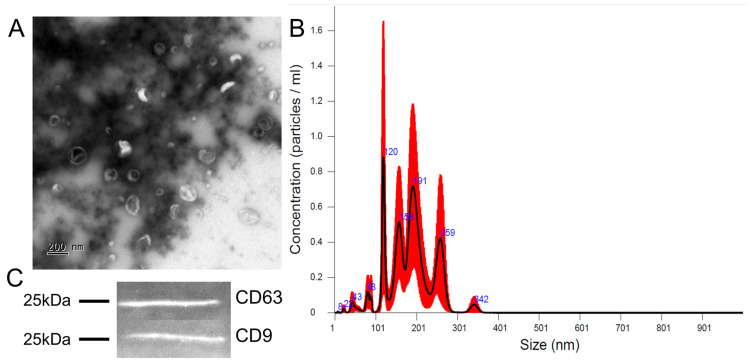
Characterisation of extracellular vesicles released by human GPCs. (**A**) Transmission electron microscopy images, scale bar 200 nm. (**B**) Size distribution chart, black line—mean, red zone—error bars indicate +/−1 standard error of mean (5 repeats), blue number—size of particle (nm) for peak. (**C**) Representative immunoblots showing the presence of tetraspanins CD9 and CD63.

**Figure 3:**
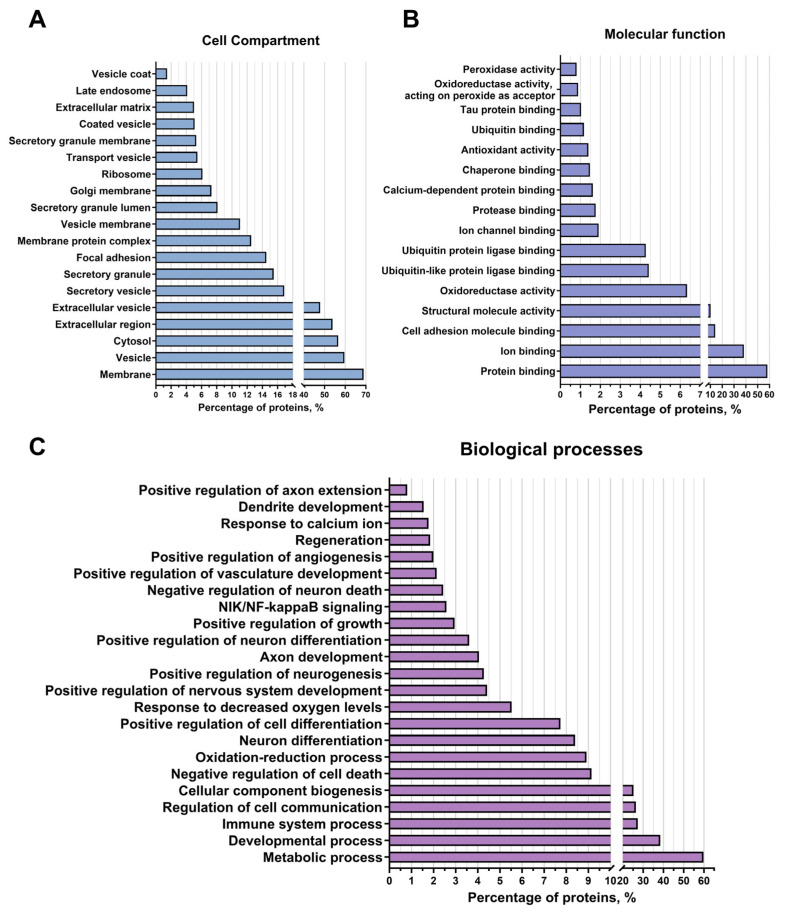
Proteomic analysis of extracellular vesicles from glial progenitor cells. Extracellular vesicle proteins were classified using String 11.8 into cellular component (**A**), molecular function (**B**), and biological processes (**C**).

**Figure 4:**
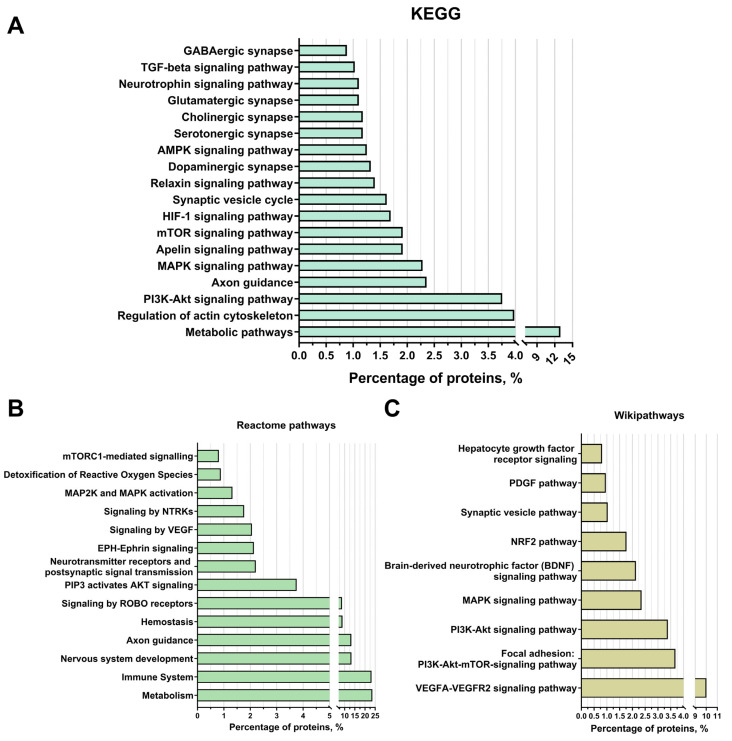
Proteomic analysis of extracellular vesicles from glial progenitor cells. Extracellular vesicle proteins were classified using String 11.8 into KEGG (**A**), Reactome pathways (**B**), and WikiPathways (**C**).

**Figure 5:**
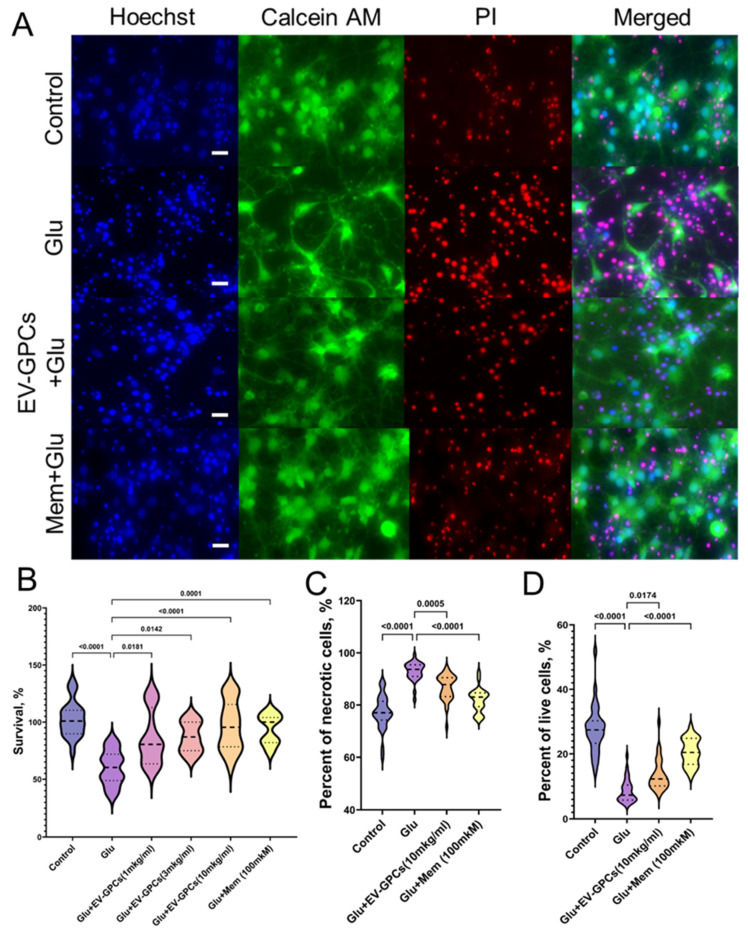
Neuroprotective properties of EV-GPCs in a model of glutamate excitotoxicity. Cultures were treated with 100 µM glutamate (Glu) to induce excitotoxicity. Experimental groups were co-treated with EV-GPCs or 100 µM memantine (Mem) as a positive control. (**A**) Representative fluorescence micrographs of cortical cultures stained with Hoechst 33342 (nuclei, blue), Calcein AM (viable cells, green), and propidium iodide (PI) (necrotic nuclei, red). Scale bar: 20 µm. (**B**) Viability of neuronal cultures assessed by MTT assay. Data are presented as a percentage of survival relative to the intact control group. (**C**) Percentage of necrotic cells. (**D**) Percentage of viable cells. All data were analysed by the Kruskal–Wallis test with Dunn’s post hoc test. Results are presented as violin plots showing medians and interquartile ranges.

**Figure 6:**
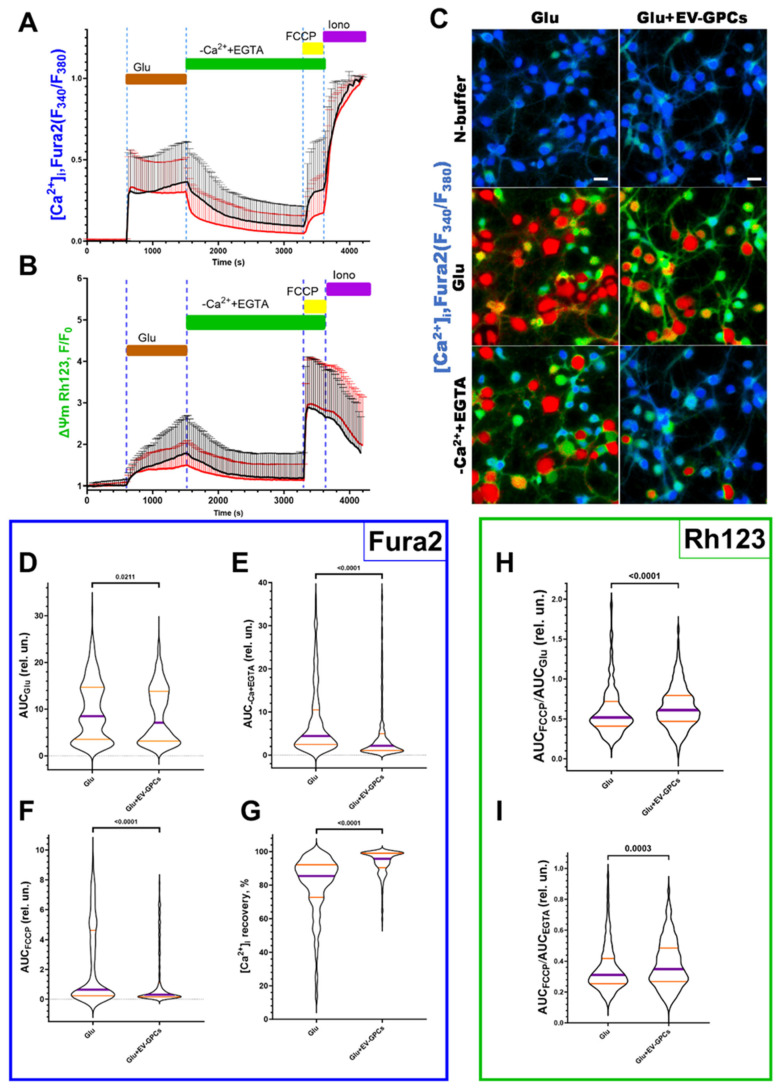
Comparison of the parameters of dynamic changes in calcium homeostasis and mitochondrial potential in the modelling of glutamate excitotoxicity in the glutamate group (Glu, 100 μM) and with the supplement of glutamate (100 μM) and EV-GPCs (10 μg/mL) 24 h before the experiment. [Ca^2+^]_i_ and Ψm were measured using Fura2 and Rh123, respectively. (**A**) average curves of [Ca^2+^]_i_ changes in the glutamate group (black line, n = 619 cells) and the group with the addition of glutamate and EV-GPCs (red line, n = 621 cells). (**B**) average curves of the dynamics of Ψm changes in the glutamate group and the group with the addition of glutamate and EV-GPCs; data are presented as means and standard deviations. (**C**) representative images of cortical neuron cultures before addition of glutamate, after 15 min of incubation with glutamate, and after removal of glutamate and replacement of the solution with a calcium-free solution; colour represents intensity of Fura2 fluorescence and ranges from blue (low-intensity) to red (high-intensity); scale bar, 10 µm. (**D**–**I**) Analysis of [Ca^2+^]_i_ and Ψm changes by calculating the areas under the curves (AUC) in different periods. (**D**) effect of EV-GPCs on AUC values during glutamate exposure (15 min) (AUC_Glu_), (**E**) after glutamate removal in nominally calcium-free buffer (20 min) (AUC-_Ca+EGTA_), (**F**) after adding of FCCP protonophore (5 min) (AUC_FCCP_), and (**G**) % recovery of baseline [Ca^2+^]_i_. (**H**) degree of Ψm reduction expressed as AUC_FCCP_/AUC_Glu_, (**I**) degree of Ψm recovery expressed as AUC_FCCP_/AUC_EGTA_. Data were analysed by nonparametric unpaired *t*-test followed by Mann–Whitney test and presented as median and interquartile range.

**Figure 7:**
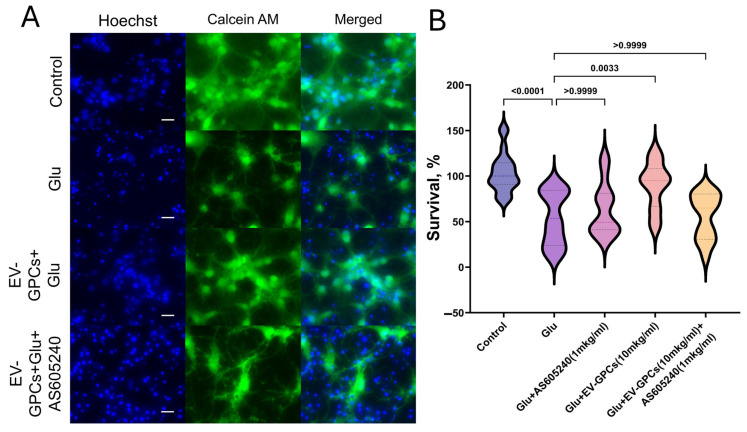
Pharmacological inhibition of the PI3K signalling pathway attenuates the neuroprotective efficacy of EV-GPCs. (**A**) Representative micrographs of cortical cultures stained with Hoechst 33342 (nuclei, blue) and Calcein AM (viable cells, green). Scale bar, 20 μm. (**B**) Assessment of neuronal culture viability by MTT assay. Data are normalised and presented as a percentage of survival relative to the untreated control group. Experimental conditions: glutamate (Glu, 100 μM), EV-GPCs (EV-GPCs, 10 μg/mL), and the PI3K inhibitor AS605240 (AS605240 1 μg/mL). Statistical analysis was performed using the Kruskal–Wallis test followed by Dunn’s post hoc test for multiple comparisons. Results are presented as violin plots depicting median values and interquartile ranges.

**Figure 8:**
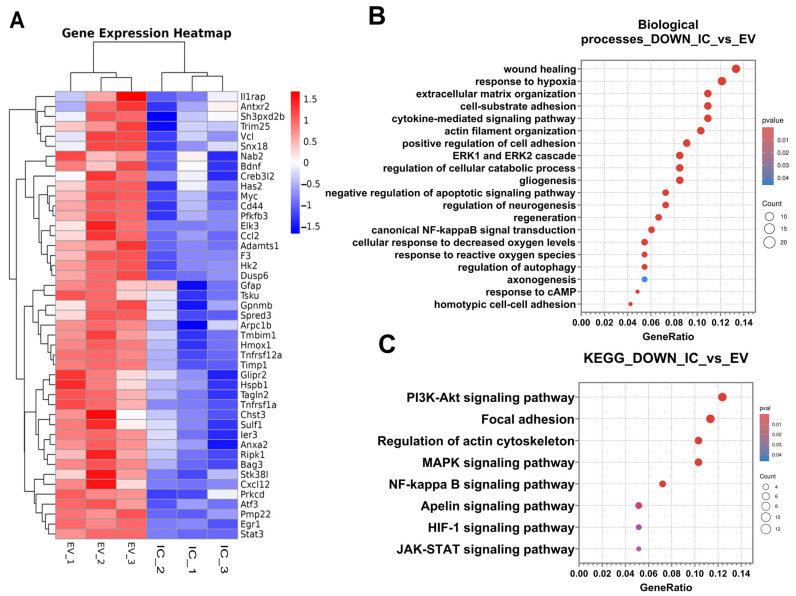
Transcriptomic profiling of neuroglial cultures following EV-GPC treatment. (**A**)—heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package (version 4.5.2). Each row represents a gene and each column corresponds to an individual sample, sample groups indicated by column annotations. Log2-transformed gene expression values were row-scaled; hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The colour scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated); (**B**)—results of classification of down-regulated DEGs using the Gene Ontology Biological Processes database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected biological processes; (**C**)—results of classification of down-regulated DEGs using the KEGG database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected signalling pathways.

**Figure 9:**
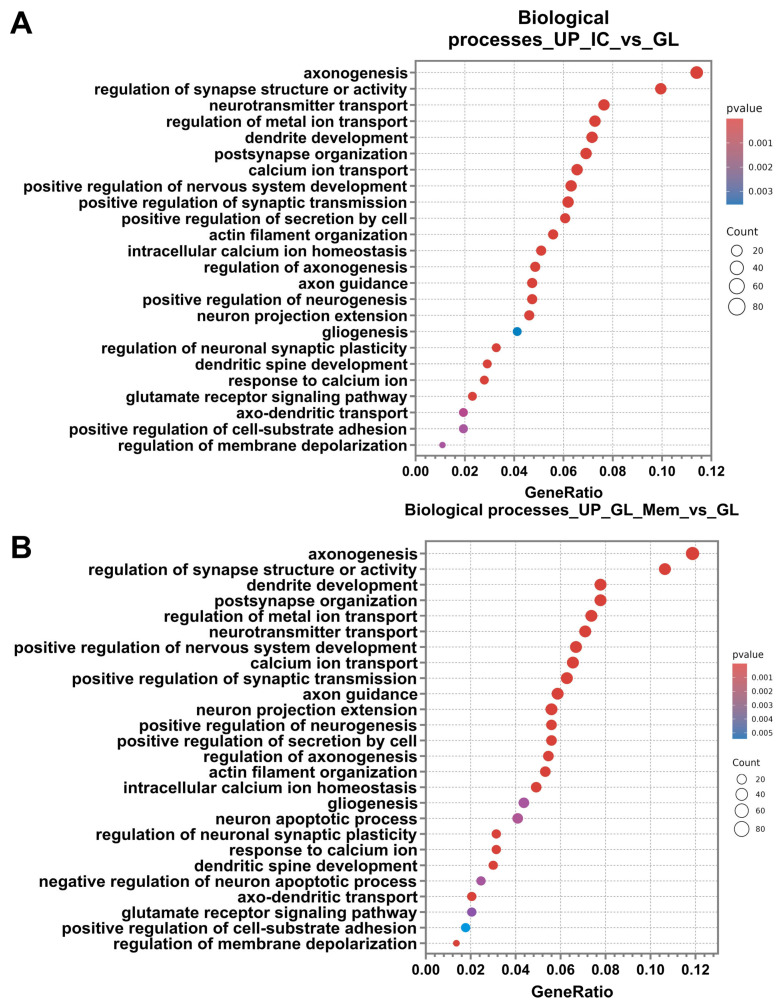
Differential gene expression analysis for the IC_vs._GL and GL_Mem_vs._GL comparison groups. Results of the classification of up-regulated DEGs of the comparison groups IC_vs._GL (**A**), GL_Mem_vs._GL (**B**) using the Gene Ontology Biological Processes database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected biological processes.

**Figure 10:**
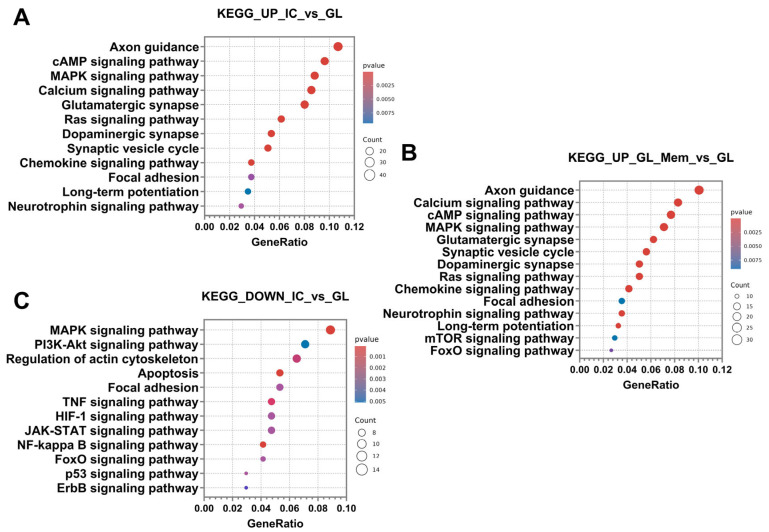
Results of the classification of up-regulated DEGs of comparison groups IC_vs._GL (**A**), GL_Mem_vs._GL (**B**) and down-regulated DEGs of comparison groups IC_vs._GL (**C**) using the KEGG database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected signalling pathways.

**Figure 11:**
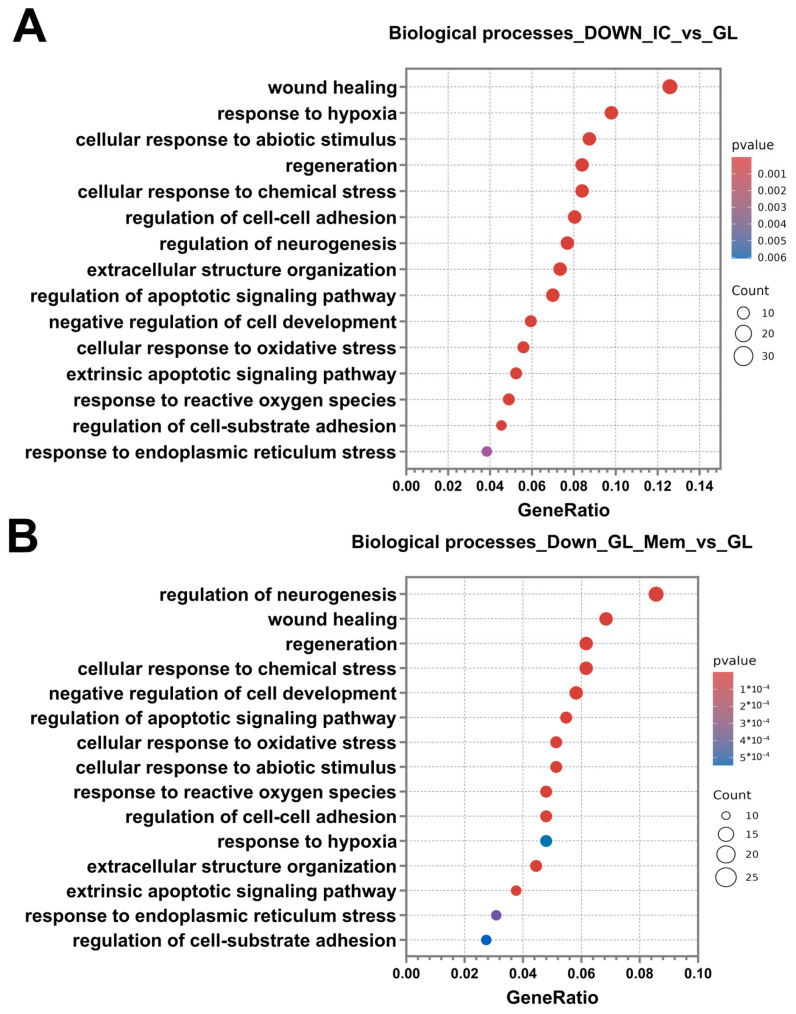
Differential gene expression analysis for the IC_vs._GL and GL_Mem_vs._GL comparison groups. Results of the classification of down-regulated DEGs of the comparison groups IC_vs._GL (**A**), GL_Mem_vs._GL (**B**) using the Gene Ontology Biological Processes database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected biological processes.

**Figure 12:**
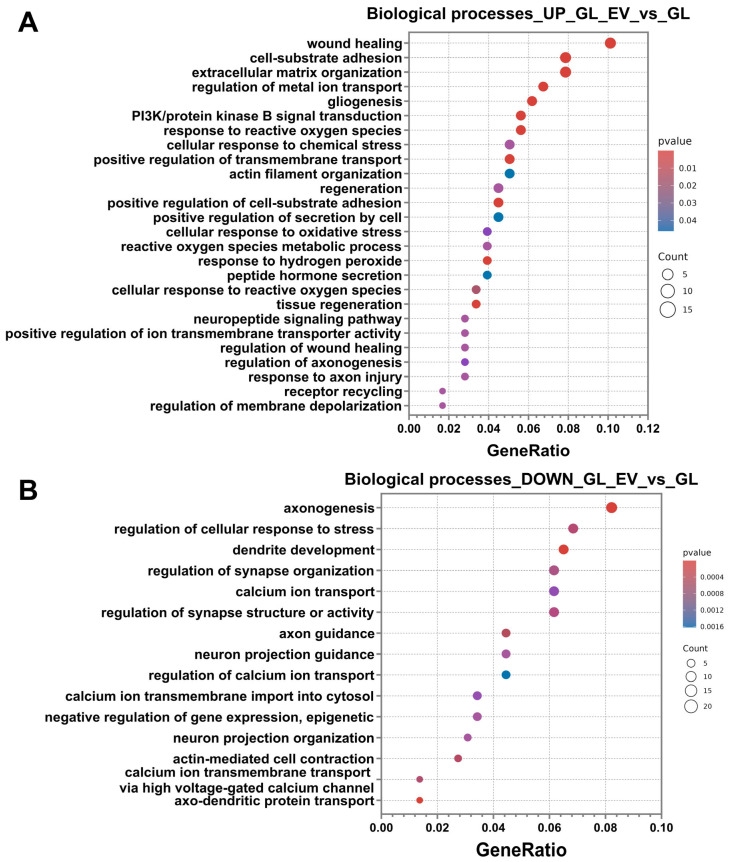
RNA-sequencing results of the glutamate-added group (GL) and the EV-GPC-added group (GL_EV). (**A**) the results of up-regulated DEG classification using the Gene Ontology Biological Processes database. (**B**) the results of down-regulated DEG classification using the Gene Ontology Biological Processes database. The X-axis shows the ratio of pathway DEGs to the total number of DEGs, and the Y-axis shows the selected biological processes.

**Figure 13:**
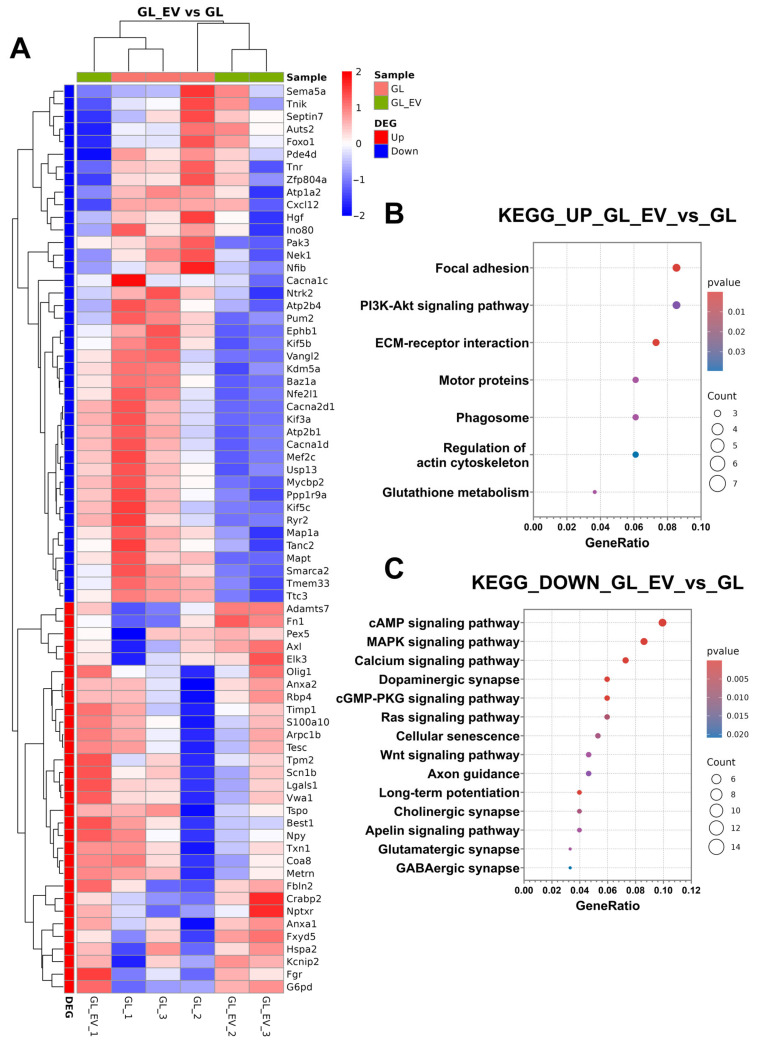
Transcriptomic profiling of neuroglial cultures following EV-GPC treatment in modelling glutamate excitotoxicity. (**A**) heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package. Each row represents a gene and each column corresponds to an individual sample; sample groups indicated by column annotations. Log2-transformed gene expression values were row-scaled, and hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The colour scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated).; (**B**) results of classification of up-regulated DEGs using the KEGG database. The ratio of DEGs of the pathway to the total number of DEGs is shown on the X axis, and the selected signalling pathways are shown on the Y axis. (**C**) results of classification of down-regulated DEGs using the KEGG database. The ratio of DEGs of the pathway to the total number of DEGs is shown on the X axis, and the selected signalling pathways are shown on the Y axis.

## Data Availability

The data generated or analysed during the current study that are relevant to the results presented are included in this article and its Supplementary Materials files. Other data that were not relevant to the results presented here are available from the corresponding authors on reasonable request. “The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [http://www.ebi.ac.uk/pride (accessed on 19 August 2025)] partner repository with the dataset identifier PXD067360 and 10.6019/PXD067360”. Transcriptomic data have been deposited to the Gene Expression Omnibus, Series numbers for publication GSE282138 and GSE307721.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14231915/s1, Figure S1: Results of clustering using principal component analysis of DeSeq number of genes from IC (n = 3) and EV (n = 3); Figure S2: Transcriptomic profiling of IC_vs._EV comparison group; Figure S3: Volcano plot showing the level of gene expression depending on the fold change and *p*-value (*p* < 0.05 and |FC| < 1.5); Figure S4: Gene set enrichment analysis (GO-base) in the comparison group IC_vs._EV; Figure S5: Results of clustering of DeSeq number of genes from IC (n = 3), GL, GL_Mem (n = 3) and GL_EV (n = 3); Figure S6: Transcriptomic profiling of IC_vs._GL comparison group; Figure S7: Transcriptomic profiling of GL_Mem_vs._GL comparison group; Figure S8: Volcano plot showing the level of gene expression depending on the fold change and *p*-value (*p* < 0.05 and |FC| < 1.5); Figure S9:: Gene set enrichment analysis (GO-base) in the comparison group IC_vs._GL (A) and GL_Mem_vs._GL (B); Figure S10: Transcriptomic profiling of GL_EV_vs._GL comparison group; Figure S11: Volcano plot showing the level of gene expression depending on the fold change and *p*-value (*p* < 0.05 and |FC| < 1.5); Figure S12: Gene set enrichment analysis (GO-base) in the comparison group GL_EV_vs._GL; Table S1: Lists of the most significant down-regulated differentially expressed genes (DEGs) associated with enriched biological pathways in the IC_vs._EV comparison group; Table S2: Lists of the most significant differentially expressed genes (DEGs) associated with enriched biological pathways in the IC_vs._GL and GL_Mem_vs._GL comparison groups; Table S3: Lists of the most significant differentially expressed genes (DEGs) associated with enriched biological pathways in the GL_EV_vs._GL comparison group. References [104,105,106,107,108,109,110,111,112,113,114,115,116,117,118,119,120,121,122,123,124,125,126,127,128,129,130,131,132,133,134,135,136,137,138,139,140,141,142,143,144,145,146,147,148,149,150,151,152,153,154,155,156,157,158,159,160,161,162,163,164,165,166,167,168,169,170,171,172,173,174,175,176,177,178,179,180,181,182,183,184,185,186,187,188,189,190,191,192,193,194,195,196,197,198,199,200,201,202,203,204,205,206,207,208,209,210,211,212,213,214,215,216,217,218,219,220,221,222,223,224,225,226,227,228,229,230,231,232,233,234,235,236,237,238,239,240,241,242,243,244,245,246,247,248,249,250,251,252,253,254,255,256,257,258,259,260,261,262,263,264,265,266,267,268,269,270,271,272,273,274,275,276,277,278,279,280,281,282,283,284,285,286,287,288,289,290,291,292,293,294,295,296,297,298,299,300,301,302,303] are cited in the supplementary materials.

# Supplementary material for: Extracellular Vesicles from iPSC-Derived Glial Progenitor Cells Prevent Glutamate-Induced Excitotoxicity by Stabilising Calcium Oscillations and Mitochondrial Depolarisation
**Source:** Cells. 2025 Dec 2;14(23):1915. doi: 10.3390/cells14231915
**Supplement:** Supplementary file 1

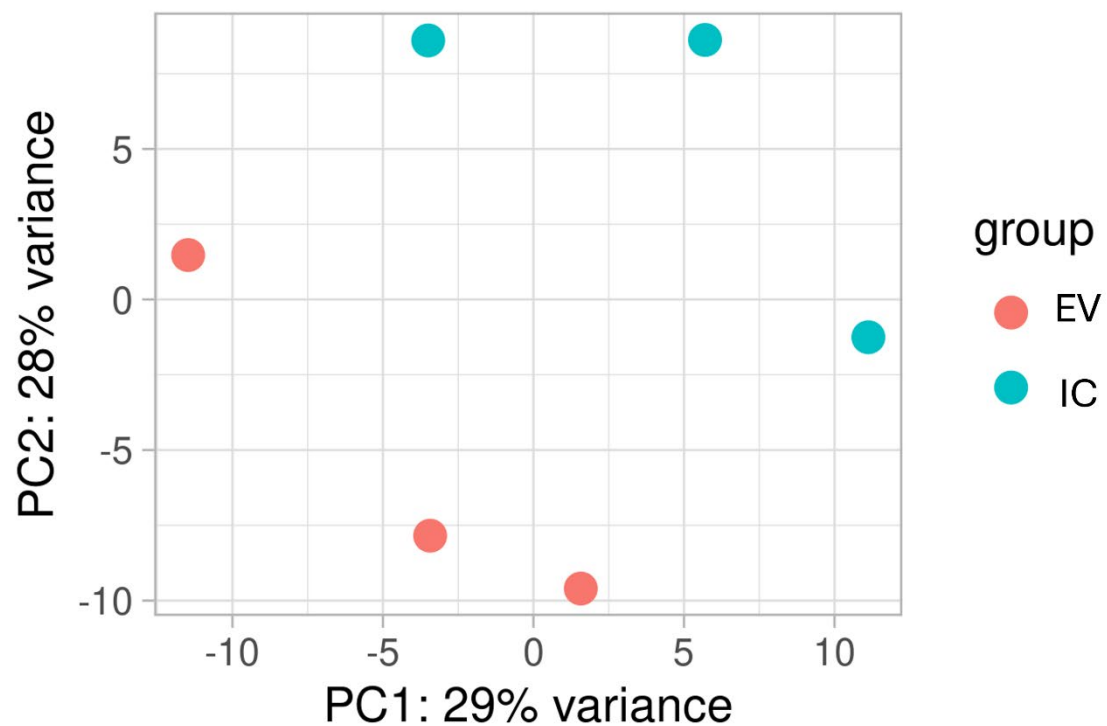

Figure S1. Results of clustering using principal component analysis of DeSeq number of genes from IC (n=3) and EV (n=3). The numbers on the axes represent the percentage of total variance explained by the first and second PC. Principal Component Analysis (PCA) was performed on the variance-stabilised and batch-corrected counts using the DESeq2 package. The removeBatchEffect limma function was applied to remove variation attributable to the 'day' covariate. The resulting data was projected onto its first two principal components using the top 200 most variable genes, and visualised while annotating for 'condition'.

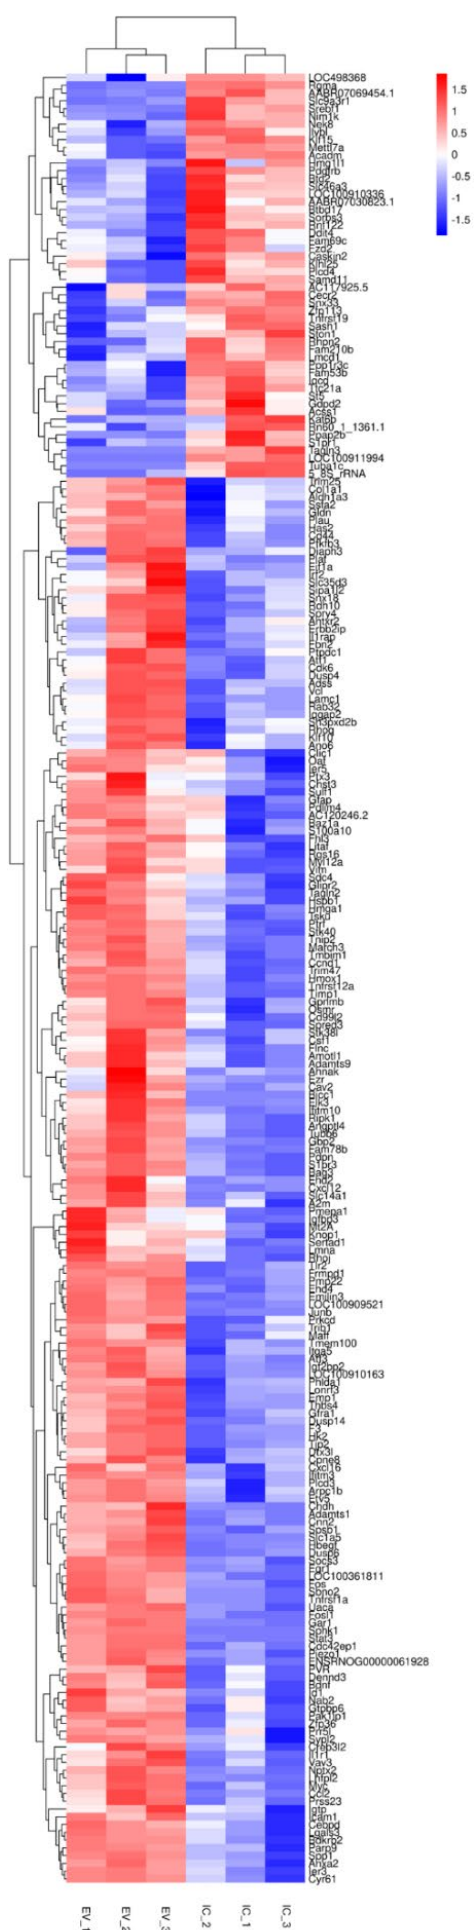

Figure S2. Transcriptomic profiling of IC\_vs\_EV comparison group. Heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package. Each row represents a gene and each column corresponds to an individual sample, sample groups indicated by column annotations. Gene expression values were row-scaled, hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The color scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated).

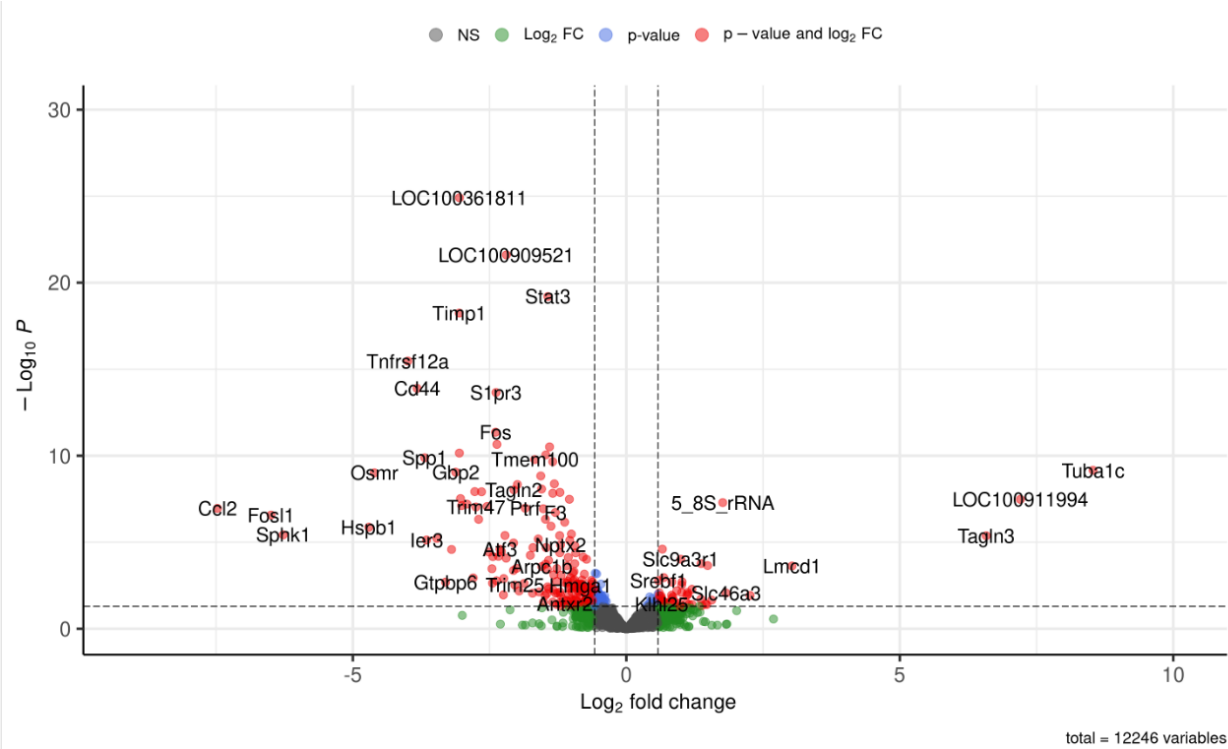

Figure S3. Volcano plot showing the level of gene expression depending on the fold change and p-value ( $p < 0.05$  and  $|FC| < 1.5$ ), the expression of genes in the control group is shown relative to the ex-perimental group,  $FC < 1.5$  – down-regulated genes,  $FC > 1.5$  – up-regulated genes in the comparison group IC\_vs\_EV.

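The article's gene table gives fold changes as the control relative to EV, so that a negative value there is a gene higher after EV. Of its 12245 genes, 1998 could be read, and 44 of these are marked there as past the article's p and fold change. Of the 44 genes 42 were tested here, all 42 changed in the direction of the table once its sign was turned, and 36 also passed an unadjusted p under 0.05 in limma and a fold change over 1.5. For 8 of the readable genes that are named here, the log2 ratio of mean TPM, EV to IC, was set beside the article's value with the sign turned. It came within the larger standard error for 7 of the 8 with all libraries. Without IC replicate 2 the ratios of Tnfrsf12a (4.75), Gfap (2.2) and Ier3 (5.42) also lay outside that error, beside the article's 3.99, 1.33 and 3.65. For Tnfrsf12a the ratio was 4.06 and the article's value is 3.99, and for Tagln3, the exception, the ratio was −0.09 and the article's value is −6.58. These 2 values are not of one kind, since the ratio sums 2 rows of that name and the article's table gives 1 Ensembl gene.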

Figure S4. Gene set enrichment analysis (GO-base) in the comparison group IC\_vs\_EV.

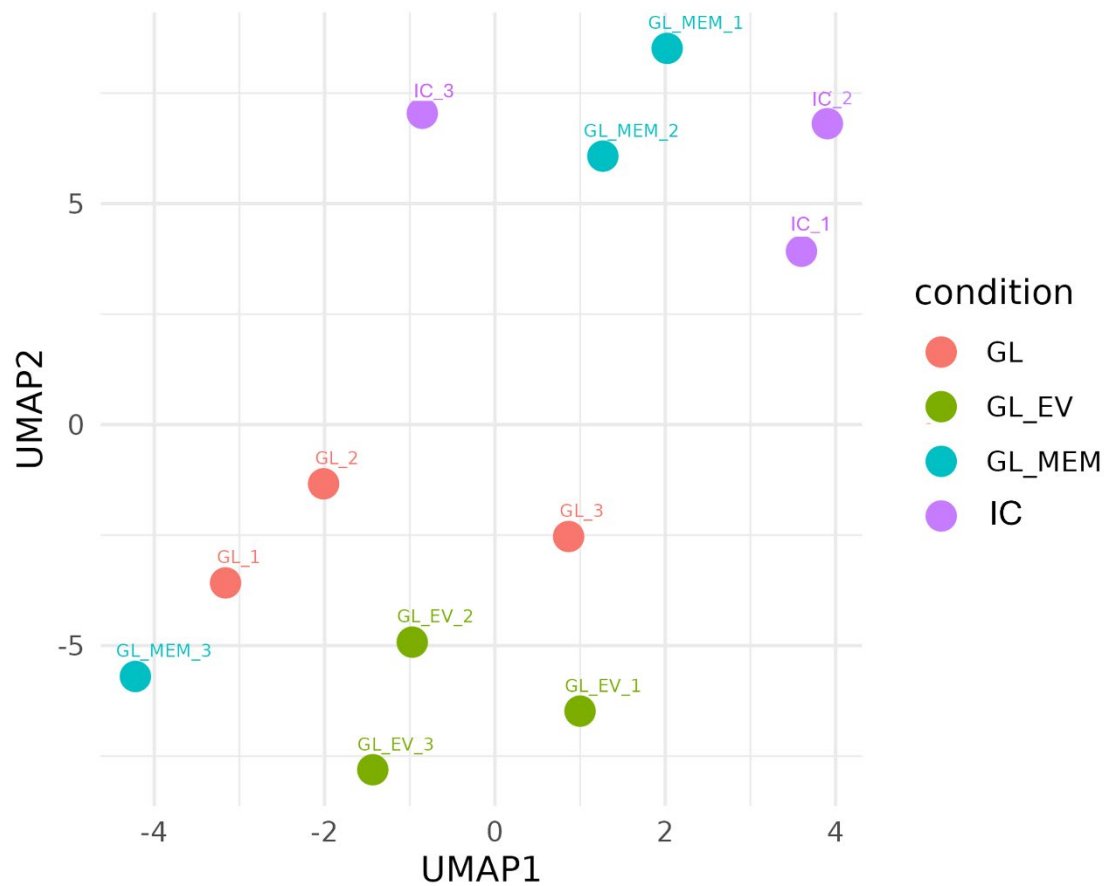

Figure S5. Results of clustering of DeSeq number of genes from IC (n=3), GL, GL\_Mem (n=3) and GL\_EV (n=3). Two-dimensional UMAP was obtained with umap R package using the top 200 most variable genes identified from the variance-stabilized and batch-corrected counts, with UMAP parameters specifically configured to a neighborhood size of 6, a minimum distance of 1, a spread of 3, and a cosine distance metric.

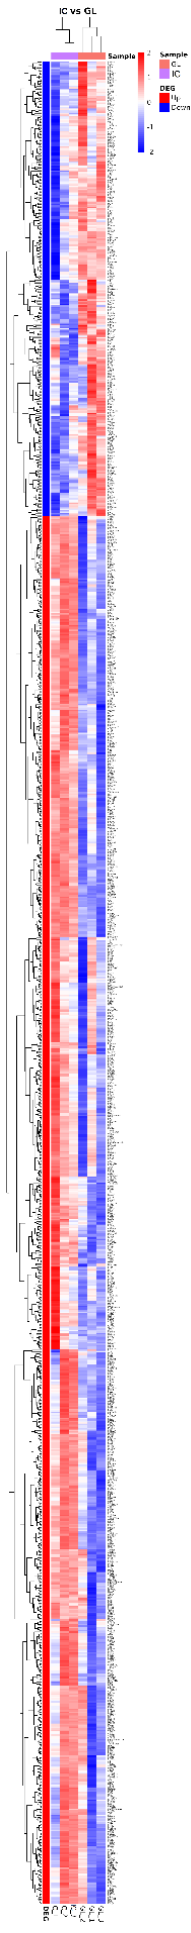

Figure S6. Transcriptomic profiling of IC\_vs\_GL comparison group. Heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package. Each row represents a gene and each column corresponds to an individual sample, sample groups indicated by column annotations. Gene expression values were row-scaled, hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The color scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated).

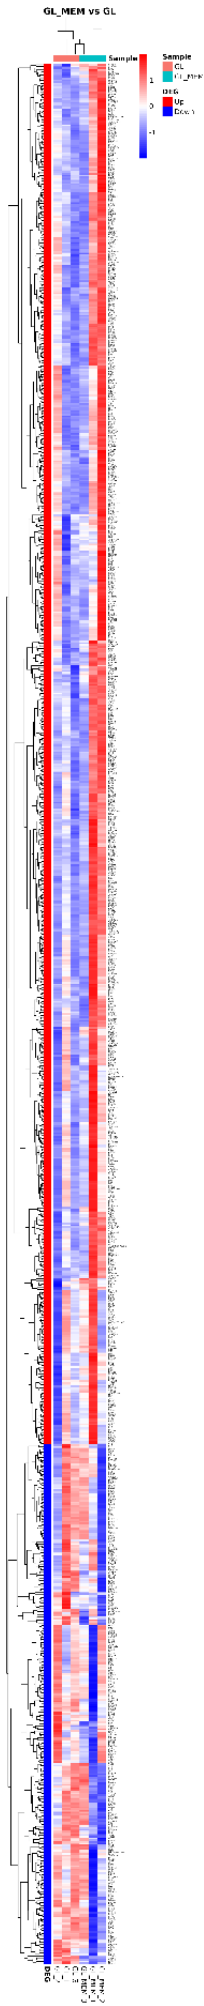

Figure S7. Transcriptomic profiling of GL\_Mem\_vs\_GL comparison group. Heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package. Each row represents a gene and each column corresponds to an individual sample, sample groups indicated by column annotations. Gene expression values were row-scaled, hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The color scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated).

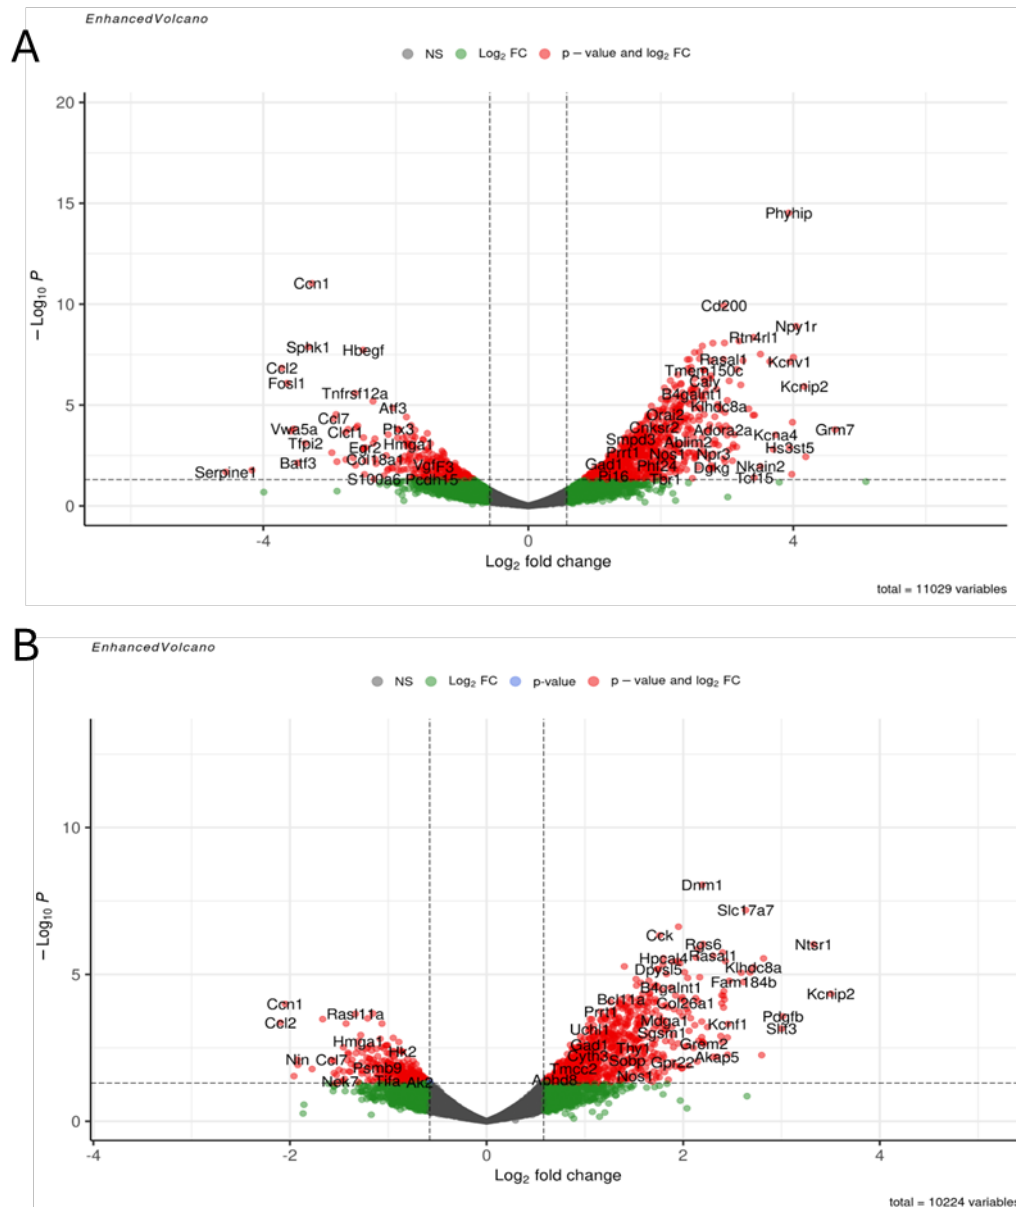

Figure S8. Volcano plot showing the level of gene expression depending on the fold change and p-value ( $p < 0.05$  and  $|FC| < 1.5$ ), A, B – Volcano plots showing the gene expression level depending on the fold change and p-value ( $p\text{-value} < 0.05$  and  $|FC| < 1.5$ ) in the comparison groups IC\_vs\_GL (A), GL\_Mem\_vs\_GL (B).

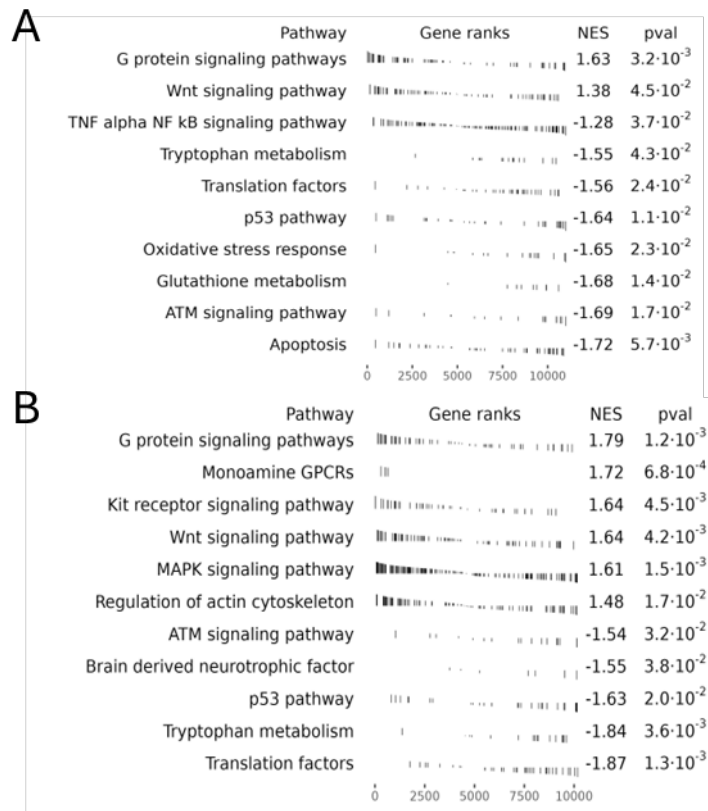

Figure S9. Gene set enrichment analysis (GO-base) in the comparison group IC\_vs\_GL (A) and GL\_Mem\_vs\_GL (B).

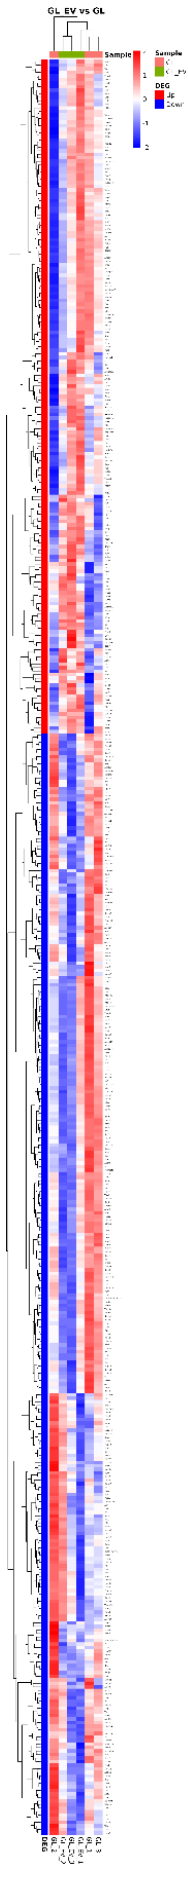

Figure S10. Transcriptomic profiling of GL\_EV\_vs\_GL comparison group. Heatmaps of differentially expressed genes (DEGs) were obtained using pheatmap R package. Each row represents a gene and each column corresponds to an individual sample, sample groups indicated by column annotations. Gene expression values were row-scaled, hierarchical clustering was performed for both rows (genes) and columns (samples) using Euclidean distance and the complete clustering method. The color scale represents scaled expression values and ranges from blue (down-regulated) to red (up-regulated).

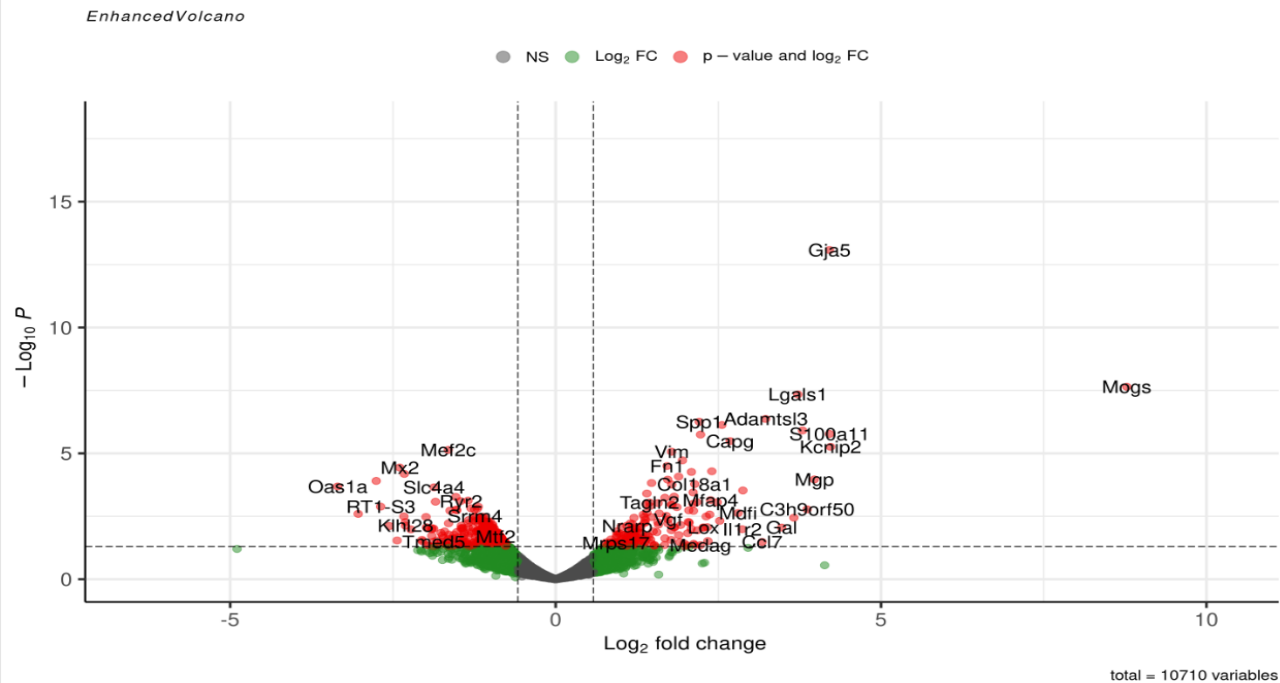

Figure S11. Volcano plot showing the level of gene expression depending on the fold change and p-value ( $p < 0.05$  and  $|FC| < 1.5$ ), the expression of genes in the control group is shown relative to the ex-perimental group,  $FC < 1.5$  – down-regulated genes,  $FC > 1.5$  – up-regulated genes in the comparison group GL\_EV\_vs\_GL.

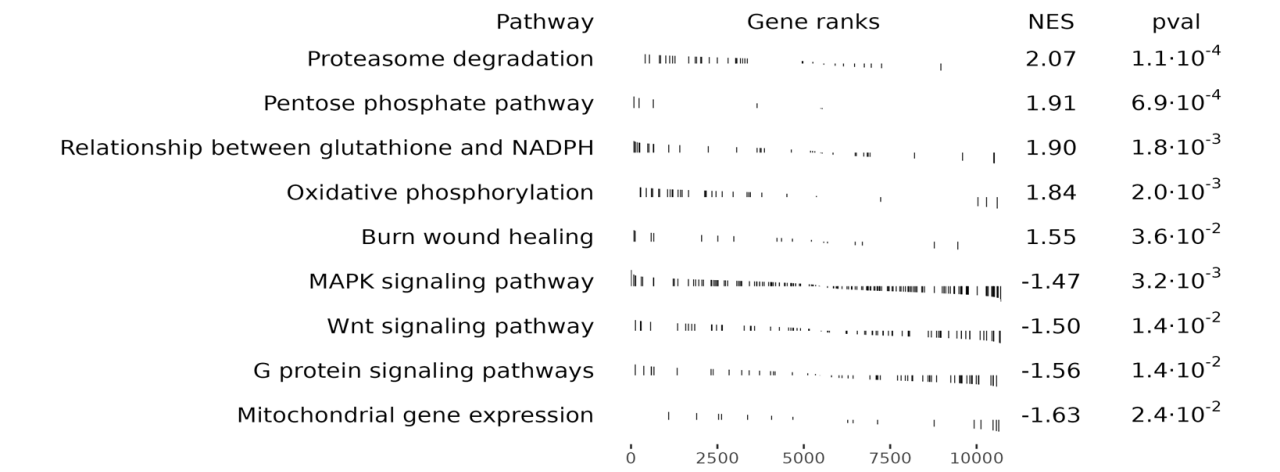

Figure S12. Gene set enrichment analysis (GO-base) in the comparison group GL\_EV\_vs\_GL.

**Table S1.** Lists of the most significant down-regulated differentially expressed genes (DEGs) associated with enriched biological pathways in the IC\_vs\_EV comparison group.

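Table S1 sorts genes that the article calls lower in the control group, and therefore higher after EV-GPCs, under the pathways in which its enrichment placed them. The table names Mycn, while the heatmap of Figure 8A names Myc. In the deposited values Myc was higher after EV, at 30.1 ± 3.81 TPM (SD, n = 3) against 19.5 ± 2.93 TPM in IC, a log2 fold change of 0.60 (standard error 0.16, limma adjusted p = 0.707). Mycn was at 36.1 ± 6.63 TPM after EV and at 38.5 ± 6.55 TPM in IC, a log2 fold change of −0.10 (standard error 0.19, limma adjusted p = 1), and without EV replicate 1 it changed by 0.02.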

**Table S2.** Lists of the most significant differentially expressed genes (DEGs) associated with enriched biological pathways in the IC\_vs\_GL and GL\_Mem\_vs\_GL comparison groups.

**Table S3.** Lists of the most significant differentially expressed genes (DEGs) associated with enriched biological pathways in the GL\_EV\_vs\_GL comparison group.

## References:

1. Saganich, M.J.; Machado, E.; Rudy, B. Differential expression of genes encoding subthreshold-operating voltage-gated K<sup>+</sup> channels in brain. *J. Neurosci.* **2001**, *21*, 4609–4624. <https://doi.org/10.1523/jneurosci.21-13-04609.2001>.
2. Xu, Q.; Fan, G.; Shao, S. Role of TNFRSF12A in cell proliferation, apoptosis, and proinflammatory cytokine expression by regulating the MAPK and NF-κB pathways in thyroid cancer cells. *Cytokine* **2025**, *186*, 156841. <https://doi.org/10.1016/j.cyto.2024.156841>.
3. Ashutosh Chao, C.; Borgmann, K.; Brew, K.; Ghorpade, A. Tissue inhibitor of metalloproteinases-1 protects human neurons from staurosporine and HIV-1-induced apoptosis: Mechanisms and relevance to HIV-1-associated dementia. *Cell Death Dis.* **2012**, *3*, e332–e332.
4. Gauthier-Kemper, A.; Alonso, M.S.; Sündermann, F.; Niewidok, B.; Fernandez, M.-P.; Bakota, L.; Heinisch, J.J.; Brandt, R. Annexins A2 and A6 interact with the extreme N terminus of tau and thereby

- contribute to tau's axonal localization. *J. Biol. Chem.* **2018**, *293*, 8065–8076. <https://doi.org/10.1074/jbc.ra117.000490>.
5. Mandal, P.; Belapurkar, V.; Nair, D.; Ramanan, N. Vinculin-mediated axon growth requires interaction with actin but not talin in mouse neocortical neurons. *Cell. Mol. Life Sci.* **2021**, *78*, 5807–5826. <https://doi.org/10.1007/s00018-021-03879-7>.
6. Buttiglione, M.; Revest, J.-M.; Rougon, G.; Faivre-Sarrailh, C. F3 neuronal adhesion molecule controls outgrowth and fasciculation of cerebellar granule cell neurites: A cell-type-specific effect mediated by the Ig-like domains. *Mol. Cell. Neurosci.* **1996**, *8*, 53–69. <https://doi.org/10.1006/mcne.1996.0043>.
7. Istiaq, A.; Ohta, K. A review on Tsukushi: Mammalian development, disorders, and therapy. *J. Cell Commun. Signal.* **2022**, *16*, 505–513. <https://doi.org/10.1007/s12079-022-00669-z>.
8. Gimenez-Cassina, A.; Lim, F.; Cerrato, T.; Palomo, G.M.; Diaz-Nido, J. Mitochondrial hexokinase II promotes neuronal survival and acts downstream of glycogen synthase kinase-3. *J. Biol. Chem.* **2009**, *284*, 3001–3011. <https://doi.org/10.1074/jbc.m808698200>.
9. Nitti, M.; Piras, S.; Brondolo, L.; Marinari, U.M.; Pronzato, M.A.; Furfaro, A.L. Heme oxygenase 1 in the nervous system: Does it favor neuronal cell survival or induce neurodegeneration? *Int. J. Mol. Sci.* **2018**, *19*, 2260. <https://doi.org/10.3390/ijms19082260>.
10. Dziennis, S.; Alkayed, N.J. Role of signal transducer and activator of transcription 3 in neuronal survival and regeneration. *Rev. Neurobiol.* **2008**, *19*, 341–362. <https://doi.org/10.1515/revneuro.2008.19.4-5.341>.
11. Yoshida, T.; Shiroshima, T.; Lee, S.-J.; Yasumura, M.; Uemura, T.; Chen, X.; Iwakura, Y.; Mishina, M. Interleukin-1 receptor accessory protein organizes neuronal synaptogenesis as a cell adhesion molecule. *J. Neurosci.* **2012**, *32*, 2588–2600. <https://doi.org/10.1523/jneurosci.4637-11.2012>.
12. Dzwonek, J.; Wilczyński, G.M. CD44: Molecular interactions, signaling and functions in the nervous system. *Front. Cell. Neurosci.* **2015**, *9*, 175.
13. Ji, E.; Zhang, Y.; Li, Z.; Wei, L.; Wu, Z.; Li, Y.; Yu, X.; Song, T.-J. The Chemokine CCL2 Promotes Excitatory Synaptic Transmission in Hippocampal Neurons via GluA1 Subunit Trafficking. *Neurosci. Bull.* **2024**, *40*, 1649–1666. <https://doi.org/10.1007/s12264-024-01236-9>.
14. Lieberam, I.; Agalliu, D.; Nagasawa, T.; Ericson, J.; Jessell, T.M. A Cxcl12-Cxcr4 Chemokine signaling pathway defines the initial trajectory of mammalian motor axons. *Neuron* **2005**, *47*, 667–679. <https://doi.org/10.1016/j.neuron.2005.08.011>.
15. Caminero, A.; Comabella, M.; Montalban, X. Role of tumour necrosis factor (TNF)- $\alpha$  and *TNFRSF1A* R92Q mutation in the pathogenesis of TNF receptor-associated periodic syndrome and multiple sclerosis. *Clin. Exp. Immunol.* **2011**, *166*, 338–345. <https://doi.org/10.1111/j.1365-2249.2011.04484.x>.
16. Sun, Z.; Xu, X.; He, J.; Murray, A.; Sun, M.-A.; Wei, X.; Wang, X.; McCoig, E.; Xie, E.; Jiang, X.; et al. EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity. *Nat. Commun.* **2019**, *10*, 3892. <https://doi.org/10.1038/s41467-019-11905-3>.
17. Yang, N.J.; Isensee, J.; Neel, D.; Liu, S.M.; Zhang, H.X.B.; Belu, A.; Palan, S.; Kennedy-Curran, A.; Röderer, P.; Nitzsche, A.; et al. Anthrax Toxin as a Molecular Platform to Target Nociceptive Neurons and Modulate Pain. *bioRxiv* **2020**, <https://doi.org/10.1101/2020.03.28.004150>.
18. Mohamedi, Y.; Fontanil, T.; Cobo, T.; Cal, S.; Obaya, A.J. New insights into adamts metalloproteases in the central nervous system. *Biomolecules* **2020**, *10*, 403. <https://doi.org/10.3390/biom10030403>.
19. Li, J.; Parker, B.; Martyn, C.; Natarajan, C.; Guo, J. The PMP22 gene and its related diseases. *Mol. Neurobiol.* **2013**, *47*, 673–698. <https://doi.org/10.1007/s12035-012-8370-x>.
20. Camenisch, T.D.; Spicer, A.P.; Brehm-Gibson, T.; Biesterfeldt, J.; Augustine, M.L.; Calabro, A.; Kubalak, S.; Klewer, S.E.; McDonald, J.A. Disruption of hyaluronan synthase-2 abrogates normal cardiac morphogenesis and hyaluronan-mediated transformation of epithelium to mesenchyme. *J. Clin. Investig.* **2000**, *106*, 349–360. <https://doi.org/10.1172/jci10272>.
21. Joy, M.T.; Vrbova, G.; Dhoot, G.K.; Anderson, P.N. Sulf1 and Sulf2 expression in the nervous system and its role in limiting neurite outgrowth in vitro. *Exp. Neurol.* **2015**, *263*, 150–160. <https://doi.org/10.1016/j.expneurol.2014.10.011>.

22. Cao, Y.; Jin, H.-G.; Ma, H.-H.; Zhao, Z.-H. Comparative analysis on genome-wide DNA methylation in longissimus dorsi muscle between Small Tailed Han and DorperSmall Tailed Han crossbred sheep. *Asian-Australas. J. Anim. Sci.* **2017**, *30*, 1529–1539. <https://doi.org/10.5713/ajas.17.0154>.
23. Leung, G.; Zhou, Y.; Ostrowski, P.; Mylvaganam, S.; Boroumand, P.; Mulder, D.J.; Guo, C.; Muise, A.M.; Freeman, S.A. ARPC1B binds WASP to control actin polymerization and curtail tonic signaling in B cells. *J. Clin. Investig.* **2021**, *6*, e149376. <https://doi.org/10.1172/jci.insight.149376>.
24. Kim, H.-R.; Kwon, M.-S.; Lee, S.; Mun, Y.; Lee, K.-S.; Kim, C.-H.; Na, B.-R.; Kim, B.N.R.; Piragyte, I.; Lee, H.-S.; et al. TAGLN2 polymerizes G-actin in a low ionic state but blocks Arp2/3-nucleated actin branching in physiological conditions. *Sci. Rep.* **2018**, *8*, 5503. <https://doi.org/10.1038/s41598-018-23816-2>.
25. Chen, Z.; Wang, C.; Li, M.; Cai, S.; Liu, X. SPRED3 regulates the NF- $\kappa$ B signaling pathway in thyroid cancer and promotes the proliferation. *Sci. Rep.* **2024**, *14*, 20506. <https://doi.org/10.1038/s41598-024-61075-6>.
26. Pan, A.L.; Audrain, M.; Sakakibara, E.; Joshi, R.; Zhu, X.; Wang, Q.; Wang, M.; Beckmann, N.D.; Schadt, E.E.; Gandy, S.; et al. Dual-specificity protein phosphatase 6 (DUSP6) overexpression reduces amyloid load and improves memory deficits in male 5xFAD mice. *Front. Aging Neurosci.* **2024**, *16*, 1400447. <https://doi.org/10.3389/fnagi.2024.1400447>.
27. Huang, S.; Liu, F.; Niu, Q.; Li, Y.; Liu, C.; Zhang, L.; Ni, D.; Pu, X. GLIPR-2 Overexpression in HK-2 Cells Promotes Cell EMT and Migration through ERK1/2 Activation. *PLoS ONE* **2013**, *8*, e58574. <https://doi.org/10.1371/journal.pone.0058574>.
28. Satoh, J.-I.; Kino, Y.; Yanaizu, M.; Ishida, T.; Saito, Y. Microglia express GPNMB in the brains of Alzheimer's disease and Nasu-Hakola disease. *Intractable Rare Dis. Res.* **2019**, *8*, 120–128. <https://doi.org/10.5582/irdr.2019.01049>.
29. Seijffers, R.; Zhang, J.; Matthews, J.C.; Chen, A.; Tamrazian, E.; Babaniyi, O.; Selig, M.; Hynynen, M.; Woolf, C.J.; Brown, R.H. ATF3 expression improves motor function in the ALS mouse model by promoting motor neuron survival and retaining muscle innervation. *Proc. Natl. Acad. Sci. USA* **2014**, *111*, 1622–1627. <https://doi.org/10.1073/pnas.1314826111>.
30. Liu, Y.; Liu, K.; Huang, Y.; Sun, M.; Tian, Q.; Zhang, S.; Qin, Y. TRIM25 Promotes TNF- $\alpha$ -Induced NF- $\kappa$ B Activation through Potentiating the K63-Linked Ubiquitination of TRAF2. *J. Immunol.* **2020**, *204*, 1499–1507.
31. Ye, J.; Zhang, Y.; Cai, Z.; Jiang, M.; Li, B.; Chen, G.; Zeng, Y.; Liang, Y.; Wu, S.; Wang, Z.; et al. Increased expression of immediate early response gene 3 protein promotes aggressive progression and predicts poor prognosis in human bladder cancer. *BMC Urol.* **2018**, *18*, 82. <https://doi.org/10.1186/s12894-018-0388-6>.
32. Srivastava, A.K.; Renusch, S.R.; Naiman, N.E.; Gu, S.; Sneh, A.; Arnold, W.D.; Sahenk, Z.; Kolb, S.J. Mutant HSPB1 overexpression in neurons is sufficient to cause age-related motor neuronopathy in mice. *Neurobiol. Dis.* **2012**, *47*, 163–173. <https://doi.org/10.1016/j.nbd.2012.03.035>.
33. Jin, H.; Kanthasamy, A.; Anantharam, V.; Rana, A.; Kanthasamy, A.G. Transcriptional regulation of pro-apoptotic protein kinase C $\delta$ : Implications for oxidative stress-induced neuronal cell death. *J. Biol. Chem.* **2011**, *286*, 19840–19859.
34. Léger, H.; Santana, E.; Leu, N.A.; Smith, E.T.; Beltran, W.A.; Aguirre, G.D.; Luca, F.C. Ndr kinases regulate retinal interneuron proliferation and homeostasis. *Sci. Rep.* **2018**, *8*, 12544. <https://doi.org/10.1038/s41598-018-30492-9>.
35. Nakazawa, S.; Gotoh, N.; Matsumoto, H.; Murayama, C.; Suzuki, T.; Yamamoto, T. Expression of sorting Nexin 18 (SNX18) is dynamically regulated in developing Spinal Motor Neurons. *J. Histochem. Cytochem.* **2011**, *59*, 202–213. <https://doi.org/10.1369/0022155410392231>.
36. Corgiat, E.B.; List, S.M.; Rounds, J.C.; Corbett, A.H.; Moberg, K.H. The RNA-binding protein Nab2 regulates the proteome of the developing Drosophila brain. *J. Biol. Chem.* **2021**, *297*, 100877. <https://doi.org/10.1016/j.jbc.2021.100877>.
37. Yang, Z.; Wang, K.K. Glial fibrillary acidic protein: From intermediate filament assembly and gliosis to neurobiomarker. *Trends Neurosci.* **2015**, *38*, 364–374. <https://doi.org/10.1016/j.tins.2015.04.003>.

38. Cai, J.; Gao, L.; Wang, Y.; Li, Y.; Ye, Z.; Tong, S.; Yan, T.; Sun, Q.; Xu, Y.; Jiang, H.; et al. TMBIM1 promotes proliferation and attenuates apoptosis in glioblastoma cells by targeting the p38 MAPK signalling pathway. *Transl. Oncol.* **2022**, *19*, 101391. <https://doi.org/10.1016/j.tranon.2022.101391>.
39. Santoro, A.; Nicolin, V.; Florenzano, F.; Rosati, A.; Capunzo, M.; Nori, S.L. BAG3 is involved in neuronal differentiation and migration. *Cell Tissue Res.* **2017**, *368*, 249–258. <https://doi.org/10.1007/s00441-017-2570-7>.
40. Kerosuo, L.; Neppala, P.; Hsin, J.; Mohlin, S.; Viece, F.M.; Török, Z.; Laine, A.; Westermarck, J.; Bronner, M.E. Enhanced expression of MycN/CIP2A drives neural crest toward a neural stem cell-like fate: Implications for priming of neuroblastoma. *Proc. Natl. Acad. Sci. USA* **2018**, *115*, E7351–E7360. <https://doi.org/10.1073/pnas.1800039115>.
41. Pantazopoulos, H.; Woo, T.-U.W.; Lim, M.P.; Lange, N.; Berretta, S. Extracellular matrix-glia abnormalities in the amygdala and entorhinal cortex of subjects diagnosed with schizophrenia. *Arch. Gen. Psychiatry* **2010**, *67*, 155–166. <https://doi.org/10.1001/archgenpsychiatry.2009.196>.
42. Sampieri, L.; Funes Chabán, M.; Di Giusto, P.; Rozés-Salvador, V.; Alvarez, C. CREB3L2 Modulates Nerve Growth Factor-Induced Cell Differentiation. *Front. Mol. Neurosci.* **2021**, *14*, 650338.
43. Shibasaki, K.; Murayama, N.; Ono, K.; Ishizaki, Y.; Tominaga, M. TRPV2 Enhances axon outgrowth through its activation by membrane stretch in developing sensory and motor neurons. *J. Neurosci.* **2010**, *30*, 4601–4612. <https://doi.org/10.1523/jneurosci.5830-09.2010>.
44. Franquinho, F.; Nogueira-Rodrigues, J.; Duarte, J.M.; Esteves, S.S.; Carter-Su, C.; Monaco, A.P.; Molnár, Z.; Velayos-Baeza, A.; Brites, P.; Sousa, M.M. The dyslexia-susceptibility protein kina319 inhibits axon growth through smad2 signaling. *Cereb. Cortex* **2017**, *27*, 1732–1747. <https://doi.org/10.1093/cercor/bhx023>.
45. Jósavay, K.; Winter, Z.; Katona, R.L.; Pecze, L.; Marton, A.; Buhala, A.; Szakonyi, G.; Oláh, Z.; Vizler, C. Besides neuro-imaging, the Thy1-YFP mouse could serve for visualizing experimental tumours, inflammation and wound-healing. *Sci. Rep.* **2014**, *4*, 6776. <https://doi.org/10.1038/srep06776>.
46. Kim, H.R.; Kim, D.H.; An, J.Y.; Kang, D.; Park, J.W.; Hwang, E.M.; Seo, E.J.; Jang, I.H.; Ha, C.M.; Lee, B.J. NELL2 function in axon development of hippocampal neurons. *Mol. Cells* **2020**, *43*, 581–589. <https://doi.org/10.14348/molcells.2020.0032>.
47. Wang, J.; Miao, Y.; Wicklein, R.; Sun, Z.; Wang, J.; Jude, K.M.; Fernandes, R.A.; Merrill, S.A.; Wernig, M.; Garcia, K.C.; et al. RTN4/NoGo-receptor binding to BAI adhesion-GPCRs regulates neuronal development. *Cell* **2021**, *184*, 5869–5885.
48. Sherchan, P.; Travis, Z.D.; Tang, J.; Zhang, J.H. The potential of Slit2 as a therapeutic target for central nervous system disorders. *Expert Opin. Ther. Targets* **2020**, *24*, 805–818. <https://doi.org/10.1080/14728222.2020.1766445>.
49. Gatto, G.; Dudanova, I.; Suetterlin, P.; Davies, A.M.; Drescher, U.; Bixby, J.L.; Klein, R. Protein tyrosine phosphatase receptor type O inhibits trigeminal axon growth and branching by repressing TrkB and ret signaling. *J. Neurosci.* **2013**, *33*, 5399–5410. <https://doi.org/10.1523/jneurosci.4707-12.2013>.
50. Kim, M.; Roesener, A.P.; Mendonca, P.R.; Mastick, G.S. Robo1 and Robo2 have distinct roles in pioneer longitudinal axon guidance. *Dev. Biol.* **2011**, *358*, 181–188. <https://doi.org/10.1016/j.ydbio.2011.07.025>.
51. Orioli, D.; Klein, R. The eph receptor family: Axonal guidance by contact repulsion. *Trends Genet.* **1997**, *13*, 354–359. [https://doi.org/10.1016/s0168-9525\(97\)01220-1](https://doi.org/10.1016/s0168-9525(97)01220-1).
52. Corradini, I.; Verderio, C.; Sala, M.; Wilson, M.C.; Matteoli, M. SNAP-25 in neuropsychiatric disorders. *Ann. N.Y. Acad. Sci.* **2009**, *1152*, 93–99.
53. Ha, S.; Lee, D.; Cho, Y.S.; Chung, C.; Yoo, Y.-E.; Kim, J.; Lee, J.; Kim, W.; Kim, H.; Bae, Y.C.; et al. Cerebellar shank2 regulates excitatory synapse density, motor coordination, and specific repetitive and anxiety-like behaviors. *J. Neurosci.* **2016**, *36*, 12129–12143. <https://doi.org/10.1523/jneurosci.1849-16.2016>.
54. de Wit, J.; Ghosh, A. Control of neural circuit formation by leucine-rich repeat proteins. *Trends Neurosci.* **2014**, *37*, 539–550. <https://doi.org/10.1016/j.tins.2014.07.004>.
55. Bustos, F.J.; Ampuero, E.; Jury, N.; Aguilar, R.; Falahi, F.; Toledo, J.; Ahumada, J.; Lata, J.; Cubillos, P.; Henríquez, B.; et al. Epigenetic editing of the Dlg4/PSD95 gene improves cognition in aged and Alzheimer’s disease mice. *Brain* **2017**, *140*, 3252–3268. <https://doi.org/10.1093/brain/awx272>.

56. Niftullayev, S.; Lamarche-Vane, N. Regulators of rho GTPases in the nervous system: Molecular implication in axon guidance and neurological disorders. *Int. J. Mol. Sci.* **2019**, *20*, 1497. <https://doi.org/10.3390/ijms20061497>.
57. Chen, Y.; Fu, W.-Y.; Ip, J.P.K.; Ye, T.; Fu, A.K.Y.; Chao, M.V.; Ip, N.Y. Ankyrin repeat-rich membrane spanning protein (Kidins220) is required for neurotrophin and ephrin receptor-dependent dendrite development. *J. Neurosci.* **2012**, *32*, 8263–8269. <https://doi.org/10.1523/jneurosci.1264-12.2012>.
58. Shima, Y.; Kawaguchi, S.-Y.; Kosaka, K.; Nakayama, M.; Hoshino, M.; Nabeshima, Y.; Hirano, T.; Uemura, T. Opposing roles in neurite growth control by two seven-pass transmembrane cadherins. *Nat. Neurosci.* **2007**, *10*, 963–969. <https://doi.org/10.1038/nn1933>.
59. Du, H.; Wang, Z.; Guo, R.; Yang, L.; Liu, G.; Zhang, Z.; Xu, Z.; Tian, Y.; Yang, Z.; Li, X.; et al. Transcription factors *Bcl11a* and *Bcl11b* are required for the production and differentiation of cortical projection neurons. *Cereb. Cortex* **2022**, *32*, 3611–3632. <https://doi.org/10.1093/cercor/bhab437>.
60. Gutiérrez, H.C.; O’Leary, A.; Freudenberg, F.; Fedele, G.; Wilkinson, R.; Markham, E.; van Eeden, F.; Reif, A.; Norton, W.H. Nitric oxide interacts with monoamine oxidase to modulate aggression and anxiety-like behaviour. *Eur. Neuropsychopharmacol.* **2020**, *30*, 30–43. <https://doi.org/10.1016/j.euroneuro.2017.09.004>.
61. Pinna, A.; Serra, M.; Marongiu, J.; Morelli, M. Pharmacological interactions between adenosine A2A receptor antagonists and different neurotransmitter systems. *Park. Relat. Disord.* **2020**, *80*, S37–S44. <https://doi.org/10.1016/j.parkreldis.2020.10.023>.
62. Tan, J.; Xiao, Y.; Kong, F.; Qian, J.; Zhu, A.; Yan, C. Structural insights into thyroid hormone transporter MCT8. *Nat. Commun.* **2025**, *16*, 2958. <https://doi.org/10.1038/s41467-025-58131-8>.
63. Eriksen, J.; Li, F.; Edwards, R.H. The mechanism and regulation of vesicular glutamate transport: Coordination with the synaptic vesicle cycle. *Biochim. Et Biophys. Acta-Biomembr.* **2020**, *1862*, 183259. <https://doi.org/10.1016/j.bbamem.2020.183259>.
64. Pizzagalli, M.D.; Bensimon, A.; Superti-Furga, G. A guide to plasma membrane solute carrier proteins. *FEBS J.* **2021**, *288*, 2784–2835. <https://doi.org/10.1111/febs.15531>.
65. Batten, S.R.; Matveeva, E.A.; Whiteheart, S.W.; Vanaman, T.C.; Gerhardt, G.A.; Slevin, J.T. Linking kindling to increased glutamate release in the dentate gyrus of the hippocampus through the STXBP5/tomosyn-1 gene. *Brain Behav.* **2017**, *7*, e00795. <https://doi.org/10.1002/brb3.795>.
66. Um, J.W.; Choi, G.; Park, D.; Kim, D.; Jeon, S.; Kang, H.; Mori, T.; Papadopoulos, T.; Yoo, T.; Lee, Y.; et al. IQ Motif and SEC7 domain-containing protein 3 (IQSEC3) interacts with gephyrin to promote inhibitory synapse formation. *J. Biol. Chem.* **2016**, *291*, 10119–10130. <https://doi.org/10.1074/jbc.m115.712893>.
67. Köster, J.-D.; Leggewie, B.; Blechner, C.; Brandt, N.; Fester, L.; Rune, G.; Schweizer, M.; Kindler, S.; Windhorst, S. Inositol-1,4,5-trisphosphate-3-kinase-A controls morphology of hippocampal dendritic spines. *Cell. Signal.* **2016**, *28*, 83–90. <https://doi.org/10.1016/j.cellsig.2015.10.016>.
68. Matt, L.; Kim, K.; Chowdhury, D.; Hell, J.W. Role of palmitoylation of postsynaptic proteins in promoting synaptic plasticity. *Front. Mol. Neurosci.* **2019**, *12*, 8. <https://doi.org/10.3389/fnmol.2019.00008>.
69. Paul, M.S.; Michener, S.L.; Pan, H.; Chan, H.; Pfliger, J.M.; Rosenfeld, J.A.; Lerma, V.C.; Tran, A.; Longley, M.A.; Lewis, R.A.; et al. A syndromic neurodevelopmental disorder caused by rare variants in PPFIA3. *Am. J. Hum. Genet.* **2024**, *111*, 96–118. <https://doi.org/10.1016/j.ajhg.2023.12.004>.
70. Okerlund, N.D.; Kivimäe, S.; Tong, C.K.; Peng, I.-F.; Ullian, E.M.; Cheyette, B.N.R. Dact1 is a postsynaptic protein required for dendrite, spine, and excitatory synapse development in the mouse forebrain. *J. Neurosci.* **2010**, *30*, 4362–4368. <https://doi.org/10.1523/jneurosci.0354-10.2010>.
71. Zhang, Y.; Yu, T.; Li, N.; Wang, J.; Wang, J.; Ge, Y.; Yao, R. Psychomotor development and attention problems caused by a splicing variant of CNKSR2. *BMC Med. Genom.* **2020**, *13*, 182. <https://doi.org/10.1186/s12920-020-00844-4>.
72. Kwon, S.E.; Chapman, E.R. Synaptophysin Regulates the Kinetics of Synaptic Vesicle Endocytosis in Central Neurons. *Neuron* **2011**, *70*, 847–854. <https://doi.org/10.1016/j.neuron.2011.04.001>.
73. Barman, A.; Assmann, A.; Richter, S.; Soch, J.; Schäfer, H.; Wästenberg, T.; Deibele, A.; Klein, M.; Richter, A.; Behnisch, G.; et al. Genetic variation of the RASGRF1 regulatory region affects human

- hippocampus-dependent memory. *Front. Hum. Neurosci.* **2014**, *8*, 260. <https://doi.org/10.3389/fnhum.2014.00260>.
74. Ismail, V.; Zachariassen, L.G.; Godwin, A.; Sahakian, M.; Ellard, S.; Stals, K.L.; Baple, E.; Brown, K.T.; Foulds, N.; Wheway, G.; et al. Identification and functional evaluation of GRIA1 missense and truncation variants in individuals with ID: An emerging neurodevelopmental syndrome. *Am. J. Hum. Genet.* **2022**, *109*, 1217–1241. <https://doi.org/10.1016/j.ajhg.2022.05.009>.
75. Camp, C.R.; Yuan, H. GRIN2D/GluN2D NMDA receptor: Unique features and its contribution to pediatric developmental and epileptic encephalopathy. *Eur. J. Paediatr. Neurol.* **2020**, *24*, 89–99. <https://doi.org/10.1016/j.ejpn.2019.12.007>.
76. Rigter, P.M.; de Konink, C.; Dunn, M.J.; Onori, M.P.; Humberson, J.B.; Thomas, M.; Barnes, C.; Prada, C.E.; Weaver, K.N.; Ryan, T.D.; et al. Role of CAMK2D in neurodevelopment and associated conditions. *Am. J. Hum. Genet.* **2024**, *111*, 364–382. <https://doi.org/10.1016/j.ajhg.2023.12.016>.
77. Suthar, S.K.; Alam, M.M.; Lee, J.; Monga, J.; Joseph, A.; Lee, S.-Y. Bioinformatic Analyses of Canonical Pathways of TSPOAP1 and its Roles in Human Diseases. *Front. Mol. Biosci.* **2021**, *8*, 667947. <https://doi.org/10.3389/fmolb.2021.667947>.
78. Wu, L.-Y.; Song, Y.-J.; Zhang, C.-L.; Liu, J. Kv Channel-Interacting Proteins in the Neurological and Cardiovascular Systems: An Updated Review. *Cells* **2023**, *12*, 1894. <https://doi.org/10.3390/cells12141894>.
79. Geering, K. FXYD proteins: New regulators of Na-K-ATPase. *Am. J. Physiol.-Physiol.* **2006**, *290*, F241–F250. <https://doi.org/10.1152/ajprenal.00126.2005>.
80. Murata, K.; Kinoshita, T.; Ishikawa, T.; Kuroda, K.; Hoshi, M.; Fukazawa, Y. Region- and neuronal-subtype-specific expression of Na,K-ATPase alpha and beta subunit isoforms in the mouse brain. *J. Comp. Neurol.* **2020**, *528*, 2654–2678.
81. Strehler, E.E.; Thayer, S.A. Evidence for a role of plasma membrane calcium pumps in neurodegenerative disease: Recent developments. *Neurosci. Lett.* **2018**, *663*, 39–47. <https://doi.org/10.1016/j.neulet.2017.08.035>.
82. Cusick, J.K.; Alcaide, J.; Shi, Y. The RELT Family of Proteins: An Increasing Awareness of Their Importance for Cancer, the Immune System, and Development. *Biomedicines* **2023**, *11*, 2695. <https://doi.org/10.3390/biomedicines11102695>.
83. Ilic, K.; Auer, B.; Mlinac-Jerkovic, K.; Herrera-Molina, R. Neuronal signaling by thy-1 in nanodomains with specific ganglioside composition: Shall we open the door to a new complexity? *Front. Cell Dev. Biol.* **2019**, *7*, 27. <https://doi.org/10.3389/fcell.2019.00027>.
84. Huang, J.Y.; Wang, K.; Vermehren-Schmaedick, A.; Adelman, J.P.; Cohen, M.S. PARP6 is a Regulator of Hippocampal Dendritic Morphogenesis. *Sci. Rep.* **2016**, *6*, 18512. <https://doi.org/10.1038/srep18512>.
85. Tsou, J.-H.; Yang, Y.-C.; Pao, P.-C.; Lin, H.-C.; Huang, N.-K.; Lin, S.-T.; Hsu, K.-S.; Yeh, C.-M.; Lee, K.-H.; Kuo, C.-J.; et al. Important Roles of Ring Finger Protein 112 in Embryonic Vascular Development and Brain Functions. *Mol. Neurobiol.* **2017**, *54*, 2286–2300. <https://doi.org/10.1007/s12035-016-9812-7>.
86. Lin, T.-Y.; Wong, L.-C.; Hou, P.-S.; Wu, C.-K.; Cheng, H.-Y.; Zhao, H.-J.; Tung, C.-Y.; Lee, M.-H.; Lee, W.-T.; Tsai, J.-W. Functional defects in FOXP1 variants predict the severity of brain anomalies in FOXP1 syndrome. *Mol. Psychiatry* **2025**, *30*, 1–12. <https://doi.org/10.1038/s41380-025-03077-y>.
87. Funa, K.; Sasahara, M. The roles of PDGF in development and during neurogenesis in the normal and diseased nervous system. *J. Neuroimmune Pharmacol.* **2014**, *9*, 168–181. <https://doi.org/10.1007/s11481-013-9479-z>.
88. Brawley, C.M.; Uysal, S.; A Kossiakoff, A.; Rock, R.S. Characterization of engineered actin binding proteins that control filament assembly and structure. *PLoS ONE* **2010**, *5*, e13960. <https://doi.org/10.1371/journal.pone.0013960>.
89. Stark, B.C.; Lanier, M.H.; Cooper, J.A. CARMIL family proteins as multidomain regulators of actin-based motility. *Mol. Biol. Cell* **2017**, *28*, 1713–1723. <https://doi.org/10.1091/mbc.e17-01-0019>.
90. Altas, B.; Romanowski, A.J.; Bunce, G.W.; Pouloupoulos, A. Neuronal mTOR Outposts: Implications for Translation, Signaling, and Plasticity. *Front. Cell. Neurosci.* **2022**, *16*, 853634. <https://doi.org/10.3389/fncel.2022.853634>.

91. Chouinard, F.C.; Davis, L.; Gilbert, C.; Bourgoin, S.G. Functional Role of AGAP2/PIKE-A in Fcγ Receptor-Mediated Phagocytosis. *Cells* **2023**, *12*, 72.
92. Zhang, L.; Cao, Y.; Guo, X.; Wang, X.; Han, X.; Kanwore, K.; Hong, X.; Zhou, H.; Gao, D. Hypoxia-induced ROS aggravate tumor progression through HIF-1α-SERPINE1 signaling in glioblastoma. *J. Zhejiang Univ. Sci. B* **2023**, *24*, 32–49. <https://doi.org/10.1631/jzus.b2200269>.
93. Chen, H.; Ma, D.; Yue, F.; Qi, Y.; Dou, M.; Cui, L.; Xing, Y. The Potential Role of Hypoxia-Inducible Factor-1 in the Progression and Therapy of Central Nervous System Diseases. *Curr. Neuropharmacol.* **2021**, *20*, 1651–1666. <https://doi.org/10.2174/1570159x19666210729123137>.
94. Foxler, D.E.; Bridge, K.S.; Foster, J.G.; Grevitt, P.; Curry, S.; Shah, K.M.; Davidson, K.M.; Nagano, A.; Gadaleta, E.; Rhys, H.I.; Kennedy, P.T.; et al. A HIF–LIMD 1 negative feedback mechanism mitigates the pro-tumorigenic effects of hypoxia. *EMBO Mol. Med.* **2018**, *10*, e8304.
95. Salma, J.; McDermott, J.C. Suppression of a MEF2-KLF6 survival pathway by PKA signaling promotes apoptosis in embryonic hippocampal neurons. *J. Neurosci.* **2012**, *32*, 2790–2803. <https://doi.org/10.1523/jneurosci.3609-11.2012>.
96. Bryan, L.; Kordula, T.; Spiegel, S.; Milstien, S. Regulation and functions of sphingosine kinases in the brain. *Biochim. Et Biophys. Acta-Mol. Cell Biol. Lipids* **2008**, *1781*, 459–466. <https://doi.org/10.1016/j.bbalip.2008.04.008>.
97. Li, M.; Yue, W. VRK2, a Candidate Gene for Psychiatric and Neurological Disorders. *Complex Psychiatry* **2018**, *4*, 119–133. <https://doi.org/10.1159/000493941>.
98. Takata, S.; Sakata-Haga, H.; Shimada, H.; Tsukada, T.; Sakai, D.; Shoji, H.; Tomosugi, M.; Nakamura, Y.; Ishigaki, Y.; Iizuka, H.; et al. LIF-IGF Axis Contributes to the Proliferation of Neural Progenitor Cells in Developing Rat Cerebrum. *Int. J. Mol. Sci.* **2022**, *23*, 13199. <https://doi.org/10.3390/ijms232113199>.
99. Joo, J.-Y.; Schaukowitch, K.; Farbiak, L.; Kilaru, G.; Kim, T.-K. Stimulus-specific combinatorial functionality of neuronal c-fos enhancers. *Nat. Neurosci.* **2015**, *19*, 75–83. <https://doi.org/10.1038/nn.4170>.
100. Lu, C.; Jiang, Y.; Xu, W.; Bao, X. Sestrin2: Multifaceted functions, molecular basis, and its implications in liver diseases. *Cell Death Dis.* **2023**, *14*, 160. <https://doi.org/10.1038/s41419-023-05669-4>.
101. Baur, K.; Carrillo-García, C.; Şan, Ş.; von Hahn, M.; Strelau, J.; Hölzl-Wenig, G.; Mandl, C.; Ciccolini, F. Growth/differentiation factor 15 controls ependymal and stem cell number in the V-SVZ. *Stem Cell Rep.* **2024**, *19*, 351–365. <https://doi.org/10.1016/j.stemcr.2024.01.008>.
102. Li, L.; Mo, H.; Zhang, J.; Zhou, Y.; Peng, X.; Luo, X. The role of heat shock protein 90B1 in patients with polycystic ovary syndrome. *PLoS ONE* **2016**, *11*, e0152837. <https://doi.org/10.1371/journal.pone.0152837>.
103. Moon, B.-S.; Yoon, J.-Y.; Kim, M.-Y.; Lee, S.-H.; Choi, T.; Choi, K.-Y. Bone morphogenetic protein 4 stimulates neuronal differentiation of neuronal stem cells through the ERK pathway. *Exp. Mol. Med.* **2009**, *41*, 116–125. <https://doi.org/10.3858/emmm.2009.41.2.014>.
104. Hwang, J.-Y.; Zukin, R.S. REST, a master transcriptional regulator in neurodegenerative disease. *Curr. Opin. Neurobiol.* **2018**, *48*, 193–200. <https://doi.org/10.1016/j.conb.2017.12.008>.
105. Peiris, M.; Hockley, J.R.; E Reed, D.; Smith, E.S.J.; Bulmer, D.C.; Blackshaw, L.A. Peripheral Kv7 channels regulate visceral sensory function in mouse and human colon. *Mol. Pain* **2017**, *13*, 1744806917709371. <https://doi.org/10.1177/1744806917709371>.
106. Zhong, L.; Fang, S.; Wang, A.-Q.; Zhang, Z.-H.; Wang, T.; Huang, W.; Zhou, H.-X.; Zhang, H.; Yin, Z.-S. Identification of the Fos1/AMPK/autophagy axis involved in apoptotic and inflammatory effects following spinal cord injury. *Int. Immunopharmacol.* **2022**, *103*, 108492. <https://doi.org/10.1016/j.intimp.2021.108492>.
107. Singh, K.; Han, C.; Fleming, J.L.; Becker, A.P.; McElroy, J.; Cui, T.; Johnson, B.; Kumar, A.; Sebastian, E.; Showalter, C.A.; et al. TRIB1 confers therapeutic resistance in GBM cells by activating the ERK and Akt pathways. *Sci. Rep.* **2023**, *13*, 12424. <https://doi.org/10.1038/s41598-023-32983-w>.
108. Navarro, E.; Esteras, N. Multitarget Effects of Nrf2 Signalling in the Brain: Common and Specific Functions in Different Cell Types. *Antioxidants* **2024**, *13*, 1502. <https://doi.org/10.3390/antiox13121502>.

109. Kim, S.; Lee, W.; Jo, H.; Sonn, S.-K.; Jeong, S.-J.; Seo, S.; Suh, J.; Jin, J.; Kweon, H.Y.; Kim, T.K.; et al. The antioxidant enzyme Peroxiredoxin-1 controls stroke-associated microglia against acute ischemic stroke. *Redox Biol.* **2022**, *54*, 102347. <https://doi.org/10.1016/j.redox.2022.102347>.
110. Biermanns, M.; Gärtner, J. Genomic organization and characterization of human PEX2 encoding a 35-kDa peroxisomal membrane protein. *Biochem. Biophys. Res. Commun.* **2000**, *273*, 985–990. <https://doi.org/10.1006/bbrc.2000.3039>.
111. Winship, A.; Sorby, K.; Correia, J.; Rainczuk, A.; Yap, J.; Dimitriadis, E. Interleukin-11 up-regulates endoplasmic reticulum stress induced target, PDIA4 in human first trimester placenta and in vivo in mice. *Placenta* **2017**, *53*, 92–100. <https://doi.org/10.1016/j.placenta.2017.04.007>.
112. Petrova, K.; Oyadomari, S.; Hendershot, L.M.; Ron, D. Regulated association of misfolded endoplasmic reticulum lumenal proteins with P58/DNAJc3. *EMBO J.* **2008**, *27*, 2862–2872. <https://doi.org/10.1038/emboj.2008.199>.
113. Ferreira, L.P.d.S.; da Silva, R.A.; Borges, P.P.; Xavier, L.F.; Scharf, P.; Sandri, S.; Oliani, S.M.; Farsky, S.H.; Gil, C.D. Annexin A1 in neurological disorders: Neuroprotection and glial modulation. *Pharmacol. Ther.* **2025**, *267*, 108809. <https://doi.org/10.1016/j.pharmthera.2025.108809>.
114. Kollárovič, G.; E Topping, C.; Shaw, E.P.; Chambers, A.L. The human HELLS chromatin remodelling protein promotes end resection to facilitate homologous recombination and contributes to DSB repair within heterochromatin. *Nucleic Acids Res.* **2020**, *48*, 1872–1885. <https://doi.org/10.1093/nar/gkz1146>.
115. Jin, H.; Suh, D.-S.; Kim, T.-H.; Yeom, J.-H.; Lee, K.; Bae, J. IER3 is a crucial mediator of TAp73 $\beta$ -induced apoptosis in cervical cancer and confers etoposide sensitivity. *Sci. Rep.* **2015**, *5*, 8367. <https://doi.org/10.1038/srep08367>.
116. Raoul, C.; Estévez, A.G.; Nishimune, H.; Cleveland, D.W.; deLapeyrière, O.; Henderson, C.E.; Haase, G.; Pettmann, B. Motoneuron death triggered by a specific pathway downstream of fas: Potentiation by ALS-linked SOD1 mutations. *Neuron* **2002**, *35*, 1067–1083.
117. Chen, W.; Wang, H.; Tao, S.; Zheng, Y.; Wu, W.; Lian, F.; Jaramillo, M.; Fang, D.; Zhang, D.D. Tumor protein translationally controlled 1 is a p53 target gene that promotes cell survival. *Cell Cycle* **2013**, *12*, 2321–2328. <https://doi.org/10.4161/cc.25404>.
118. Lozinski, B.M.; Ta, K.; Dong, Y. Emerging role of galectin 3 in neuroinflammation and neurodegeneration. *Neural Regen. Res.* **2024**, *19*, 2004–2009. <https://doi.org/10.4103/1673-5374.391181>.
119. Hausott, B.; Klimaschewski, L. Sprouty2—A Novel Therapeutic Target in the Nervous System? *Mol. Neurobiol.* **2019**, *56*, 3897–3903. <https://doi.org/10.1007/s12035-018-1338-8>.
120. Cheng, Z.; Zou, X.; Jin, Y.; Gao, S.; Lv, J.; Li, B.; Cui, R. The role of KLF4 in Alzheimer's disease. *Front. Cell. Neurosci.* **2018**, *12*, 325. <https://doi.org/10.3389/fncel.2018.00325>.
121. Hao, Q.; Liu, Y.; Liu, Y.; Shi, L.; Chen, Y.; Yang, L.; Jiang, Z.; Liu, Y.; Wang, C.; Wang, S.; et al. Cysteine- and glycine-rich protein 1 predicts prognosis and therapy response in patients with acute myeloid leukemia. *Clin. Exp. Med.* **2024**, *24*, 57. <https://doi.org/10.1007/s10238-023-01269-w>.
122. Jiang, D.; de Vries, J.C.; Muschhammer, J.; Schatz, S.; Ye, H.; Hein, T.; Fidan, M.; Romanov, V.S.; Rinkevich, Y.; Scharffetter-Kochanek, K. Local and transient inhibition of p21 expression ameliorates age-related delayed wound healing. *Wound Repair Regen.* **2020**, *28*, 49–60. <https://doi.org/10.1111/wrr.12763>.
123. Gambarotta, G.; El Soury, M. Soluble neuregulin-1 (NRG1): A factor promoting peripheral nerve regeneration by affecting Schwann cell activity immediately after injury. *Neural Regen. Res.* **2019**, *14*, 1374–1375. <https://doi.org/10.4103/1673-5374.253516>.
124. Srivastava, S.; Ramdass, B.; Nagarajan, S.; Rehman, M.; Mukherjee, G.; Krishna, S. Notch1 regulates the functional contribution of RhoC to cervical carcinoma progression. *Br. J. Cancer* **2010**, *102*, 196–205. <https://doi.org/10.1038/sj.bjc.6605451>.
125. Yuan, J.; Yu, J. Human tissue factor pathway inhibitor-2 suppresses the wound-healing activities of human Tenon's capsule fibroblasts in vitro. *Mol. Vis.* **2009**, *15*, 2306–2312.
126. Farooq, M.; Khan, A.W.; Kim, M.S.; Choi, S. The role of fibroblast growth factor (FGF) signaling in tissue repair and regeneration. *Cells* **2021**, *10*, 3242. <https://doi.org/10.3390/cells10113242>.

127. Takouda, J.; Katada, S.; Imamura, T.; Sanosaka, T.; Nakashima, K. SoxE group transcription factor Sox8 promotes astrocytic differentiation of neural stem/precursor cells downstream of Nfia. *Pharmacol. Res. Perspect.* **2021**, *9*, e00749. <https://doi.org/10.1002/prp2.749>.
128. Kim, J.; Lo, L.; Dormand, E.; Anderson, D.J. SOX10 maintains multipotency and inhibits neuronal differentiation of neural crest stem cells. *Neuron* **2003**, *38*, 17–31. [https://doi.org/10.1016/s0896-6273\(03\)00163-6](https://doi.org/10.1016/s0896-6273(03)00163-6).
129. Warner, L.E.; Mancias, P.; Butler, I.J.; McDonald, C.M.; Keppen, L.; Koob, K.G.; Lupski, J.R. Mutations in the early growth response 2 (EGR2) gene are associated with hereditary myelinopathies. *Nat. Genet.* **1998**, *18*, 382–384. <https://doi.org/10.1038/ng0498-382>.
130. Greene, L.A.; Lee, H.Y.; Angelastro, J.M. The transcription factor ATF5: Role in neurodevelopment and neural tumors. *J. Neurochem.* **2009**, *108*, 11–22. <https://doi.org/10.1111/j.1471-4159.2008.05749.x>.
131. Briscoe, J.; Sussel, L.; Serup, P.; Hartigan-O'Connor, D.; Jessell, T.M.; Rubenstein, J.L.R.; Ericson, J. Homeobox gene Nkx2.2 and specification of neuronal identity by graded Sonic hedgehog signalling. *Nature* **1999**, *398*, 622–627. <https://doi.org/10.1038/19315>.
132. Tu, M.; Zhu, P.; Hu, S.; Wang, W.; Su, Z.; Guan, J.; Sun, C.; Zheng, W. Notch1 signaling activation contributes to adult hippocampal neurogenesis following traumatic brain injury. *Med. Sci. Monit.* **2017**, *23*, 5480–5487. <https://doi.org/10.12659/msm.907160>.
133. Escobedo, N.; Contreras, O.; Muñoz, R.; Farías, M.; Carrasco, H.; Hill, C.; Tran, U.; Pryor, S.E.; Wessely, O.; Copp, A.J.; et al. Syndecan 4 interacts genetically with Vangl2 to regulate neural tube closure and planar cell polarity. *Development* **2013**, *140*, 3008–3017. <https://doi.org/10.1242/dev.091173>.
134. Wu, Y.; Peng, H.; Cui, M.; Whitney, N.P.; Huang, Y.; Zheng, J.C. CXCL12 increases human neural progenitor cell proliferation through Akt-1/FOXO3a signaling pathway. *J. Neurochem.* **2009**, *109*, 1157–1167. <https://doi.org/10.1111/j.1471-4159.2009.06043.x>.
135. Chi, S.; Cui, Y.; Wang, H.; Jiang, J.; Zhang, T.; Sun, S.; Zhou, Z.; Zhong, Y.; Xiao, B. Astrocytic Piezo1-mediated mechanotransduction determines adult neurogenesis and cognitive functions. *Neuron* **2022**, *110*, 2984–2999.e8. <https://doi.org/10.1016/j.neuron.2022.07.010>.
136. Tamura, R.E.; de Vasconcellos, J.F.; Sarkar, D.; Libermann, T.A.; Fisher, P.B.; Zerbini, L.F. GADD45 Proteins: Central Players in Tumorigenesis. *Curr. Mol. Med.* **2012**, *12*, 634–651.
137. Liu, C.; Chen, L.; Cong, Y.; Cheng, L.; Shuai, Y.; Lv, F.; Chen, K.; Song, Y.; Xing, Y. Protein phosphatase 1 regulatory subunit 15 A promotes translation initiation and induces G2M phase arrest during cuproptosis in cancers. *Cell Death Dis.* **2024**, *15*, 149. <https://doi.org/10.1038/s41419-024-06489-w>.
138. Grubbs, E.G.; Williams, M.D.; Scheet, P.; Vattathil, S.; Perrier, N.D.; Lee, J.E.; Gagel, R.F.; Hai, T.; Feng, L.; Cabanillas, M.E.; et al. Role of CDKN2C copy number in sporadic medullary thyroid carcinoma. *Thyroid®* **2016**, *26*, 1553–1562. <https://doi.org/10.1089/thy.2016.0224>.
139. Rogers, C.D.; Phillips, J.L.; Bronner, M.E. Elk3 is essential for the progression from progenitor to definitive neural crest cell. *Dev. Biol.* **2013**, *374*, 255–263. <https://doi.org/10.1016/j.ydbio.2012.12.009>.
140. Rudenok, M.M.; Shadrina, M.I.; Filatova, E.V.; Rybolovlev, I.N.; Nesterov, M.S.; Abaimov, D.A.; Ageldinov, R.A.; Kolacheva, A.A.; Ugrumov, M.V.; Slominsky, P.A.; et al. Expression Analysis of Genes Involved in Transport Processes in Mice with MPTP-Induced Model of Parkinson's Disease. *Life* **2022**, *12*, 751. <https://doi.org/10.3390/life12050751>.
141. Ould-Yahoui, A.; Tremblay, E.; Sbai, O.; Ferhat, L.; Bernard, A.; Charrat, E.; Gueye, Y.; Lim, N.H.; Brew, K.; Risso, J.-J.; et al. A new role for TIMP-1 in modulating neurite outgrowth and morphology of cortical neurons. *PLoS ONE* **2009**, *4*, e8289. <https://doi.org/10.1371/journal.pone.0008289>.
142. Huang, T.; Fu, G.; Gao, J.; Zhang, Y.; Cai, W.; Wu, S.; Jia, S.; Xia, S.; Bachmann, T.; Bekker, A.; et al. Fgr contributes to hemorrhage-induced thalamic pain by activating NF-κB/ERK1/2 pathways. *J. Clin. Investig.* **2020**, *5*, e139987. <https://doi.org/10.1172/jci.insight.139987>.
143. Islam, M.I.; Sultana, S.; Padmanabhan, N.; Rashid, M.-U.; Siddiqui, T.J.; Coombs, K.M.; Vitiello, P.F.; Karimi-Abdolrezaee, S.; Eftekharpour, E. Thioredoxin-1 protein interactions in neuronal survival and neurodegeneration. *Biochim. Et Biophys. Acta-Mol. Basis Dis.* **2025**, *1871*, 167548.
144. Mohammadzadeh, P.; Amberg, G.C. AXL/Gas6 signaling mechanisms in the hypothalamic-pituitary-gonadal axis. *Front. Endocrinol.* **2023**, *14*, 1212104. <https://doi.org/10.3389/fendo.2023.1212104>.

145. Zheng, S.-L.; Li, Z.-Y.; Song, J.; Liu, J.-M.; Miao, C.-Y. Metrnl: A secreted protein with new emerging functions. *Acta Pharmacol. Sin.* **2016**, *37*, 571–579. <https://doi.org/10.1038/aps.2016.9>.
146. Fischer-Huchzermeyer, S.; Dombrowski, A.; Hagel, C.; Mautner, V.F.; Schittenhelm, J.; Harder, A. The Cellular Retinoic Acid Binding Protein 2 Promotes Survival of Malignant Peripheral Nerve Sheath Tumor Cells. *Am. J. Pathol.* **2017**, *187*, 1623–1632. <https://doi.org/10.1016/j.ajpath.2017.02.021>.
147. Schaeffer, J.; Tannahill, D.; Cioni, J.-M.; Rowlands, D.; Keynes, R. Identification of the extracellular matrix protein Fibulin-2 as a regulator of spinal nerve organization. *Dev. Biol.* **2018**, *442*, 101–114. <https://doi.org/10.1016/j.ydbio.2018.06.014>.
148. Nonaka, M.; Fukuda, M. Galectin-1 for Neuroprotection? *Immunity* **2012**, *37*, 187–189. <https://doi.org/10.1016/j.immuni.2012.08.006>.
149. Chen, M.X.; Oh, Y.-S.; Kim, Y. S100A10 and its binding partners in depression and antidepressant actions. *Front. Mol. Neurosci.* **2022**, *15*, 953066. <https://doi.org/10.3389/fnmol.2022.953066>.
150. Iwanicka, J.; Balcerzyk-Matić, A.; Iwanicki, T.; Mizia-Stec, K.; Bańka, P.; Filipecki, A.; Gawron, K.; Jarosz, A.; Nowak, T.; Krauze, J.; et al. The Association of ADAMTS7 Gene Polymorphisms with the Risk of Coronary Artery Disease Occurrence and Cardiovascular Survival in the Polish Population: A Case-Control and a Prospective Cohort Study. *Int. J. Mol. Sci.* **2024**, *25*, 2274. <https://doi.org/10.3390/ijms25042274>.
151. Pagnamenta, A.T.; Kaiyrzhanov, R.; Zou, Y.; Da'As, S.I.; Maroofian, R.; Donkervoort, S.; Dominik, N.; Lauffer, M.; Ferla, M.P.; Orioli, A.; et al. An ancestral 10-bp repeat expansion in *VWA1* causes recessive hereditary motor neuropathy. *Brain* **2021**, *144*, 584–600. <https://doi.org/10.1093/brain/awaa420>.
152. Konietzny, A.; Bär, J.; Mikhaylova, M. Dendritic actin cytoskeleton: Structure, functions, and regulations. *Front. Cell. Neurosci.* **2017**, *11*, 147. <https://doi.org/10.3389/fncel.2017.00147>.
153. Kim, N.C.; Andrews, P.C.; Asselbergs, F.W.; Frost, H.R.; Williams, S.M.; Harris, B.T.; Read, C.; Askland, K.D.; Moore, J.H. Gene ontology analysis of pairwise genetic associations in two genome-wide studies of sporadic ALS. *BioData Min.* **2012**, *5*, 9. <https://doi.org/10.1186/1756-0381-5-9>.
154. Notter, T.; Schalbetter, S.M.; Clifton, N.E.; Mattei, D.; Richetto, J.; Thomas, K.; Meyer, U.; Hall, J. Neuronal activity increases translocator protein (TSPO) levels. *Mol. Psychiatry* **2021**, *26*, 2025–2037. <https://doi.org/10.1038/s41380-020-0745-1>.
155. Silbereis, J.C.; Nobuta, H.; Tsai, H.-H.; Heine, V.M.; McKinsey, G.L.; Meijer, D.H.; Howard, M.A.; Petryniak, M.A.; Potter, G.B.; Alberta, J.A.; et al. Olig1 Function Is Required to Repress Dlx1/2 and Interneuron Production in Mammalian Brain. *Neuron* **2014**, *81*, 574–587. <https://doi.org/10.1016/j.neuron.2013.11.024>.
156. José, N.G.d.S.; Massa, F.; Halbgebauer, S.; Oeckl, P.; Steinacker, P.; Otto, M. Neuronal pentraxins as biomarkers of synaptic activity: From physiological functions to pathological changes in neurodegeneration. *J. Neural Transm.* **2022**, *129*, 207–230. <https://doi.org/10.1007/s00702-021-02411-2>.
157. Uzor, N.-E.; Scheihing, D.M.; Kim, G.S.; Moruno-Manchon, J.F.; Zhu, L.; Reynolds, C.R.; Stephenson, J.M.; Holmes, A.; McCullough, L.D.; Tsvetkov, A.S. Aging lowers PEX5 levels in cortical neurons in male and female mouse brains. *Mol. Cell. Neurosci.* **2020**, *107*, 103536. <https://doi.org/10.1016/j.mcn.2020.103536>.
158. Chapleau, A.; Boucher, R.-M.; Pastinen, T.; Thiffault, I.; Gould, P.V.; Bernard, G. Neuropathological characterization of the cavitating leukoencephalopathy caused by COA8 cytochrome c oxidase deficiency: A case report. *Front. Cell. Neurosci.* **2023**, *17*, 1216487. <https://doi.org/10.3389/fncel.2023.1216487>.
159. Mucha, M.; Skrzypiec, A.E.; Schiavon, E.; Attwood, B.K.; Kucerova, E.; Pawlak, R. Lipocalin-2 controls neuronal excitability and anxiety by regulating dendritic spine formation and maturation. *Proc. Natl. Acad. Sci. USA* **2011**, *108*, 18436–18441. <https://doi.org/10.1073/pnas.1107936108>.
160. Kolobynina, K.G.; Solovyova, V.V.; Levay, K.; Rizvanov, A.A.; Slepak, V.Z. Emerging roles of the single EF-hand Ca<sup>2+</sup> sensor tescalcin in the regulation of gene expression, cell growth and differentiation. *J. Cell Sci.* **2016**, *129*, 3533–3540. <https://doi.org/10.1242/jcs.191486>.
161. Nixon, B.; Bromfield, E.G.; Dun, M.D.; Redgrove, K.; McLaughlin, E.; Aitken, R.J. The role of the molecular chaperone heat shock protein A2 (HSPA2) in regulating human sperm-egg recognition. *Asian J. Androl.* **2015**, *17*, 568–573. <https://doi.org/10.4103/1008-682x.151395>.

162. Wang, J.; Owji, A.P.; Kittredge, A.; Clark, Z.; Zhang, Y.; Yang, T. GAD65 tunes the functions of Best1 as a GABA receptor and a neurotransmitter conducting channel. *Nat. Commun.* **2024**, *15*, 8051. <https://doi.org/10.1038/s41467-024-52039-5>.
163. Gotliv, I.L. FXD5: Na<sup>+</sup>/K<sup>+</sup>-ATPase regulator in health and disease. *Front. Cell Dev. Biol.* **2016**, *4*, 26. <https://doi.org/10.3389/fcell.2016.00026>.
164. Shen, J.; Shi, D.; Suzuki, T.; Xia, Z.; Zhang, H.; Araki, K.; Wakana, S.; Takeda, N.; Yamamura, K.-I.; Jin, S.; et al. Severe ocular phenotypes in Rbp4-deficient mice in the C57BL/6 genetic background. *Mod. Pathol.* **2016**, *96*, 680–691. <https://doi.org/10.1038/labinvest.2016.39>.
165. Reichmann, F.; Holzer, P. Neuropeptide Y: A stressful review. *Neuropeptides* **2016**, *55*, 99–109. <https://doi.org/10.1016/j.npep.2015.09.008>.
166. Zhu, Z.; Bolt, E.; Newmaster, K.; Osei-Bonsu, W.; Cohen, S.; Cuddapah, V.A.; Gupta, S.; Paudel, S.; Samanta, D.; Dang, L.T.; et al. SCN1B Genetic Variants: A Review of the Spectrum of Clinical Phenotypes and a Report of Early Myoclonic Encephalopathy. *Children* **2022**, *9*, 1507. <https://doi.org/10.3390/children9101507>.
167. Pang, W.; Yi, X.; Li, L.; Liu, L.; Xiang, W.; Xiao, L. Untangle the Multi-Facet Functions of Aut2 as an Entry Point to Understand Neurodevelopmental Disorders. *Front. Psychiatry* **2021**, *12*, 580433. <https://doi.org/10.3389/fpsy.2021.580433>.
168. Wagner, M.; Lévy, J.; Jung-Klawitter, S.; Bakhtiari, S.; Monteiro, F.; Maroofian, R.; Bierhals, T.; Hempel, M.; Elmaleh-Bergès, M.; Kitajima, J.P.; et al. Loss of TNR causes a nonprogressive neurodevelopmental disorder with spasticity and transient opisthotonus. *Anesthesia Analg.* **2020**, *22*, 1061–1068. <https://doi.org/10.1038/s41436-020-0768-7>.
169. Ageta-Ishihara, N.; Kinoshita, M. Developmental and postdevelopmental roles of septins in the brain. *Neurosci. Res.* **2021**, *170*, 6–12. <https://doi.org/10.1016/j.neures.2020.08.006>.
170. Cukier, H.N.; Duarte, C.L.; Laverde-Paz, M.J.; Simon, S.A.; Van Booven, D.J.; Miyares, A.T.; Whitehead, P.L.; Hamilton-Nelson, K.L.; Adams, L.D.; Carney, R.M.; et al. An Alzheimer's disease risk variant in TTC3 modifies the actin cytoskeleton organization and the PI3K-Akt signaling pathway in iPSC-derived forebrain neurons. *Neurobiol. Aging* **2023**, *131*, 182–195. <https://doi.org/10.1016/j.neurobiolaging.2023.07.007>.
171. Carvalho, S.D.-S.; Moreau, M.M.; Hien, Y.E.; Garcia, M.; Aubailly, N.; Henderson, D.J.; Studer, V.; Sans, N.; Thoumine, O.; Montcouquiol, M. Vangl2 acts at the interface between actin and N-cadherin to modulate mammalian neuronal outgrowth. *eLife* **2020**, *9*, e51822. <https://doi.org/10.7554/elife.51822>.
172. Rolando, C.; Erni, A.; Grison, A.; Beattie, R.; Engler, A.; Gokhale, P.J.; Milo, M.; Wegleiter, T.; Jessberger, S.; Taylor, V. Multipotency of Adult Hippocampal NSCs In Vivo Is Restricted by Drosha/NFIB. *Cell Stem Cell* **2016**, *19*, 653–662. <https://doi.org/10.1016/j.stem.2016.07.003>.
173. Ruiz-Gabarro, D.; Carnero-Espejo, A.; Ávila, J.; García-Escudero, V. What's in a Gene? The Outstanding Diversity of MAPT. *Cells* **2022**, *11*, 840. <https://doi.org/10.3390/cells11050840>.
174. Li, W.; Cheng, T.; Dong, X.; Chen, H.; Yang, L.; Qiu, Z.; Zhou, W. KIF5C deficiency causes abnormal cortical neuronal migration, dendritic branching, and spine morphology in mice. *Pediatr. Res.* **2022**, *92*, 995–1002. <https://doi.org/10.1038/s41390-021-01922-8>.
175. Sakabe, I.; Hu, R.; Jin, L.; Clarke, R.; Kasid, U.N. TMEM33: A new stress-inducible endoplasmic reticulum transmembrane protein and modulator of the unfolded protein response signaling. *Breast Cancer Res. Treat.* **2015**, *153*, 285–297. <https://doi.org/10.1007/s10549-015-3536-7>.
176. Martínez, J.C.; Randolph, L.K.; Iascone, D.M.; Pernice, H.F.; Polleux, F.; Hengst, U. Pum2 Shapes the Transcriptome in Developing Axons through Retention of Target mRNAs in the Cell Body. *Neuron* **2019**, *104*, 931–946.e5. <https://doi.org/10.1016/j.neuron.2019.08.035>.
177. Desole, C.; Gallo, S.; Vitacolonna, A.; Montarolo, F.; Bertolotto, A.; Vivien, D.; Comoglio, P.; Crepaldi, T. HGF and MET: From Brain Development to Neurological Disorders. *Front. Cell Dev. Biol.* **2021**, *9*, 683609. <https://doi.org/10.3389/fcell.2021.683609>.
178. Łuczyńska, K.; Zhang, Z.; Pietras, T.; Zhang, Y.; Taniguchi, H. NFE2L1/Nrf1 serves as a potential therapeutic target for neurodegenerative diseases. *Redox Biol.* **2024**, *69*, 103003. <https://doi.org/10.1016/j.redox.2023.103003>.

179. Higelin, J.; Catanese, A.; Semelink-Sedlacek, L.L.; Oeztuerk, S.; Lutz, A.-K.; Bausinger, J.; Barbi, G.; Speit, G.; Andersen, P.M.; Ludolph, A.C.; et al. NEK1 loss-of-function mutation induces DNA damage accumulation in ALS patient-derived motoneurons. *Stem Cell Res.* **2018**, *30*, 150–162. <https://doi.org/10.1016/j.scr.2018.06.005>.
180. Santo, E.E.; Paik, J. FOXO in Neural Cells and Diseases of the Nervous System. In *Current Topics in Developmental Biology*; Elsevier BV: Amsterdam, The Netherlands, 2018; Volume 127, pp. 105–118.
181. Klopff, E.; Schmidt, H.A.; Clauder-Münster, S.; Steinmetz, L.M.; Schüller, C. INO80 represses osmotic stress induced gene expression by resetting promoter proximal nucleosomes. *Nucleic Acids Res.* **2017**, *45*, 3752–3766. <https://doi.org/10.1093/nar/gkw1292>.
182. Yue, W.; Zhang, K.; Jiang, M.; Long, W.; Cui, J.; Li, Y.; Zhang, Y.; Li, A.; Fang, Y. Deubiquitination of SARM1 by USP13 regulates SARM1 activation and axon degeneration. *Life Med.* **2023**, *2*, lnad040. <https://doi.org/10.1093/lifemedi/lnad040>.
183. Zhang, Z.; Zhao, Y. Progress on the roles of MEF2C in neuropsychiatric diseases. *Mol. Brain* **2022**, *15*, 8. <https://doi.org/10.1186/s13041-021-00892-6>.
184. Renkilaraj, M.R.L.M.; Baudouin, L.; Wells, C.M.; Doulazmi, M.; Wehrle, R.; Cannaya, V.; Bachelin, C.; Barnier, J.-V.; Jia, Z.; Oumesmar, B.N.; et al. The intellectual disability protein PAK3 regulates oligodendrocyte precursor cell differentiation. *Neurobiol. Dis.* **2017**, *98*, 137–148. <https://doi.org/10.1016/j.nbd.2016.12.004>.
185. Flores, C.E.; Méndez, P. Shaping inhibition: Activity dependent structural plasticity of GABAergic synapses. *Front. Cell. Neurosci.* **2014**, *8*, 327. <https://doi.org/10.3389/fncel.2014.00327>.
186. Hussain, N.K.; Hsin, H.; Huganir, R.L.; Sheng, M. MINK and TNIK differentially act on Rap2-mediated signal transduction to regulate neuronal structure and AMPA receptor function. *J. Neurosci.* **2010**, *30*, 14786–14794. <https://doi.org/10.1523/jneurosci.4124-10.2010>.
187. Aabdien, A.; Sichlinger, L.; Borgel, Z.; Jones, M.R.; Waston, I.A.; Gatford, N.J.F.; Raval, P.; Tanangonan, L.; Powell, T.R.; Duarte, R.R.R.; et al. Schizophrenia risk proteins ZNF804A and NT5C2 interact in cortical neurons. *Eur. J. Neurosci.* **2024**, *59*, 2102–2117. <https://doi.org/10.1111/ejn.16254>.
188. Guo, H.; Bettella, E.; Marcogliese, P.C.; Zhao, R.; Andrews, J.C.; Nowakowski, T.J.; Gillentine, M.A.; Hoekzema, K.; Wang, T.; Wu, H.; et al. Disruptive mutations in TANC2 define a neurodevelopmental syndrome associated with psychiatric disorders. *Nat. Commun.* **2019**, *10*, 4679. <https://doi.org/10.1038/s41467-019-12435-8>.
189. Assali, A.; Chéniaux, G.; Cho, J.Y.; Berto, S.; Ehrlich, N.A.; Cowan, C.W. EphB1 controls long-range cortical axon guidance through a cell non-autonomous role in GABAergic cells. *Development* **2024**, *151*, dev201439. <https://doi.org/10.1242/dev.201439>.
190. Nagy, G.N.; Zhao, X.-F.; Karlsson, R.; Wang, K.; Duman, R.; Harlos, K.; El Omari, K.; Wagner, A.; Clausen, H.; Miller, R.L.; et al. Structure and function of Semaphorin-5A glycosaminoglycan interactions. *Nat. Commun.* **2024**, *15*, 2723. <https://doi.org/10.1038/s41467-024-46725-7>.
191. Le, V.-H.; Orniacki, C.; Murcia-Belmonte, V.; Denti, L.; Schütz, D.; Stumm, R.; Ruhrberg, C.; Erskine, L. CXCL12 promotes the crossing of retinal ganglion cell axons at the optic chiasm. *Development* **2024**, *151*, dev202446. <https://doi.org/10.1242/dev.202446>.
192. Chang, C.; Banerjee, S.L.; Park, S.S.; Zhang, X.L.; Cotnoir-White, D.; Opperman, K.J.; Desbois, M.; Grill, B.; Kania, A. Ubiquitin ligase and signalling hub MYCBP2 is required for efficient EPHB2 tyrosine kinase receptor function. *eLife* **2024**, *12*, RP89176.
193. Koga, M.; Ishiguro, H.; Yazaki, S.; Horiuchi, Y.; Arai, M.; Niizato, K.; Iritani, S.; Itokawa, M.; Inada, T.; Iwata, N.; et al. Involvement of SMARCA2/BRM in the SWI/SNF chromatin-remodeling complex in schizophrenia. *Hum. Mol. Genet.* **2009**, *18*, 2483–2494. <https://doi.org/10.1093/hmg/ddp166>.
194. El Hayek, L.; Tuncay, I.O.; Nijem, N.; Russell, J.; Ludwig, S.; Kaur, K.; Li, X.; Anderton, P.; Tang, M.; Gerard, A.; et al. Kdm5a mutations identified in autism spectrum disorder using forward genetics. *eLife* **2020**, *9*, e56883. <https://doi.org/10.7554/elife.56883>.
195. Condylis, C.; Ghanbari, A.; Manjrekar, N.; Bistrong, K.; Yao, S.; Yao, Z.; Nguyen, T.N.; Zeng, H.; Tasic, B.; Chen, J.L. Dense functional and molecular readout of a circuit hub in sensory cortex. *Science* **2022**, *375*, eabl5981. <https://doi.org/10.1126/science.abl5981>.

196. Sollazzo, R.; Puma, D.D.L.; Aceto, G.; Paciello, F.; Colussi, C.; Vita, M.G.; Giuffrè, G.M.; Pastore, F.; Casamassa, A.; Rosati, J.; et al. Structural and functional alterations of neurons derived from sporadic Alzheimer's disease hiPSCs are associated with downregulation of the LIMK1-cofilin axis. *Alzheimer's Res. Ther.* **2024**, *16*, 267. <https://doi.org/10.1186/s13195-024-01632-3>.
197. Baumgärtel, K.; Green, A.; Hornberger, D.; Lapira, J.; Rex, C.; Wheeler, D.G.; Peters, M. PDE4D regulates Spine Plasticity and Memory in the Retrosplenial Cortex. *Sci. Rep.* **2018**, *8*, 3895. <https://doi.org/10.1038/s41598-018-22193-0>.
198. Nishioka, M.; Shimada, T.; Bundo, M.; Ukai, W.; Hashimoto, E.; Saito, T.; Kano, Y.; Sasaki, T.; Kasai, K.; Kato, T.; et al. Neuronal cell-type specific DNA methylation patterns of the *Cacna1c* gene. *Int. J. Dev. Neurosci.* **2013**, *31*, 89–95. <https://doi.org/10.1016/j.ijdevneu.2012.11.007>.
199. Muresan, V.; Abramson, T.; Lyass, A.; Winter, D.; Porro, E.; Hong, F.; Chamberlin, N.L.; Schnapp, B.J. KIF3C and KIF3A form a novel neuronal heteromeric kinesin that associates with membrane vesicles. *Mol. Biol. Cell* **1998**, *9*, 637–652. <https://doi.org/10.1091/mbc.9.3.637>.
200. Kanai, Y.; Okada, Y.; Tanaka, Y.; Harada, A.; Terada, S.; Hirokawa, N. KIF5C, a novel neuronal kinesin enriched in motor neurons. *J. Neurosci.* **2000**, *20*, 6374–6384. <https://doi.org/10.1523/jneurosci.20-17-06374.2000>.

How the deposited data were processed for this re-analysis (not part of the article)

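The deposited files hold 12 libraries of primary cortical neuroglial cultures of Wistar rats at 10 days in vitro, taken 4 h after treatment, with 3 libraries for each of 4 conditions. These are the intact control (IC), EV-GPCs at 10 µg/mL (EV), 3–100 kDa proteins of the conditioned medium at 15 µg/mL and the total secretome at 45 µg/mL. The article reports IC and EV. Its comparisons with glutamate have no files in this series, and the other series that the article names was not examined. The labels give pups of postnatal day 0 and the article pups of postnatal days 1 to 2. The labels describe a strand-specific mRNA library sequenced on a DNBSEQ instrument, and the article describes poly(A) selection, another library kit and a NextSeq instrument. Both accounts are given here as they stand, since the values do not decide between them.

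According to the article, the authors checked the reads with FastQC, trimmed them with Trimmomatic and Cutadapt, quantified them with Salmon in mapping-based mode against the rn6 transcripts of Ensembl with the genome as decoy, and summarised them per gene with tximport. The unit of the deposited values is not named. Each library sums to 1000000 and the values are not whole numbers, so they were taken as the TPM that the authors obtained from Salmon and tximport and deposited without further scaling. Among the 200 lowest values of a library, at most 4.0% were whole multiples of 1 common step within a tolerance of 0.01, so no read numbers could be recovered. TPM keeps no depth. The depth of each library is therefore unknown, and no interval or detection limit was computed. The files list 32285 rows by gene symbol with 28111 different names, and 497 names have more than 1 row. Between 14890 and 15392 rows per library were above 0. The ribosomal protein gene Rps6 is listed at 0 in all 12 libraries, while Actb, Gapdh and Eef1a1 are above 0 in all 12, so a listed 0 was treated as a possible failed estimate. For genes listed at 0 throughout a group, values are given per library with no fold change.

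The tests had been planned for counts. Because the files hold TPM, limma on a log scale was used in their place, and the planned count tests, count filters and count transformations were not run. The main setting was chosen with the files in hand. Rows of one name were summed, TPM was rescaled within each comparison by median-of-ratios factors, which lay between 0.909 and 1.076 when computed over all 12 libraries, and genes with at least 1 TPM in at least 3 libraries of the comparison were kept. Values were transformed to log2(TPM + 1). Each pair of conditions was compared in a fit of its own 6 libraries with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. The article states 2 criteria, an FDR under 0.05 in its methods and an unadjusted p under 0.05 with a fold change of 1.5 in its results, so both were counted. The authors used the likelihood ratio test of edgeR according to their methods, while the authors' gene table has columns of the kind DESeq2 writes. Fold changes are the treated or first-named group minus the other. Levels are means of deposited TPM with SD (n = 3).

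The genes named were fixed by a rule. It takes, for each comparison with IC, the 10 largest changes among genes with an FDR under 0.05 whose libraries do not overlap, then every gene that the article names for IC_vs._EV, up to 3 genes of lowest p in each GO category of Figure 8B, and the genes of reported lists. The article's values for these genes had been seen when the rule was written. Lists of pathway genes and of cell type markers were written by hand from general knowledge after the article had been read. They were tested with camera in limma (preset correlation 0.01) where at least 3 genes were tested, with fry and with an estimated correlation as alternatives. Names that the files hold in another form (among them Ccn1 as Cyr61, Ccn2 as Ctgf, Scd as Scd1 and Vgf as LOC100909521) were matched through synonyms in the GRCr8 gene table or, for Vgf, through the Entrez number in the article's table. Principal components were computed from the 200 most variable genes of the 6 IC and EV libraries. The article's own plot removes a day covariate, and the day of each library is not given.

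The labels number the libraries of each condition 1 to 3. Whether these numbers pair libraries was checked by correlating the deviations of same-numbered libraries from their group means across genes. For EV and IC these correlations were −0.08, −0.18 and 0.54 and for the 3–100 kDa proteins and IC −0.01, −0.25 and 0.25, so the numbers do not pair these libraries. For the total secretome and IC they were 0.25, 0.16 and 0.16, for EV and the 3–100 kDa proteins 0.59, 0.29 and 0.30, for EV and the total secretome 0.26, 0.19 and 0.21, and for the total secretome and the 3–100 kDa proteins 0.38, 0.21 and 0.24. These groups were read as paired, from the data alone, since neither the article nor the labels say what a number stands for. The reading is not the same across groups. IC goes with the total secretome, which goes with EV and the proteins, but IC goes with neither EV nor the proteins. A culture or day shared by all libraries of one number would not give this, so the pairing stays uncertain. Comparisons with IC share the IC libraries, so 100 simulations of unchanged groups against those libraries give the value that no effect would show. They used the estimated effects reduced to 0.8 of their size. They address the shared IC libraries and not deviations that same-numbered libraries of different treatments share.

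The limma fits and camera were tested on simulated data, drawn for each gene alone with its own mean and spread. For the limma fits 200 genes were given a known change, chosen among genes with a mean of at least 5 TPM. Deviations that the genes of a library share were not simulated, so the rates may not hold for the real libraries or for lower genes. For EV against IC, over 12736 genes, limma recovered 76% of 4-fold and 28% of 2-fold changes at an FDR of 0.05, and 5.5% of its calls were unchanged genes. For the total secretome, over 12861 genes, these values were 87%, 44% and 5.8%, and for the 3–100 kDa proteins, over 12845 genes, 82%, 35% and 4.1%. Alternatives tried were a fit of all 12 libraries, the replicate number as a block, each library left out in turn, no rescaling, a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, rows of one name kept apart and the mitochondrial mRNA share as a covariate. The article's gene table could be read for 1998 of 12245 genes and its GO table for 559 categories, so both were used only for tallies and for genes in those parts. Figures were drawn with matplotlib 3.10.9, and tables were read with pandas 2.3.3 in Python 3.11.15.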

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

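Tests of the scaling, of donor RNA, of protein mass, of soluble factors and of a component of EV beyond shared factors, the latter also with the replicate block, were chosen only after the results were seen, and the mitochondrial covariate after the data had been seen, while those of cell types, of a shared factor and of other splits of the libraries were written before. The tally of genes higher after EV than after the proteins, the ratios over genes chosen by EV and the genes named for EV against the other treatments were also chosen after the values were seen.

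The first signal lies in libraries that the article does not report. Against IC, limma gave 422 genes at an FDR under 0.05 after the 3–100 kDa proteins, 359 higher and 63 lower, and 255 after the total secretome, 217 higher and 38 lower. In each comparison 11 of these genes were listed at 0 in every library of one group. After the proteins Ccl2 stood at 104 ± 43.7 TPM (SD, n = 3) and Plau at 64.2 ± 29.3 TPM, against 0.126 ± 0.218 and 0.393 ± 0.455 TPM in IC, with log2 fold changes of 6.50 and 5.53 (limma adjusted p = 0.000223 and 0.00131). LOC100909521 rose by 4.71 after the proteins and by 3.96 after the total secretome (limma adjusted p = 9.62e-06 and 3.15e-05), in 3 of 3 libraries each. Tnfrsf12a rose by 5.21 and 4.50 and Cd44 by 4.74 and 4.15. Both counts moved with single libraries. For the proteins limma called 143 genes without IC replicate 1, 212 without IC replicate 3, and 240, 84 and 82 without replicates 1 to 3 of the treatment. For the total secretome it called 70, 812 and 150 without IC replicates 1 to 3 and 120, 35 and 31 without replicates 1 to 3 of the treatment.

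Several technical explanations are argued against. A change in the share of neurons, astrocytes or oligodendrocyte lineage cells would move their whole marker lists. After the proteins the lists of neurons, astrocytes and oligodendrocyte lineage cells had medians of 0.02, 0.05 and −0.41, the last being the largest, beside 1.39 for the genes called higher. After the total secretome they were −0.12, 0.21 and 0.19, with 0.21 the largest, beside 1.44. Single markers went both ways. Neuron markers ran from −0.27 to 0.79 after the proteins, with 1 at an FDR under 0.05, and from −0.29 to 0.72 after the total secretome. Astrocyte markers ran from −0.35 to 0.34 and −0.11 to 0.40, and oligodendrocyte lineage markers from −0.79 to 0.18 and −0.28 to 0.53. The neuron markers summed to 4140 TPM in IC, 3750 TPM after the proteins and 3620 TPM after the total secretome, and the astrocyte markers to 1110, 1110 and 1180 TPM. Microglia markers summed to 1.51, 1.40 and 2.31 TPM, endothelial markers to 0.215, 0.690 and 0.484 TPM, and fibroblast markers to 8.91, 8.53 and 7.86 TPM. No microglia or endothelial marker was tested, and 2 fibroblast markers after the total secretome. After the proteins 4 fibroblast markers were tested, with a median of 0.40 and an adjusted p of 0.567 in camera and 0.0182 in fry (limma). They moved apart, from −1.43 to 1.24, with 2 at an FDR under 0.05, so a change in these 3 types stays open, as it does for cell types without a list. With the mitochondrial mRNA share as a covariate, the genes called higher kept a median of 1.36 after the proteins and 1.44 after the total secretome. Without rescaling, 94.7% of the genes higher after the proteins by unadjusted p and fold change stayed past both, and 95.2% of those after the total secretome. At an FDR under 0.05, 325 of the 422 genes and 212 of the 255 stayed called without it.

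What stays open is mostly set by the design. In each comparison the real split of the 6 libraries was the only 1 of 10 with as many genes. The largest other split had 7 genes for the proteins and 8 for the total secretome, beside 422 and 255. These counts argue against chance as the source of most of the genes, but 10 splits cannot give a permutation p under 0.1. For the total secretome, where the numbers were read as pairing the libraries, the real split was also the only 1 of the 4 that part all pairs. The fractions were added at different protein mass, 15 µg/mL for the proteins and 45 µg/mL for the total secretome, and mass could contribute. Genes higher after the total secretome were a median of 0.17 lower on the log2 scale there than after the proteins (−0.17, total secretome minus proteins). Of these 217 genes, 168 were lower there, which does not follow the mass. A saturated response would give no difference rather than lower values, but limma called only 2 genes between these treatments. Mass and composition differ together, so they cannot be told apart. Donor RNA in the fractions was not tested. The day of each library is not given, so a day that differs between conditions stays open. With the replicate block limma called 242 genes after the total secretome, 201 of the 255 among them. A day that follows these numbers falls on both groups alike, so this fit cannot test a day as the source of the count. IC received no addition and no condition received unconditioned medium alone, so an effect of the addition itself stays open. The biological explanation, a response to the added fraction, is also among the open ones.

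The second signal is a difference between treatments, tested directly. Between EV and the 3–100 kDa proteins limma gave 68 genes at an FDR under 0.05, 5 higher and 63 lower after EV. With the replicate block it gave 355 genes, 73 higher and 282 lower. That the numbers pair these libraries was read from the same data, so the larger count rests on that reading. All 68 were among the 355. Between EV and the total secretome limma without the block gave 24 genes, 6 higher and 18 lower. Of the 24, 10 were listed at 0 in every library of one group, as were 6 of the 68. Plau was lower after EV than after the proteins by a log2 fold change of −3.62 (limma adjusted p = 0.0134), Egr2 by −3.44 (0.0181) and Fosb by −2.67 (0.0134). Against the total secretome Fosb had −2.82 (0.00815) and Egr2 −2.75 (0.0333). Higher after EV than after the proteins were Id3, by 2.87 (0.0281), and LOC100361811, by 2.98 (0.00212). The count against the proteins fell to 2 without EV replicate 2 and 6 without EV replicate 3, and to 22, 5 and 6 without replicates 1 to 3 of the proteins. Most genes stayed lower without EV replicate 1 (8 higher, 64 lower), EV replicate 3 (1 and 5) or proteins replicate 1 (2 and 20). They did not without EV replicate 2 (1 and 1), proteins replicate 2 (4 and 1) or proteins replicate 3 (3 and 3). The count against the total secretome was 55, 7 and 12 without EV replicates 1 to 3 and 14, 0 and 0 without replicates 1 to 3 of the total secretome. In those last 2 fits limma called 474 and 576 genes at an unadjusted p under 0.05.

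Carried RNA of the donor cells as a source of genes higher after EV cannot be told apart from a response of the cultures by these values. The donor cells are human and the reads were quantified against rat transcripts, so donor RNA would be counted only where it maps to them. How much of it would map was not tested. Of the 199 genes higher after EV by unadjusted p and fold change, 192 were tested with the proteins, and 186 of these were above 0 there, where unchanged groups set against the same IC libraries gave 55.79% to 70.5%. Their median, EV minus proteins, was −0.48, with 137 of the 192 lower after EV and the others not. This goes against carried RNA only if the protein fraction holds less donor RNA than EV, which was not tested. The mitochondrial covariate raised the count against the proteins to 106 with all 68 genes kept, so it does not account for the difference.

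For the genes higher after the proteins, the values are consistent with a smaller amount in the EV preparation of a soluble factor that the fractions share. Of the 359 genes higher after the proteins 326 were tested after EV, and 96% of these were above 0 there, where simulated unchanged groups gave 46.97% to 61.79%. Over these 326 the median was 0.47 after EV and 1.35 after the proteins, and the ratio of both changes had a median of 0.39, with 0.11 and 0.69 at the 10th and 90th percentiles. Choosing genes by their change after the proteins lowers this ratio, and choosing them by EV raises it. Over the 192 genes chosen as higher after EV by unadjusted p and fold change, the medians were 1.02 and 1.56 and that of the ratio 0.65, with 137 smaller after EV, so the size of the gap depends on the choice. Of the 13 genes higher after EV at an FDR under 0.05, 11 were tested with each fraction and all 11 were above 0 in both. Their median was 2.53 after EV, 3.84 after the proteins and 3.12 after the total secretome, where unchanged groups gave −0.15 to 0.33. Soluble factors of the conditioned medium may therefore drive much of the shared response. These need not be factors that the donor cells released, since IC received no addition and no condition received unconditioned medium alone. Growth factors of the culture medium, to which the article's methods add EGF and CNTF, or the addition itself stay possible sources too. Genes higher after EV than after the proteins were also looked at. Of the 73 with the replicate block, 71 were tested for the proteins against IC, and 68 of these were below 0 there, with a median of −0.81, beside −0.08 after EV. A smaller amount would leave such genes less lowered. Choosing genes as higher after EV than after the proteins also lowers their change after the proteins by itself. No value for unchanged groups was computed for this choice, so the tally cannot decide the question. Of the 73 genes, 7, Id3 and LOC100361811 among them, were also higher after EV than in IC by unadjusted p and fold change. A smaller amount alone would not give this. But the EV libraries are the same in both comparisons, so choosing by the first raises the second, and no value for unchanged groups was computed. A mapping or batch effect on LOC100361811 also stays open. The shared factor holds as a hypothesis, since factors on the vesicles that are also found free in the medium would give the same values. Over the gene lists, a component of EV beyond the shared factors cannot be told apart from none. STAT3 target genes lay 0.19 higher after EV than after the proteins with an adjusted p of 0.0649 (camera in limma) and 0.106 with the replicate block, while immediate early genes lay lower, at −1.03 (adjusted p = 1.89e-16, with the block 1.20e-12). The lower immediate early genes passed fry, with 0.0277 and with the block 0.0439, but not camera with an estimated correlation, with 0.187 and 0.503, and the STAT3 list passed neither, with 0.286 and 0.565 without the block. With an estimated correlation 0 of the 22 lists of EV against the proteins passed, against 6 at the preset one. Between EV and the total secretome the STAT3 list had a median of −0.01, with 6 genes higher and 6 lower after EV (camera in limma, adjusted p = 0.436). The 7 genes higher after EV than in IC and than after the proteins leave such a component open, within the limits of how they were chosen. For EV against each of the 2 fractions the real split was the only 1 of 10 with as many genes and the only 1 of the 4 that part all pairs, which cannot exclude chance. Dose and treatment are confounded, since EV was added at 10 µg/mL, and they were not tested apart.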

How the results depend on the processing

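Alternatives that need counts were set out before but not run, since the files hold TPM. These are DESeq2 with and without the replicate number, the likelihood ratio test of edgeR, RLE factors in place of TMM, the 2 count filters, and log2 CPM and variance-stabilised principal components. The alternatives of scaling, pseudocount, filter, names with several entries and mitochondrial share were chosen after the data had been seen. The cause of a change was not tested unless it is stated. Depth is unknown, so its effect cannot be given.

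With all 12 libraries in 1 fit, counts at an FDR under 0.05 were 57 for EV against IC, 535 for the total secretome against IC, 908 for the 3–100 kDa proteins against IC, 182 for EV against the proteins, 57 for EV against the total secretome and 0 for the total secretome against the proteins, where limma called 272 genes at an unadjusted p under 0.05. In this fit the genes higher after EV had medians of 1.88 after the total secretome and 2.26 after the proteins. By the article's p and fold change they had 1.39 and 1.56.

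With the replicate block EV against IC had 0 genes at an FDR under 0.05 and 366 at an unadjusted p under 0.05 in limma, of which 315 also passed the fold change, and the proteins against IC had 192. The numbers do not pair these libraries. Where they were read as pairing, the block gave 355 for EV against the proteins. It gave 5 for the total secretome against the proteins, against 2 without it, and changed no other count by over 1.5 times. With the replicate number removed, PC1 held 41.8% and PC2 34.5%, and PC1 separated EV from IC.

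Of the alternatives added later, a mean of at least 5 TPM left 7 genes at an FDR under 0.05 and 146 by p and fold change for EV against IC, and 14 for EV against the total secretome, with fewer genes tested. Entries of one name kept apart gave 11 for EV against IC. The mitochondrial covariate gave 43 for EV against IC and 106 for EV against the proteins. Without a filter EV against the proteins had 38. Without rescaling the total secretome against the proteins had 4, of which 1 was higher and 3 lower. Camera with an estimated correlation left 0 lists for the total secretome and 0 for the proteins against IC, where fry kept 11 in each of the 13 and 12 lists.

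With each library left out in turn, counts at an FDR under 0.05 ran from 0 to 20 for EV against IC, 31 to 812 for the total secretome against IC, 82 to 480 for the proteins against IC, 2 to 72 for EV against the proteins, 0 to 55 for EV against the total secretome and 0 to 3 for the total secretome against the proteins. Where a fit of EV against IC called 0, limma called 230 to 606 genes at an unadjusted p under 0.05. For the total secretome against the proteins these were 273 and 299. Unchanged genes also give such p-values, at 5.13% in simulated data for EV against IC, so these counts are not evidence of change. By p and fold change EV against IC ran from 217 to 442. Medians of the genes higher after EV ran from 2.83 to 4.90 after the total secretome and from 3.30 to 4.63 after the proteins, with no value where no such gene was called. This was so with the replicate block and without IC replicate 1 or any 1 EV replicate. PC1 held 31.0% to 36.3% and PC2 24.1% to 29.6%.

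Of 55 fold changes of named genes, over all comparisons and settings, 2 reversed. Mycn changed by 0.02 without EV replicate 1 and ran down to −0.24 in the other omissions, and Tagln3 changed by 0.05 without EV replicate 2 and by −0.31 without EV replicate 1. No rescaling left all 55 on their side of the threshold. In other settings some lost it: 14 of 37 without EV replicate 2, 13 without EV replicate 3 and 8 without EV replicate 1, 10, 2 and 9 of 47 without IC replicates 1 to 3, 9 of 55 with the replicate block, all for EV against IC, whose libraries the numbers do not pair, and 5 of 55 each without a filter and with a pseudocount of 0.1. With all 12 libraries in 1 fit 14 of 55 gained it and 1 lost it, and with the mitochondrial covariate 10 gained it.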

Differences from the paper's values

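The article's fold changes lie on a scale without a pseudocount. For 8 genes named here that its readable table holds, the log2 ratio of mean TPM, EV to IC, came within the larger standard error of the article's value for 7, and the log2(TPM + 1) change for 4. Differences were therefore set on the ratio. Without IC replicate 2 the ratios of Tnfrsf12a, Gfap and Ier3 also lay outside that error, while in the other omissions only Tagln3 did. With all libraries the exception is Tagln3. The article's value, with its sign turned to EV minus IC, is −6.58 (standard error 1.43), and the ratio here is −0.09 over the 2 entries of that name. The article's table gives 1 Ensembl gene, so the 2 values are not of one kind. All alternatives set before the data were examined (all 12 libraries in 1 fit, the replicate block and each library left out in turn) also differ from the article's value. With the entries kept apart, an alternative added after the values were seen, 1 entry is listed at 2.22, 1.80 and 6.28 TPM in IC and at 0 in each EV library, and the other at 99.6, 92.2 and 76.1 TPM in IC and 110, 71.9 and 79.7 TPM after EV.

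The article's table of pathway genes lists Mycn among genes lower in the control group. Here Mycn had a log2 fold change of −0.10, EV minus IC (limma adjusted p = 1), and all other 39 tested genes of that table were higher after EV. No alternative called Mycn.

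The article names HIF-1 signalling among the leading pathways of its DEGs. Over the HIF-1 target list used here, which is not the article's KEGG list, 9 genes were higher and 13 lower after EV (camera in limma, adjusted p = 0.925). The article's own category of response to hypoxia had 19 of 19 tested genes higher, but its genes are ones that the article had called in these libraries, so this tally is not independent.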

Other observations

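The test of entries that share a gene name was chosen only after the result was seen and the mitochondrial covariate after the data had been seen, and the counts over other splits of the libraries were planned.

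Tuba1c and Tagln3, labelled as lower after EV in the article's volcano plot, each have 2 entries in the files. For each gene 1 entry is listed at 0 in all 3 EV libraries. In IC it is listed at 22.3, 2.88 and 18.0 TPM for Tuba1c and at 2.22, 1.80 and 6.28 TPM for Tagln3. The other entry changed by 0.98 for Tuba1c and −0.05 for Tagln3 on the log2(TPM + 1) scale. Summed over the entries, the smallest unadjusted p of both genes was 0.11 in limma. A candidate explanation is that Salmon placed reads of near-identical transcripts on 1 entry or the other. For Tagln3 the sum cannot test this. Its other entry stood at 99.6, 92.2 and 76.1 TPM in IC and did not rise, so losing the small entry would barely move the sum. No biological explanation was tested.

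For EV against IC, the real split of the 6 libraries was the only 1 of 10 with as many genes at an FDR under 0.05, and the largest other split had 10. By unadjusted p and fold change 5 of the 10 splits had at least the 275 genes of the real one. The split of IC 1, IC 2 and EV 1 from IC 3, EV 2 and EV 3 had 1882, that of IC 1, IC 3 and EV 3 from the others 1269, that of IC 1, EV 2 and EV 3 from the others 374 and that of IC 1, IC 3 and EV 2 from the others 290. Chance can be excluded for neither count, and no split follows a batch that the labels or the article give. Between the total secretome and the proteins 2 genes differed at an FDR under 0.05, SNORD12 and SNORA36, named after their values were seen and each listed at 0 in 1 group. There 9 of the 10 splits had as many genes, and 3 of the 4 that part all pairs, so chance cannot be excluded.

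Deviations from the group means, correlated across genes, which are not independent replicates, went together in IC 2, EV 1 and P 1, where P stands for the 3–100 kDa proteins, at 0.48 for IC 2 and EV 1, 0.32 for IC 2 and P 1 and 0.55 for EV 1 and P 1. Others also went together, P 1 and S 1 of the total secretome at 0.34, EV 1 and S 1 at 0.24 and IC 3 and EV 3 at 0.47, while IC 2 and S 1 were at −0.07. The 10 highest entries held 16.1%, 17.9% and 18.0% of the TPM of these libraries and 16.1% to 28.7% over all IC libraries. Mitochondrial mRNA held 4.52%, 5.24% and 6.03% of them. With the mitochondrial share as a covariate all 18 genes of EV against IC kept an FDR under 0.05. The cause of the shared deviation was not tested.

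LOC100361811 was listed at 524, 421 and 346 TPM in EV replicates 1 to 3 and at 420 TPM in total secretome replicate 1, while the other 2 total secretome libraries were at 49.8 and 47.2 TPM and those of the proteins between 45.5 and 60.6 TPM. A mapping or batch effect was not tested, and no biological explanation was tested.

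Of the pathway and marker lists, 13 of 21 passed an adjusted p of 0.05 after the total secretome and 12 of 22 after the proteins, all higher than in IC (camera in limma). The lists were not independent of these comparisons, since the article names some of their genes from EV against the same IC libraries. Without those genes the ERK list had medians of 0.84 after the total secretome and 0.83 after the proteins, immediate early genes 1.09 and 1.16, and the NF-κB list 0.04 and 0.33. These medians were computed after the results were seen. With all genes, the ERK list had medians of 1.43 after the total secretome (adjusted p = 6.74e-21) and 2.09 after the proteins (4.61e-21), and immediate early genes 1.36 (3.87e-21) and 1.37 (4.81e-21). The NF-κB list had 0.35 (0.0133) and 0.42 (0.00568), the HIF-1 list 0.08 (0.200, in fry 0.0143) and 0.07 (0.143, in fry 0.00918), with 5 and 7 of 22 genes at an FDR under 0.05, and the PI3K-Akt core −0.10 (0.214) and −0.02 (0.279). The receptors, ligands, matrix genes and targets of the PI3K-Akt pathway had 0.69 (4.85e-10, in fry 0.00543) and 0.91 (9.37e-11, in fry 0.00635). Without the genes that the article names, the medians of this list were 0.37 and 0.65. None of these lists passed with an estimated correlation.

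Across 12530 genes, fold changes against IC correlated at 0.66 for EV and the total secretome, 0.69 for EV and the proteins and 0.88 for the total secretome and the proteins. Unchanged groups set against the same IC libraries gave a median of 0.50 and at most 0.53 over 20 simulations. Genes are not independent replicates, so no p-value is given.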
